# EHMT2 suppresses the variation of transcriptional switches in the mouse embryo

**DOI:** 10.1371/journal.pgen.1009908

**Published:** 2021-11-18

**Authors:** Tie-Bo Zeng, Nicholas Pierce, Ji Liao, Purnima Singh, Kin Lau, Wanding Zhou, Piroska E. Szabó

## Abstract

EHMT2 is the main euchromatic H3K9 methyltransferase. Embryos with zygotic, or maternal mutation in the *Ehmt2* gene exhibit variable developmental delay. To understand how EHMT2 prevents variable developmental delay we performed RNA sequencing of mutant and somite stage-matched normal embryos at 8.5–9.5 days of gestation. Using four-way comparisons between delayed and normal embryos we clarified what it takes to be normal and what it takes to develop. We identified differentially expressed genes, for example *Hox* genes that simply reflected the difference in developmental progression of wild type and the delayed mutant uterus-mate embryos. By comparing wild type and zygotic mutant embryos along the same developmental window we detected a role of EHMT2 in suppressing variation in the transcriptional switches. We identified transcription changes where precise switching during development occurred only in the normal but not in the mutant embryo. At the 6-somite stage, gastrulation-specific genes were not precisely switched off in the *Ehmt2*^*−/−*^ zygotic mutant embryos, while genes involved in organ growth, connective tissue development, striated muscle development, muscle differentiation, and cartilage development were not precisely switched on. The *Ehmt2*^*mat−/+*^ maternal mutant embryos displayed high transcriptional variation consistent with their variable survival. Variable derepression of transcripts occurred dominantly in the maternally inherited allele. Transcription was normal in the parental haploinsufficient wild type embryos despite their delay, consistent with their good prospects. Global profiling of transposable elements revealed EHMT2 targeted DNA methylation and suppression at LTR repeats, mostly ERVKs. In *Ehmt2*^*−/−*^ embryos, transcription over very long distances initiated from such misregulated ‘driver’ ERVK repeats, encompassing a multitude of misexpressed ‘passenger’ repeats. In summary, EHMT2 reduced transcriptional variation of developmental switch genes and developmentally switching repeat elements at the six-somite stage embryos. These findings establish EHMT2 as a suppressor of transcriptional and developmental variation at the transition between gastrulation and organ specification.

## Author summary

Developmental variation is the property of normal development, and its regulation is poorly understood. Variable developmental delay is found in embryos that carry mutations of epigenetic modifiers, suggesting a role of chromatin in controlling developmental delay and its variable nature. We analyzed a genetic series of mutations and found that EHMT2 suppresses variation of developmental delay and also suppresses the variation of transcriptional switches at the transition between gastrulation and organ specification.

## Introduction

The development of the mammalian embryo requires chromatin remodeling by the activity of epigenetic modifiers. Maternal mutation experiments reveal whether the availability of a factor in the oocyte is required in the early embryonic stages (Fig 1A, compare cross B versus control cross A) [1–15]. Zygotic mutation experiments (Fig 1A, cross E) reveal whether a factor is needed for development at the late preimplantation, postimplantation and fetal stages [16–18]. In addition, the dose of these epigenetic modifiers in the gametes (parental haploinsufficient) may have lasting effects on the offspring (Fig 1A, cross C versus cross A and cross D versus cross A). For example, a reduced dose of SETDB1, an H3K9 methyltransferase, during male gametogenesis affects gene expression in the offspring [19]. The increased dose of KDM1A, an H3K4 demethylase, during spermatogenesis resulted in reduced H3K4 methylation and severely impaired development and survivability of the offspring and affected its transcriptome [20]. Currently no study exists that integrates these different genetic deficiencies for a specific gene. Potential effect of biparental haploinsufficiency is not considered in genetic experiments when heterozygous intercrosses are used to generate mutant and wild type (biparental haploinsufficient) offspring (Fig 1A Cross E). We designed a mouse study that allows measuring the effect of different deficiencies of the same epigenetic modifier on development and on the genome-wide transcription of the embryo. We included zygotic, maternal, and maternal-zygotic mutant embryos in one comprehensive experiment together with mono-or biparental haploinsufficient wild type individuals and control wild type individuals from wild type parents (Fig 1A). We focused on the deficiencies of the euchromatic histone H3 lysine-9-methyltransferase 2 (*Ehmt2*) gene.

**Fig 1:**
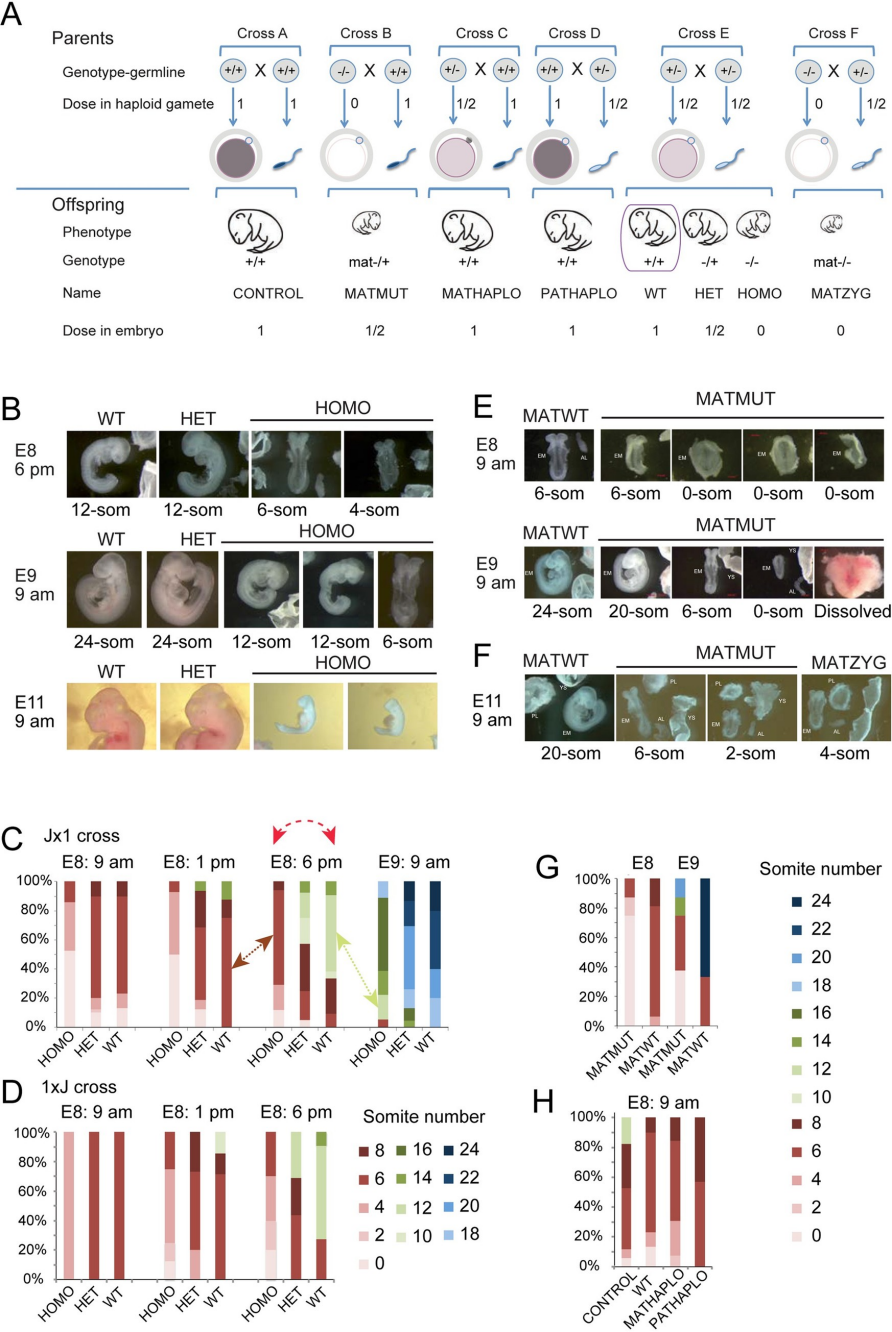
Zygotic and parental genetic deficiencies in *Ehmt2* result in delayed embryo development. (**A**) Study design. Genetic crosses to result in parental genotypes, and embryonic genotypes with insufficiencies of the epigenetic modifier in the gametes or in the embryo. We summarize the genetic crosses, the genotype of the parents (their diploid germ line), the dose of the epigenetic factor in the gametes and in the embryo, and the genotype of the embryo. We provide simple names for these embryo classes. Note, for example, that the WT embryo from the conventional test cross (purple box) is biparentally haploinsufficient. (**B-D**) Zygotic effect. (**B**) Images of representative embryos from crossing *Ehmt2*^+/−^ parents are shown, with the embryonic days and times of collection marked to the left. The embryo names are marked at the top of each image and the somite numbers are marked underneath each image. (**C**) Percentages of the embryos that have reached specific somite numbers at collection are tallied from the *Ehmt2*^+/−^ x *Ehmt2*^+/−^ cross in the JF1x129 parental strain background. Day and time of collection is indicated above the bars. Red dashed arrow shows that comparing uterus-mate embryos according to conventional methodology means comparing more advanced wild type and delayed mutant embryos, and each group has its variation. The brown and green arrows indicate comparing somite-matched embryos. The number of pregnant mothers and embryos were: E8: 9 am (n = 17, 91), E8: 1 pm (n = 7, 38), E8: 6 pm (n = 14, 78) and E9: 9 am (n = 7, 46). (**D**) Percentages of the embryos are similarly tallied in the reciprocal 129xJF1 parental strain background from the *Ehmt2*^+/−^ x *Ehmt2*^+/−^ cross. The number of pregnant mothers and embryos were: E8: 9 am (n = 1, 8), E8: 1 pm (n = 4, 30), and E8: 6 pm (n = 5, 37). (**E-G**) Maternal effect. (**E**) Images of the *Ehmt2*^mat−/+^ embryos from the *Ehmt2*^fl/fl^; Zp3-cre^Tg/0^ x *Ehmt2*^+/+^ mating at E8: 9 am and E9: 9 am. (**F**) Representative images of MATMUT and MATZYG embryos at E9: 9 am. (n = 5, 14). (**G**) Percentage of MATMUT and MATWT embryos at the somite stages as shown by colors (to the right). E8: 9 am (n = 2, 7) and E9: 9 am (n = 2, 6). (**H**) Parental haploinsufficiency and developmental delay. Tally of *Ehmt2*^+/+^ MATHAPLO embryos from the *Ehmt2*^+/−^ x *Ehmt2*^+/+^ cross (n = 6, 25), and the *Ehmt2*^+/+^ PATHAPLO embryos from the *Ehmt2*^+/+^ x *Ehmt2*^+/−^ cross (n = 4, 30), compared with CONTROL embryos from the *Ehmt2*^+/+^ x *Ehmt2*^+/+^ cross (n = 5, 17) and WT embryos from the *Ehmt2*^+/−^ x *Ehmt2*^+/−^ cross (n = 17, 91).

The *Ehmt2* gene encodes EHMT2, the major euchromatin-specific H3K9 histone dimethyltransferase [21], with a complex effect on embryonic development. *Ehmt2*^−/−^ zygotic mutant embryos die around 10.5 days post coitum (dpc) without exception [18,21]. However, unlike the zygotic deficiency, the maternal mutation does not lead to fully penetrant lethality despite a strong maternal phenotype in the majority of the embryos [2]. It is not known whether *Ehmt2* paternal or maternal or biparental haploinsufficiencies have any long-lasting effect on embryo development or transcription. It is not known why some maternal mutants survive but all zygotic mutants die.

To reveal the function of specific regulators, genetic experiments are usually employed to identify differentially expressed (DE) genes between wild type and mutant siblings/uterus mates. Such changes are generally interpreted to be the result of the mutation and are also considered to play a role in the phenotype. One caveat of such experiments is that if the mutation causes a delay in developmental progression, the differences between control and mutant uterus-mate embryos may largely result from comparing two embryos at different developmental stages. Delayed embryo development was reported in *Ehmt2*^−/−^ zygotic mutant embryos between 8.5 and 12.5 dpc [21], at 7.5 dpc [22], and at 6.5 dpc [23]. *Ehmt2*^mat−/+^ maternal mutant embryos show partially penetrant developmental arrest at the 2-cell stage [2]. Those *Ehmt2*^mat−/+^ maternal mutant embryos that pass the 2-cell stage exhibit a mild delay at the 8-cell stage [14]. Variable developmental delay was also detectable in our *Ehmt2* knockout mouse line [24,25], which renders EHMT2 catalytically inactive, and is used in the current study. We hypothesized that delayed development and developmental potential can be connected to changes in the transcriptome.

Understanding how developmental delay is controlled is an exciting question and it requires a different experimental approach beyond comparing uterus-mate mutant and wild type embryos. To investigate the role of EHMT2 in controlling variable developmental delay during embryo development, we collected embryos carrying a series of *Ehmt2* deficiencies (Fig 1A) between 8.5–9.5 dpc and performed total RNA sequencing of somite stage-matched individual embryos. We found differences in the transcriptomes of normal versus deficient embryos and also along normal versus deficient embryo development. We found that EHMT2 plays an important role in reducing transcriptional variation of genes and repeat elements at the six-somite stage embryos, which is consistent with its role in reducing variation in developmental delay.

## Results

### Embryo development shows dose response to zygotic loss of *Ehmt2*

We hypothesized that transcription changes shortly before death of the *Ehmt2* mutations will inform us what causes developmental delay or lethality in the embryos of different deficiencies in the genetic series (Fig 1A). To characterize the developmental consequences of the deficiencies and to find the optimal collection times of somite-stage matched embryos, we first carried out time course experiments.

We examined the *Ehmt2*^*−/−*^ homozygous (HOMO) embryos from the *Ehmt2*^*+/−*^ X *Ehmt2*^*+/−*^ parents (Fig 1A cross E) at different time points and found that they exhibited delayed development compared to their *Ehmt2*^*+/+*^ wild type (WT) and *Ehmt2*^*+/−*^ heterozygous (HET) uterus mates (Fig 1B–1D). Fig 1B displays representative images of uterus-mates with different genotypes. At 6 pm on embryonic day 8, the HOMO embryos only reached the 4 or 6 somite stage when the WT and HET embryos have reached the 12-somite stage. At 9 am on day 9, the HOMO embryos only reached the 12-somite stage while the WT and HET embryos have reached the 24-somite stage. We tallied the results of a larger number of pregnancies at 9 am, 1 pm and 6 pm on day 8, and at 9 am on day 9 of gestation as a percentage of each developmental stage in the total number of embryos collected per time point (Fig 1C). We found that while the majority of WT embryos have reached the 6-somite stage by 9 am on day 8, HOMO embryos reached it at 6 pm on day 8. The majority of WT embryos have reached the 12-somite stage by 6 pm on day 8, whereas none of the HOMO embryos reached this somite number at that time. The embryos shown in Fig 1C were obtained by crossing *Ehmt2*^*+/−*^ mothers in the JF1/Ms genetic background and *Ehmt2*^*+/−*^ fathers in the 129S1 genetic background (Jx1 cross). A reciprocal cross (1xJ) was also set up to validate the developmental phenotype, and to allow us to carry out allele-specific analysis of the transcriptome in the embryos based on SNPs between the mouse strains 129S1 and the JF1/Ms [26] (Fig 1D). We found that the developmental delay of HOMO embryos was reproducible in the reciprocal crosses (Fig 1C and 1D). The tallies revealed an additional observation, which was not apparent at the time of dissections, that the development of HET embryos was slightly slower than the wild type embryos but faster than HOMO suggesting that developmental progression in the embryo was responsive to the dose of EHMT2. Friedman non-parametric statistical tests revealed that the developmental stages of HOMO Jx1 embryos showed significant (*P* = 0.03) difference in median values/variance (Fig 1C), compared WT and HET (*P* = 0.44 and *P* = 0.47, respectively). The HOMO 1xJ and HET 1xJ samples were also significantly variable (*P* = 0.02 and *P* = 0.03, respectively), but the WT 1xJ samples were not (*P* = 0.1) (Fig 1D)

### Embryo development shows dose response to maternal loss of *Ehmt2*

To test the effect of the maternal *Ehmt2* mutation on development, we crossed *Ehmt2*^fl/fl^; Zp3-cre^Tg/0^ females with wild type males. The *Zp3-cre* transgene excises the floxed SET domain-coding exons of *Ehmt2* in the growing oocytes. The resulting maternal mutant *Ehmt2*^mat−/+^ (MATMUT) embryos lack maternal EHMT2 proteins in the oocyte, zygote, 1-cell, and early two-cell stages, but regain zygotic EHMT2 from the normal paternal allele, inherited from the sperm, after the onset of zygotic genome activation. Control *Ehmt2*^fl/+^ embryos (MATWT) were obtained from *Ehmt2*^fl/fl^ mothers in the absence of cre. We found that the MATMUT embryos lagged behind the MATWT embryos, as illustrated in Fig 1E. The delay was even more drastic in maternal-zygotic *Ehmt2*^mat−/−^ (MATZYG) mutant embryos (Fig 1F), which were obtained by crossing *Ehmt2*^fl/fl^; Zp3-cre^Tg/0^ females with *Ehmt2*^*+*/−^ males. The two most advanced MATZYG embryos we recovered had 6 somites or 4 somites (Fig 1F) at 9 am on day 11 of gestation.

We tallied the dissected embryos at 8.5 and 9.5 dpc (Fig 1G). Whereas the mode of somite number was 6 for the MATWT embryos at 9 am on day 8, the MATMUT embryos only reached the 6-somite stage one day later, at 9 am on day 9, when the mode was 24 for the MATWT embryos. We also noticed that the developmental delay of MATMUT embryos varied greatly. At 9 am on day 9 some of these were at the presomite stage but some others displayed 20 somites. Despite the developmental delay observed in the somite-stage embryos, some MATMUT embryos developed to term, reached adulthood, and even reproduced successfully. We obtained live pups by crossing *Ehmt2*^fl/fl^; Zp3-cre^Tg+^ females with males of three different wild type strains and with *Ehmt2*^*+/−*^. The average fecundity rate was 1.7 pups per plug (from 24 plugs total) as compared to 8.5 pups per plug in the control females (S1 Table). This is in agreement with another study that obtained 2.8 MATMUT pups compared to 8.5 control pups [2]. It is noteworthy that the gestation time of the MATMUT embryos was 20.5 days instead of the normal 19.5 days. MATMUT female adults gave birth to an average of 7 pups (from 5 plugs total). This result suggests that the developmental roadblock of MATMUT embryos can be completely overcome in a stochastic manner.

### Embryo development shows dose response to maternal and paternal haploinsufficiency of *Ehmt2*

Next we compared the development of *Ehmt2*^*+/+*^ wild type (WT) embryos derived from two *Ehmt2*^*+/−*^ heterozygous parents to the *Ehmt2*^*+/+*^ wild type (CONTROL) embryos derived from *Ehmt2*^*+/+*^ parents (Fig 1A cross E). The mode was 6 somites in both crosses at 9 am on day 8. While none of the WT embryos has reached the 12-somite stage, 20% of the CONTROL embryos did (Fig 1H). Fewer of the former reached the 8-somite stage also. Because all of these embryos had two normal alleles of the *Ehmt2* gene, the developmental difference may be explained by genetic difference in the parents’ genotype, the WT embryos being biparental haploinsufficient. To further evaluate this possibility, we set up crosses to generate maternal or paternal haploinsufficient *Ehmt2*^*+/+*^ wild type (MATHAPLO or PATHAPLO) embryos from one *Ehmt2*^*+/+*^ parent and one *Ehmt2*^*+/−*^ parent, the mother or the father, respectively (Fig 1A crosses C and D). We tallied the developmental stage of the embryos (Fig 1H) and found that, unlike some CONTROL embryos, none of the MATHAPLO, or PATHAPLO embryos reached the 12-somite stage at 9 am on day 8. This slight delay in both MATHAPLO and PATHAPLO cases, suggests that both the mother’s, and the father’s mutant genotype affected the development of the wild type embryo. This implies that the dose of the EHMT2 protein in the oocyte and the sperm plays a role in instructing developmental programs in the embryo.

### Study design to uncover the role of EHMT2 in preventing variable developmental delay

From the combined results in Fig 1B–1H we can see that the maternal, zygotic and parental haploinsufficient mutations of *Ehmt2* affect developmental progression differently. We hypothesized that the different *Ehmt2* deficiencies (Fig 1A) display unique patterns in their transcriptomes, which would inform us about the specific roles of maternal and zygotic EHMT2 on embryo development, and collected 6-somite and 12-somite stage embryos with the different embryo genotypes, and parental genotypes as listed in S2 Table. The collection times were adjusted to the time course of the mutations. The HOMO embryos, for example, reached the mode of 6-somite stage by 6 pm on day 8, whereas the MATMUT embryos reached it at 9 am at day 9. The 1xJ cross was slightly slower to develop than the Jx1 cross (Fig 1C and 1D). To define the significance of EHMT2 in regulating developmental decisions we also collected WT *and* HOMO embryos at the 12-somite stage, which we will refer to as WT12 and HOMO12 to distinguish them from the 6-somite embryos, WT6 and HOMO6. We prepared total RNA from four replicates of individual embryos, two females and two males, in each condition, except for the very rare maternal-zygotic mutant embryos, which were duplicate females. 

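The deposited tables hold 50 single embryos, 4 in each of 12 conditions and 2 MATZYG embryos, and give for each embryo the number of reads that the authors counted on each gene, on each copy of a repeat, and on each gene by parental allele. The authors had trimmed the reads and aligned them with STAR to the mouse genome (mm10). Reads were counted on annotated exons on the sense strand with featureCounts v1.6.1, duplicates left out. For the allele counts, the positions that differ between the 129 and JF1 strains were masked first. The Jx1 cross has a JF1/MsJ mother and a 129S1/SvImJ father, and the 1xJ cross is the reciprocal, so every embryo is an F1 hybrid in which the parental alleles can be told apart at strain variants. Between 20337058 and 30219128 reads per embryo were counted on genes, with a median of 25660988. In the Jx1 cross the counts ran from 24615417 to 30219128 (median 25386572) in WT6, 20337058 to 29586503 (median 23865808) in HOMO6, 24611012 to 26029982 (median 25077244) in WT12, 23588191 to 29580334 (median 24368882) in HOMO12, 23896418 to 28685376 (median 26362818) in CONTROL, 23383276 to 27222797 (median 25650098) in MATHAPLO and 24297702 to 26553045 (median 25407444) in PATHAPLO. The 1xJ counts ran from 25320032 to 28912861 (median 27286210) in WT6, 23297764 to 28080189 (median 26410404) in HOMO6, 23793484 to 26538022 (median 24725628) in CONTROL, 26158245 to 27863844 (median 26778141) in MATWT and 24843618 to 29318275 (median 28680257) in MATMUT. The MATZYG embryos had 25674473 and 27336125. Uniquely mapped reads on repeat copies numbered 4645106 to 6620619 per embryo, and reads assigned to a parental allele made up 19.2 to 22.3% of the gene counts.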

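From these counts, library sizes were scaled by edgeR's TMM method over the 18585 of 46517 annotated genes with more than 1 CPM (counts scaled to the library size) in at least 2 of the 48 embryos outside MATZYG. A single quasi-likelihood model was fitted to all 12 groups, so the groups share their estimate of the spread, and genes were called at a false discovery rate below 0.05 with an absolute log2 fold change above 1.2. Contrasts are written in the paper's direction, the first group minus the second. The targeted gene, Ehmt2 (ENSMUSG00000013787, mm10 chromosome 17 from 34898469 to 34914052, + strand), was read in every embryo, because the mutation removes the exons of the SET domain and leaves a transcript. Its level was 156 ± 5.48 CPM (SD, n = 4) in WT6 and 128 ± 7.26 in HOMO6 of the Jx1 cross, a log2 fold change of 0.29 (standard error 0.05, adjusted p = 2.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 12 somites it was 148 ± 3.89 CPM in WT12 and 129 ± 6.53 in HOMO12, a log2 fold change of 0.19 (standard error 0.05, adjusted p = 0.00385 from the same test). In the reciprocal cross the levels of WT6 (146 ± 2.66 CPM) and HOMO6 (138 ± 12.5 CPM) differed by 0.08 on the log2 scale (adjusted p = 0.215 from the same test). The level of the transcript therefore cannot be used to check the genotype labels.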

We carried out allele-specific and strand-specific RNA sequencing analysis on total RNA samples as we did earlier using MEFs [27]. The sequencing depth and data quality is shown in S1 Fig. The homogeneity of the samples is displayed in S2 Fig.

### Three-way comparison of *Ehmt2* zygotic mutant and wild type embryos identifies false positives arising from comparing uterus mates

A conventional comparison between uterus-mate HOMO and WT embryos at 8.5 dpc would involve comparing HOMO6 and WT12 embryos according to the modes of somite number at that time (dotted red arrow in Fig 1C). However, such WT12-HOMO6 comparison will result in a mixed outcome and will include two major components as depicted in Fig 2A: 1) “what it takes to be normal” at the 6-somite stage”, which can be assessed by comparing the WT6 versus HOMO6 samples and 2) “what it takes to develop” from the 6- to 12-somite stage, which can be assessed by comparing the WT12 versus WT6 samples. To be able to separate those components, we first performed a three-way comparison of uterus-mate HOMO6 and WT12 embryos, including WT6 embryos in the analysis (Fig 2A). The WT6 embryos had to be obtained from different dams and at different time points (brown arrow in Fig 1C), but they were genetically identical due to the same inbred mouse lines used.

**Fig 2:**
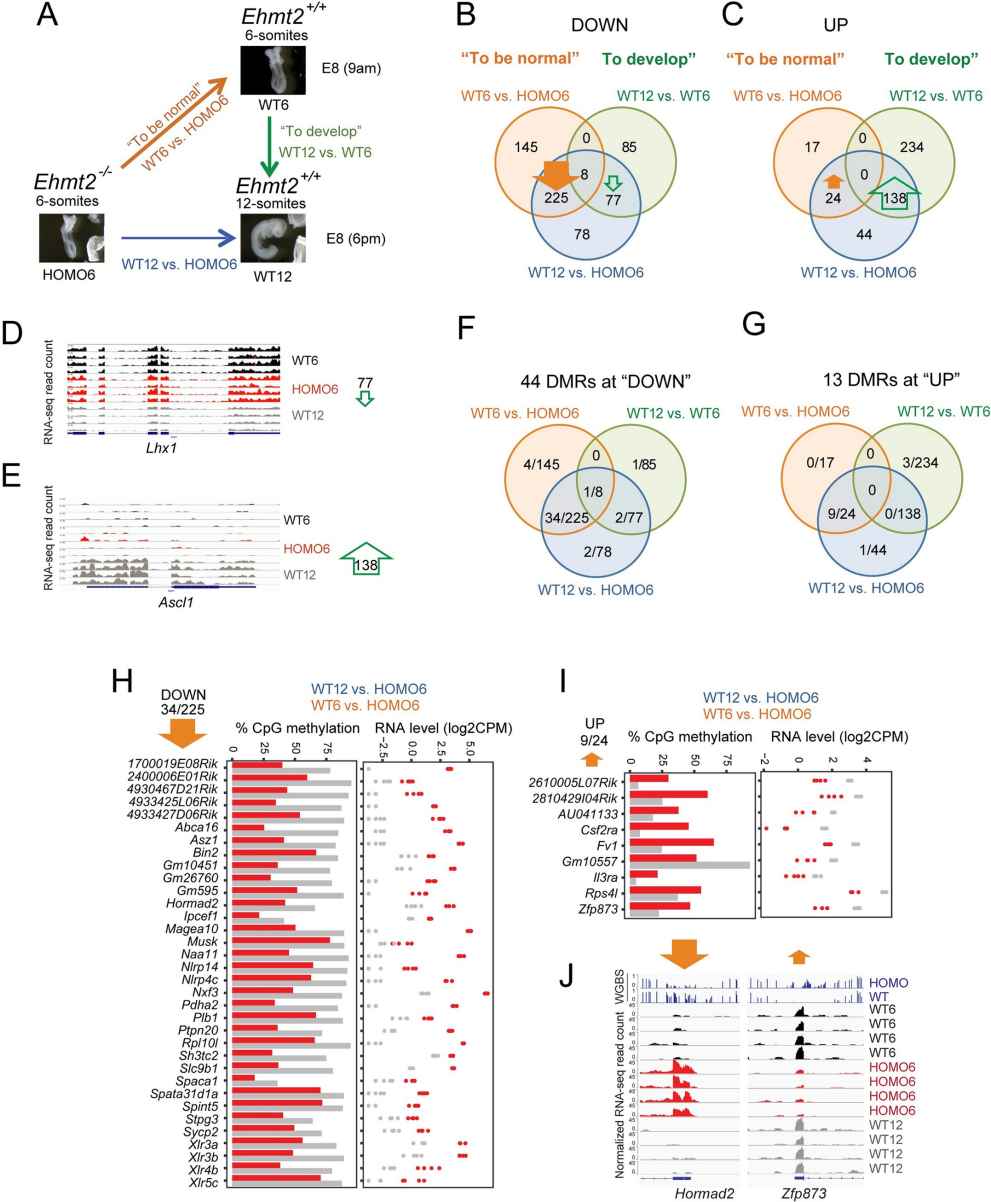
A three-way comparison reveals the direct effects of zygotic *Ehmt2* mutation and identifies false positives of the conventional method that compares siblings. (**A**) Three-way comparison. The conventional comparison (blue arrow) is normally made between uterus-mate mutant and wild type embryos. Because the mutant is developmentally delayed, the differences between these uterus-mates can be divided into two components: 1) “what it takes to be normal” (orange arrow), and 2) “what it takes to develop” from stage one to stage two (green arrow). We illustrate this idea by comparing 6-somite *Ehmt2*^*−/−*^ (HOMO6) and 6-and 12-somite *Ehmt2*^*+/+*^ (WT6 and WT12) embryos. (**B-C**) Results of the RNA-seq experiment are displayed after a 3-way comparison. Venn diagrams depict the number of DEGs along the blue, orange, and green arrows inside the circles of the matching color. (**B**) Genes are downregulated in the condition where the arrow points. EHMT2 is required to suppress 225 genes in WT6 and WT12 embryos (thick arrow). (**C**) Genes are upregulated in the condition where the arrow points. 138 DEGs require EHMT2 according to the WT12-HOMO6 comparison. Because these are also required to reach the 12-somite stage from 6-somite stage in the WT embryos (WT12-WT6 comparison), these DEGs are false positives in the conventional comparison. (**D-E**) IGV browser views are shown of normalized RNA-seq reads at false positive DEGs with reduced (*Lhx1*) or increased (*Ascl1*) expression from WT6 to WT12. **(F-J)** DNA methylation changes occur at a specific subset of DEGs. WGBS analysis in 9.5 dpc WT versus HOMO embryos identified 57 DMRs at the TSS of DEGs. Venn diagrams (**F** and **G**) depict the subset of DEGs, which are differentially methylated. (**H-I**) CpG methylation level (left) and RNA expression level (right) are plotted at DEGs with TSS DMR from the most populated sections of the Venn diagrams displayed in **F** and **G**. Some require EHMT2 for DNA methylation at the TSS and for gene silencing (**H**), others require it for the TSS hypomethylation, and expression (**I**). Grey, WT; red, HOMO. (**J**) IGV browser views are shown of DNA methylation and RNA expression levels at DEGs with reduced (*Hormad2*) or increased (*Zfp873*) DNA methylation in the mutant.

We identified differentially expressed (DE) genes between the three conditions. Each vector (colored arrows in Fig 2A) was assigned a direction toward the more developed and/or the healthier state. We asked what is different between the 12-somite versus 6-somite stage embryos, and what is different between the WT versus HOMO embryos. This latter is unconventional but practical, as it allows intersecting the vectors.

Venn diagrams (Fig 2B and 2C) depict the summary of the 3-way comparison (S3 Table). We detected 388 genes that had decreased expression in WT12 versus HOMO6 embryos. 

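In the Jx1 cross, 591 of the 18585 tested genes were called in WT12 versus HOMO6, and 394 of these had decreased expression in WT12. The setting that moved the count most was the removal of the minimum fold change: at a false discovery rate below 0.05 alone, 3608 genes were called. S3 Table lists 594 genes for this contrast, of which 590 were among the tested genes and 576 were called, with the same direction in 576. The fold changes of the listed genes differed from the paper's by a median of 0.019 on the log2 scale. Among the called genes whose embryos did not overlap between the groups, the largest decreases were in Magea4, Magea10 and 1700019E08Rik, and the largest increases in Sycp1, Foxe1 and Pax1. The log2 fold change was 4.43 (standard error 0.46, adjusted p = 8.67e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for Sycp1 and 3.82 (standard error 0.51, adjusted p = 3e-07 from the same test) for Pax1.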

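In WT6 versus HOMO6, 350 genes had decreased expression in WT6, and 227 of them were also called as decreased in WT12 versus HOMO6. Both contrasts use the same 4 HOMO6 embryos, so chance values are shared. In 20 simulations of unchanged groups with the counts and the spread of these embryos, the log2 fold changes of the contrasts had a mean correlation of 0.495 across genes, which are not independent replicates, and no gene was called in both. Genes were drawn independently there, so embryos that differ in many genes together were not simulated. Other splits of the real embryos gave up to 136 calls in WT12 versus HOMO6 and 67 in WT6 versus HOMO6. The lack of shared calls therefore does not bound a chance overlap of real embryos, here and for the other overlaps set against these simulations.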

The majority of these hits (225 out of 388) also decreased in the WT6 versus HOMO6 embryos (closed orange arrow in Fig 2B), revealing that those transcripts are suppressed by EHMT2, and belong to the “what it takes to be normal” category. However, 145 DEGs were decreased in the WT6-HOMO6 comparison, and these would be missed in the conventional WT12-HOMO6 comparison. 

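Of the genes decreased in WT6 versus HOMO6, 123 were not called as decreased in WT12 versus HOMO6. The count of called genes in WT6 versus HOMO6, 396 in both directions, was between 349 and 502 in the 8 fits that each left out 1 embryo of these groups.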

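The WT12-WT6 contrast called 523 genes, 196 of them decreased in WT12. Of the genes decreased in WT12 versus HOMO6, 92 were also decreased in WT12 versus WT6, and 12 of these were decreased in WT6 versus HOMO6 as well. Here the WT12 embryos are shared: in the simulations of unchanged groups the mean correlation of the log2 fold changes was 0.511, and the highest number of genes called in both was 0.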

Out of the 388 hits, 77 were found also in the WT12-WT6 comparison (open green arrow in Fig 2B), reflecting developmental changes in transcription that occur between the 6- and 12-somite stages in normal embryos. These changes do not occur in response to the *Ehmt2* mutation but are false positive hits of the WT12-HOMO6 comparison.

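Of the genes called in WT12 versus HOMO6, 197 had increased expression in WT12. In WT12 versus WT6, 327 genes were increased, and in WT6 versus HOMO6 only 46.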

We detected 206 genes that showed increased expression in the WT12 versus HOMO6 embryos (Fig 2C). While only 24 out of 206 hits were detected in the intersection with the WT6-HOMO6 comparison (closed orange arrow in Fig 2C), the majority (138 out of 206) occurred in the intersection with the WT12-WT6 comparison (open green arrow in Fig 2C), revealing that those changes occur between the 6- and 12-somite stages during wild type embryo development, independent of EHMT2. These are false positive hits of the WT12-HOMO6 comparison. 

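Among the genes increased in WT12 versus HOMO6, 25 were also called as increased in WT6 versus HOMO6, 125 as increased in WT12 versus WT6, and 47 in neither. A further 78 genes were called in both WT6 versus HOMO6 and WT12 versus WT6 with opposite signs, a pattern that the shared WT6 embryos favour: the mean correlation between these contrasts in the simulations of unchanged groups was -0.492. From the genes that are called both between the uterus-mates and between WT12 and WT6, the paper reasons that a comparison of siblings mixes the effect of the mutation with that of the developmental stage, and concludes that the stage genes are false positives of that comparison.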

The false positive hits in Fig 2B and 2C are further illustrated by examples, *Lhx1* and *Ascl1* (Fig 2D and 2E).

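Lhx1 (ENSMUSG00000018698, mm10 chromosome 11 from 84518284 to 84525535) was at 17.4 ± 1 CPM (SD, n = 4) in WT6, 17 ± 2.77 in HOMO6 and 8.01 ± 1.43 in WT12. Its log2 fold change was -1.08 (standard error 0.15, adjusted p = 8.34e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in WT12 versus HOMO6 and -1.12 (standard error 0.15, adjusted p = 1.44e-06 from the same test) in WT12 versus WT6, below the minimum fold change in both, while WT6 and HOMO6 differed by 0.03 (adjusted p = 0.898 from the same test).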

### EHMT2 is required for DNA CpG methylation at specific genes in the embryo

In addition to methylating H3K9, EHMT2 also affects transcription by regulating DNA methylation in the embryo and in ES cells at specific genes and transposable elements [23,28–30]. We performed whole genome bisulfite sequencing (WGBS) analysis of HOMO and WT embryo DNA at 9.5 dpc. We searched for differential DNA methylation at the DEGs, which have DNA methylation in either condition at the TSS (+/-1000 bp) (S3 Table). The DMRs most frequently occurred at the intersection of WT12-HOMO6 and WT6-HOMO6 comparisons (Fig 2F and 2G). We plotted the DMR DNA methylation and RNA expression levels of the DEGs from these intersections. DMRs occurred at 34 of 225 DEGs downregulated in the WT samples (Fig 2H), such as *Naa11*, *Asz1*, *Pdha2*, and *Magea10*, *Hormad2*. 

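These genes were close to silent in the WT embryos. Over the 4 WT6 embryos together, Naa11 (ENSMUSG00000046000, mm10 chromosome 5 from 97382198 to 97392379) had 3 reads, against 1858 over the 4 HOMO6 embryos, a ratio of 670 (95% Clopper-Pearson counting interval 229 to 3250) after scaling. Intervals and floors cover counting error only. Asz1 (ENSMUSG00000010796, chromosome 6 from 18050964 to 18109061) had 5 reads in WT6 and 1885 in HOMO6, a ratio of 408 (95% Clopper-Pearson counting interval 174 to 1260). Pdha2 and Magea10 had no read in any WT6 embryo. Against the floor of 3 counts, 0.122 CPM, the mean of Magea10 in HOMO6, 31.1 ± 3.14 CPM (SD, n = 4), was at least 255-fold higher, and that of Pdha2 was 12.4 ± 1.07 CPM. In WT12, Pdha2 and Magea10 had 1 read each over the 4 embryos, and the ratio of HOMO6 to WT12 was 1280 (95% Clopper-Pearson counting interval 230 to 50800) for Pdha2 and 3220 (95% Clopper-Pearson counting interval 577 to 127000) for Magea10. Magea10 belongs to a family of similar genes, so its reads are uncertain. All 4 genes were called in WT6 versus HOMO6 and in WT12 versus HOMO6, with adjusted p at most 2.79e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The methylation data behind the regions were not analysed here.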

In each case a higher level of DNA methylation corresponded to less RNA expression in the WT versus HOMO embryo, suggesting that EHMT2-dependent suppression at these genes involves DNA methylation in the WT embryos. On the other hand, 9 DMRs at 24 upregulated DEGs showed a lower level of DNA methylation which corresponded to higher RNA expression in the WT versus HOMO embryos (Fig 2I), suggesting that EHMT2 helps to maintain the DNA hypomethylated and expressed state of these 9 genes in the WT embryo. 

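Hormad2 (ENSMUSG00000020419, mm10 chromosome 11 from 4345814 to 4441105) was at 1.41 ± 0.542 CPM (SD, n = 4) in WT6 and 1.06 ± 0.407 in WT12, against 10.2 ± 1.95 in HOMO6 and 8.67 ± 0.962 in HOMO12. Its log2 fold change was -2.86 (standard error 0.24, adjusted p = 1.63e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in WT6 versus HOMO6. Zfp873 (ENSMUSG00000061371, chromosome 10 from 82058417 to 82061329) went the other way, with 8.13 ± 0.379 CPM in WT6 and 10.6 ± 1.01 in WT12 against 2.63 ± 0.541 in HOMO6 and 2.33 ± 0.314 in HOMO12, and a log2 fold change of 1.64 (standard error 0.15, adjusted p = 1.34e-11 from the same test). The embryos of the groups did not overlap for either gene, and both stayed called in each of the 8 fits that left out 1 embryo.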

Examples of the above two classes are displayed by IGV browser images of *Hormad2* and *Zfp873* (Fig 2J). We identified differentially methylated regions (DMR) between the WT and HOMO samples genome-wide (S4 Table) and depicted the distribution of those in pie charts (S3 Fig). DNA methylation required EHMT2 in WT embryos at 305 DMRs (S3A Fig), mostly at intergenic, intronic, and exon locations, whereas DNA hypomethylation required EHMT2 in WT embryos at 89 DMRs (S3B Fig), mostly exons, introns, and promoters. Only a small fraction affected gene expression. Among DMRs that required EHMT2 for DNA methylation 42% of the DMRs that were located in the promoter or 25% of DMRs located in an intron of the nearest transcript affected the level of its transcription (S4 Table). The WGBS analysis in combination with the three-way comparison of RNA-seq results allowed us to conclude that EHMT2–dependent DNA methylation status was more frequent at the DEGs in the “what it takes to be normal” than in the “what it takes to develop” category (50 versus 9 DEGs, respectively).

### Four-way comparison identifies EHMT2-dependent developmental changes in the transcriptome

To further improve the interpretation of our RNAseq experiment we included one more condition, the 12-somite stage *Ehmt2*^*−/−*^ embryo (HOMO12) in our analysis. This four-way comparison (Fig 3A) has two advantages over the three-way comparison: we can now also determine “what it takes to be normal” in the embryo at the 12-somite stage by contrasting WT12-HOMO12 and “what it takes to develop” normally or abnormally between the 6- and 12 somite stages by using the contrasts of WT12-WT6 and HOMO12-HOMO6 embryos. As in the three-way comparisons, asking what is different between the 12-somite versus 6-somite stage embryos, and what is different between the WT versus HOMO embryos is unconventional, but allows us to intersect the vectors.

**Fig 3:**
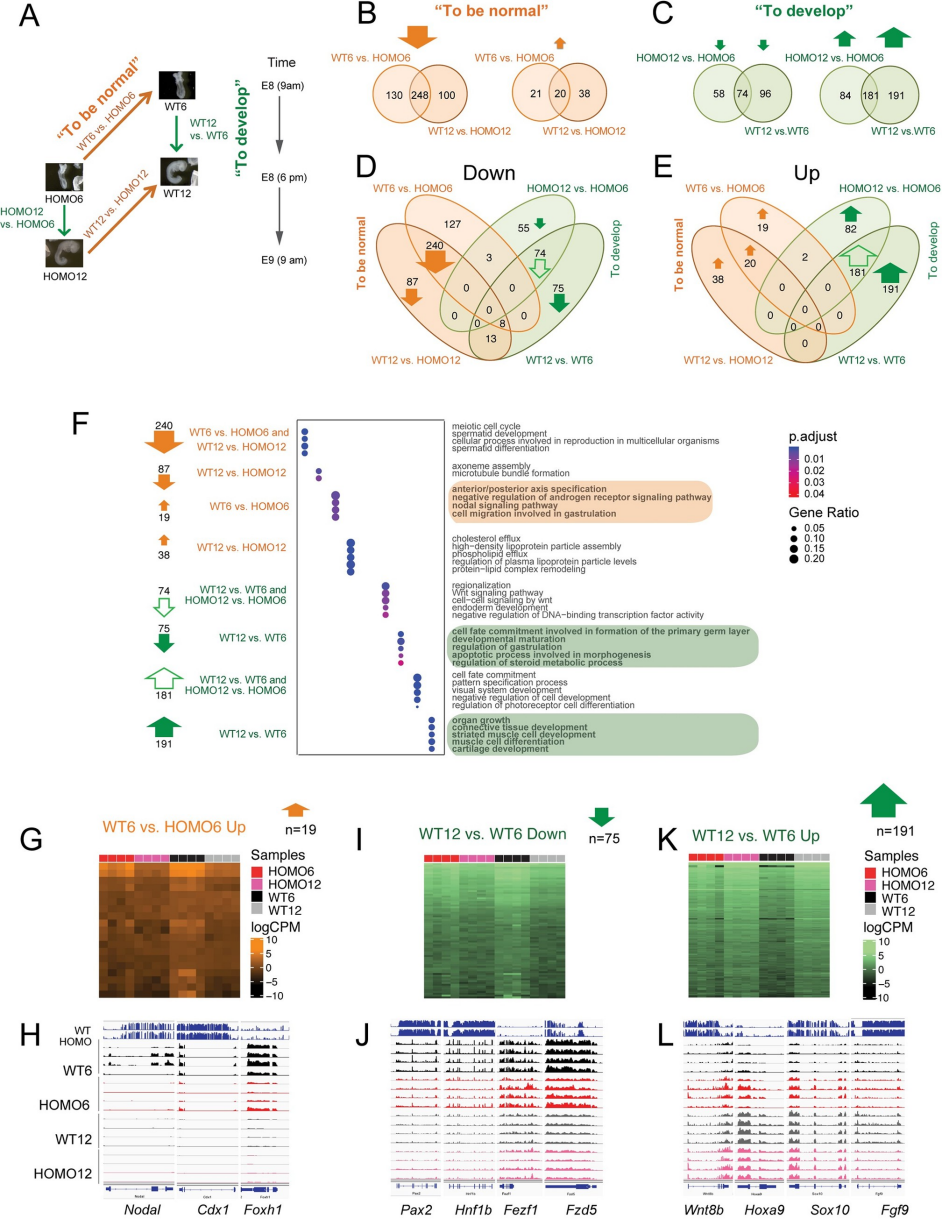
A four-way comparison identifies DEGs that distinguish normal embryo development from *Ehmt2* zygotic mutant embryo development. (**A**) Four-way comparison. The four questions are depicted by arrows: “what it takes to develop” from 6- to 12-somite stage in the normal or in the mutant embryo (green arrows indicate the WT12-WT6 and HOMO12-HOMO6 comparisons), and “what it takes to be normal” at 6-somites or at the 12-somite stage (orange arrows mark the WT6-HOMO6 and WT12-HOMO12 comparisons). (**B**) Identifying what it takes to be normal. Venn diagrams show the number of the downregulated (left) and upregulated (right) DEGs between the *Ehmt2*^*+/+*^ (WT) and the *Ehmt2*^*−/−*^ (HOMO) embryos at the 6-somite stage and at the 12-somite stage. (**C**) Identifying what it takes to develop from 6- to 12-somite stage. Venn diagrams show the number of downregulated (left) and upregulated (right) DEGs between the 12-somite and 6-somite stages, during normal *Ehmt2*^*+/+*^ (WT), or mutant *Ehmt2*^*−/−*^ (HOMO) development. (**D-E**) Venn diagrams merge all of the downregulated (**D**), or all of the upregulated (**E**) DEGs from the two-way comparisons as described above. (**F**) Gene ontology analysis of the DEGs. Bubble plots depict the GO terms enriched in the segments of the 4-way Venn diagrams as indicated to the left and marked by arrows as above. (**G**-**H**) Understanding what it takes to be normal between WT6 vs. HOMO6, but not between WT12 vs. HOMO12 embryos. The Venn diagram segment is displayed in a heatmap (**G**) and as IGV browser examples (**H**). (**I**-**L**) Understanding what it takes to develop. Downregulation of 75 genes (**I**) or upregulation of 191 genes (**K**) only occurs between the 6-and 12- somite stages only in normal development (WT12 vs. WT6), but not in mutant development (HOMO12 vs. HOMO6); therefore, these developmental-specific changes require EHMT2. These are false negatives of the conventional WT12-HOMO6 comparison. Heatmaps (**I** and **K**) are shown for the Venn-diagram sections and IGV browser examples (**J** and **L**) are shown for the DEGs that drive the GO term in those sections.

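At the 12-somite stage, 405 genes were called in WT12 versus HOMO12, 337 of them decreased and 68 increased in WT12.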

To find out what it takes to be normal, we identified 378 downregulated DEGs in the WT embryos using comparisons of the WT6-HOMO6 and 348 between WT12-HOMO12 (S5 Table and Fig 3B). 248 of these DEGs overlapped between the two contrasts. 

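Of the genes decreased in WT6 versus HOMO6 or in WT12 versus HOMO12, 239 were called in both contrasts, 227 of them as decreased in no other contrast of the four-way comparison. These contrasts share no embryo: in the simulations of unchanged groups their fold changes had a mean correlation of 5.69e-04, and no gene was called in both.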

Compared to 478 downregulated genes, much fewer, only 79 DEGs were upregulated in the WT embryos in the totality of WT-HOMO comparisons. 

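Over both WT-HOMO contrasts, 448 genes were decreased and 92 increased in the WT embryos.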

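In HOMO12 versus HOMO6, 385 genes were called, 242 of them increased and 143 decreased in HOMO12.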

To find out what it takes to develop, we identified 372 and 265 upregulated DEGs at the 12-somite stage in the WT12-WT6 and HOMO12-HOMO6 contrasts, respectively. 

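Of the genes increased at 12 somites, 160 were called in both WT12 versus WT6 and HOMO12 versus HOMO6. Unchanged groups gave no such gene in the simulations, with a mean correlation of the fold changes of 0.012.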

181 DEGs sorted into the intersection (S5 Table and Fig 3C). 

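Over both contrasts of the 12-somite with the 6-somite stage, 409 genes were increased and 264 decreased at 12 somites.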

Compared to 456 upregulated genes, only 228 were downregulated in the totality of the 12-somite versus 6-somite comparisons. We found that “what it takes to be normal” are mainly DEGs that require EHMT2 for suppression (Fig 3B), and “what it takes to develop” are DEGs that require EHMT2 for their activation along development (Fig 3C).

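From the excess of decreased genes between WT and HOMO embryos and of increased genes between the stages, the paper concludes that EHMT2 acts mainly by suppression in what it takes to be normal, and by activation along development in what it takes to develop.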

We merged the Venn diagrams into downregulated (Fig 3D), or upregulated (Fig 3E) DEGs from the two-way comparisons. It was interesting to note that, with very few exceptions, the DEGs populated the 6 compartments on the outside of the composite Venn diagrams, revealing that there is very little overlap between the DEGs that belong to “what it takes to be normal” at the left side and “what it takes to develop” to the right of each Venn. 

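Across the four-way comparison, 1056 genes were called in at least 1 contrast, and 157 of them in both a WT-HOMO contrast and a contrast between the stages. Within 1 direction, the compartments that join both kinds held 12 and 13 decreased genes next to WT12 versus WT6, 2 decreased and 3 increased genes shared by WT6 versus HOMO6 and HOMO12 versus HOMO6, and 1 increased gene shared by WT12 versus HOMO12 and WT12 versus WT6. Most of the 157 genes had opposite signs in the contrasts that share a group of embryos, such as the genes higher in WT6 than in HOMO6 and lower in WT12 than in WT6.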

The diagrams illustrate also that the majority of DEGs are either downregulated in WT versus HOMO embryos (Fig 3D) or upregulated in 12-somite versus 6-somite stage embryos (Fig 3E). We performed a pathway analysis (Fig 3F, and S6 Table) of the DEGs from the prominent sections of the Venn diagrams. We also generated heatmaps and browser examples from these transcript sets (Fig 3G–3L and S4F Fig). First, we looked at the “what it takes to be normal” categories. The intersection of WT6-HOMO6 and WT12-HOMO12 contain 240 downregulated DEGs (Figs 3D, S4A and S4B) that require EHMT2 for their suppression in WT embryos regardless of somite number of 6 or 12. These DEGs are enriched in gene ontology (GO) terms, such as meiotic cell cycle, spermatid development and differentiation, and cellular process involved in reproduction (Fig 3F), including *Asz1*, *Dnmt3l*, *Sycp2*, *Rnf212*, *Syce1*, *Piwil4*, *Hormad2*, *Smcb1*, *Spaca1*, *Cftr*, *Zpbp*, *Ccdc42*, and the *Xlr3-Xlr5* cluster (*Xlr4c*, *Xlr3a*, *Xlr3c*, *Xlr3b*, *Xlr4a*, *Xlr4b*, *Xlr5a*, *Xlr5c*, and *Xlr5b*). 

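Asz1, Dnmt3l, Sycp2, Rnf212, Syce1, Piwil4, Hormad2, Smc1b (written Smcb1 in the paper), Spaca1, Cftr, Zpbp, Ccdc42 and the 9 Xlr genes were all called as decreased in both contrasts. Dnmt3l (ENSMUSG00000000730) was at 0.26 ± 0.0774 CPM (SD, n = 4) in WT6 against 1.82 ± 0.0906 in HOMO6, a log2 fold change of -2.80 (standard error 0.41, adjusted p = 2.17e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 12 somites the counts of Dnmt3l were lower, 10 reads over the 4 WT12 and 114 over the 4 HOMO12 embryos, a ratio of 11.3 (95% Clopper-Pearson counting interval 5.91 to 24.1). The smallest change at 6 somites was that of Ccdc42, -1.32 (standard error 0.45, adjusted p = 0.0348 from the same test), which was called in 4 of the 8 fits that left out 1 embryo. Xlr3a, whose counts are uncertain because the cluster holds near-identical copies, had a log2 fold change of -3.50 (standard error 0.27, adjusted p = 3.13e-13 from the same test) and -3.67 (standard error 0.28, adjusted p = 6.77e-14 from the same test). The GO enrichment was not recomputed here.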

The 20 genes upregulated in both the WT6-HOMO6 and WT12-HOMO12 comparisons (Figs 3E, S4C and S4D) include DEGs, such as *Sycp1*, *Tssk6*, *Il3ra*, and *Csf2ra* and GO terms, such as sperm chromatin condensation, spermatid nucleus differentiation, reciprocal meiotic recombination, homologous recombination, and synapsis (Fig 3F and S6 Table).

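In all, 22 genes were increased in the WT embryos of both contrasts. Sycp1 (ENSMUSG00000027855, mm10 chromosome 3 from 102818499 to 102936100) was at 1.41 ± 0.202 CPM (SD, n = 4) in WT6 against 0.0971 ± 0.074 in HOMO6, with a log2 fold change of 3.77 (standard error 0.49, adjusted p = 1.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 2.24 ± 0.22 CPM in WT12 against 0.186 ± 0.0195 in HOMO12 (log2 fold change 3.56, adjusted p = 8.25e-09 from the same test). Csf2ra was at 2.98 ± 0.576 CPM in WT6 against 0.438 ± 0.158 in HOMO6. The log2 fold changes of Il3ra were 1.49 and 1.52 at 6 and 12 somites, and those of Tssk6 1.27 and 1.23, close to the minimum fold change: Tssk6 was called in 6 and 5 of the 8 fits that left out 1 embryo, and Il3ra in all of them.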

The WT12-HOMO12 ‘Down’ compartment includes 87 genes downregulated in WT12 such as *Dnah1a*, and *Dnah1b* (S5 Table and Fig 3D), and GO terms, such as axoneme assembly and microtubule bundle formation (Fig 3F). The WT12-HOMO12 ‘Up’ compartment includes 38 genes upregulated in WT12 (S5 Table and Fig 3E), such as *Apoa1*, *Apoa4*, *Apoc2* and *Apom* and terms related to protein-lipid complex remodeling (Fig 3F). 

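The compartment held 45 genes. Apoa1 was at 12.3 ± 5.45 CPM (SD, n = 4) in WT12 against 1.37 ± 0.887 in HOMO12, a log2 fold change of 3.12 (standard error 1.04, adjusted p = 0.0377 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Apoa4, Apoc2 and Apom were 3.52, 4.72 and 2.12, with adjusted p of 0.0325, 0.0305 and 0.0336 from the same test. In the 8 fits that left out 1 embryo, Apoa1 and Apom were called in 2 and Apoa4 and Apoc2 in 3. At 6 somites these genes varied as much between embryos of 1 group as between the groups, with Apoa1 at 14.2, 37.1, 5.19 and 20.7 CPM in the WT6 embryos and 6.49, 0.9, 11.9 and 11.3 in the HOMO6 embryos.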

The WT6-HOMO6 ‘down’ genes had no significant GO terms. 

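In the Jx1 cross, 21 genes were called as increased in WT6 versus HOMO6 and as increased in no other contrast of the four-way comparison. Lefty1 (ENSMUSG00000038793, mm10 chromosome 1 from 180935022 to 180938400) was at 1.13, 5.28, 9.24 and 0.602 CPM in the WT6 embryos and 0.0408, 0.0474, 0.0994 and 0.404 in the HOMO6 embryos, a log2 fold change of 4.74 (standard error 1.20, adjusted p = 0.00404 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Nodal (ENSMUSG00000037171, chromosome 10 from 61417972 to 61425338) it was 3.73 (standard error 0.98, adjusted p = 0.00582 from the same test), although the embryos of the groups overlapped. Foxh1 changed by 1.39 (adjusted p = 0.00611 from the same test) and Cdx1 by 1.28 (adjusted p = 0.0286 from the same test), and these were called in 7 and 4 of the 8 fits that left out 1 embryo. In the 1xJ cross all 4 genes had the opposite sign, with log2 fold changes of -2.52 for Lefty1, -2.87 for Nodal, -0.70 for Foxh1 and -0.98 for Cdx1. Of these only that of Nodal was past the false discovery rate (adjusted p = 0.0336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in 3 of the 8 fits that left out 1 embryo.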

We found 19 genes in the WT6-HOMO6 ‘Up’ compartment, such as *Lefty1*, *Nodal*, *Cdx1*, and *Foxh1* (Fig 3E, Fig 3G and 3H), which belong to developmental processes, such as anterior-posterior axis specification, negative regulation of androgen signaling pathway, nodal signaling, and cell migration involved in gastrulation (Fig 3F and S6 Table).

Next, we inspected the pathways associated with DEGs in the “what it takes to develop” categories. The intersections of WT12-WT6 and HOMO12-HOMO6 comparisons inform us what it takes to develop from 6-to 12-somite stage in the WT and also in the mutant embryos, undisturbed by the mutation. 

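Of the genes decreased at 12 somites, 75 were called in both WT12 versus WT6 and HOMO12 versus HOMO6 and as decreased in no other contrast. Pou5f1 (ENSMUSG00000024406) was at 24 ± 9.13 CPM (SD, n = 4) in WT6 and 0.55 ± 0.236 in WT12, and at 6.63 ± 6.94 in HOMO6 and 0.247 ± 0.116 in HOMO12. Its log2 fold change was -5.44 (standard error 0.93, adjusted p = 3.28e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the WT embryos and -4.71 (standard error 1.11, adjusted p = 0.00208 from the same test) in the mutant embryos.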

We found 74 DEGs in the intersection that are suppressed in the 12-somite stage compared to the 6-somite conditions (Figs 3D, S4E and S4F), such as *Pou5f1*, *Cfc1*, *Zic3*, *Ar*, *Eomes*, *Gsc*, *Foxh1*, *Wnt8a*, *Cdx1*, *Amer3*, *Notum*, *Lect2*, *Sfrp5*, *Phlda2*, *Hesx1*, and *Pgr*. The GO terms, such as regionalization, Wnt signaling pathway, and endoderm development were enriched (Fig 3F). We found 181 DEGs in the intersection that are upregulated in the 12-somite stage compared to the 6-somite conditions (Figs 3E, S4G and S4H), such as *Hoxa10*, *Hoxa9*, *Hoxa10*, *Hoxd10*, *Hoxd11*, *Lhx6*, *Dlx1*, *Dlx2*, *Neurod1*, *Neurod4*, *Neurog1*, *Myl2*, *Cyp26b1*, *Dbx1*, *Nr2f1*, *Nr2f2*, *Nr2e1*, *Sostdc1*, *Gdf7*, *Gdnf*, *Nkx2-1*, *Nkx3-2*, *Olig2*, *Sox8*, *Meox2*, *Pax1*, *Alx4*, *Uncx*, *Onecut1*, and *Ascl1*. These DEGs were associated with GO terms, such as pattern specification, cell fate commitment, and visual system development (Fig 3F and S6 Table).

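Of the 29 different genes named, 25 were called in both contrasts. Neurod4 had a log2 fold change of 4.44 (standard error 0.60, adjusted p = 1.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in WT12 versus WT6 and 4.79 (standard error 0.47, adjusted p = 2.14e-09 from the same test) in HOMO12 versus HOMO6. Hoxa10 (1.19 and 2.28), Nr2f2 (1.62 and 1.19) and Uncx (1.15 and 1.61) fell short of the minimum log2 fold change in 1 of the contrasts. Hoxa9 changed by 2.37 in WT12 versus WT6 and by 1.17 in HOMO12 versus HOMO6 (adjusted p = 0.125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).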

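The compartments of HOMO12 versus HOMO6 alone held 66 decreased and 79 increased genes. A test of the difference between the mutant and the WT change, the interaction of stage and genotype in the same model, called 318 of the 18585 genes at a false discovery rate below 0.05, and 39 of these also differed by more than 1.2 on the log2 scale.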

The HOMO12-HOMO6 (but not WT12-WT6) compartments of the Venn diagram revealed 55 downregulated and 82 upregulated DEGs (Fig 3D and 3E) that are specific to mutant embryo development. These DEGs did not result in any significantly enriched GO term. 

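The compartments of WT12 versus WT6 alone held 96 decreased and 166 increased genes. Compartments are counted within 1 direction, so a gene in one may be called with the opposite sign in another contrast.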

The WT12-WT6 (but not HOMO12-HOMO6) compartments of the Venn diagram revealed 75 downregulated and 191 upregulated DEGs (Fig 3D and 3E) that are specific to normal embryo development. 

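Nanog (ENSMUSG00000012396) fell from 1.32 ± 0.463 CPM (SD, n = 4) in WT6 to 0.18 ± 0.0827 in WT12, a log2 fold change of -2.85 (standard error 0.78, adjusted p = 0.0052 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The HOMO6 embryos had 0.531, 0.142, 0.0994 and 1.17 CPM and HOMO12 0.248 ± 0.0312, a log2 fold change of -0.94 (adjusted p = 0.513 from the same test). Mesp1 changed by -2.13 in the WT and by -1.58 in the mutant embryos (adjusted p = 0.00348 and 0.0891 from the same test). Pax2 changed by -1.42 and -0.95, and its adjusted p in the mutant embryos, 0.0025 from the same test, was below 0.05 while its fold change was not past the minimum.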

The 75 DEGs genes downregulated in WT12 (Fig 3D, 3I and 3J) included *Pax2*, *Fzd5*, *Hnf1b*, *Fezf1*, *Nanog*, *Nodal*, and *Mesp1*, and GO terms such as cell fate commitment involved in formation of the primary germ layer, developmental maturation, regulation of gastrulation, and apoptotic process involved in gastrulation (Fig 3F and S6 Table). 

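Fgf9 (ENSMUSG00000021974) rose from 3.2 ± 0.657 CPM (SD, n = 4) in WT6 to 9.04 ± 1.47 in WT12, a log2 fold change of 1.50 (standard error 0.25, adjusted p = 1.83e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was at 4.57 ± 1.34 in HOMO6 and 4.49 ± 0.347 in HOMO12, a log2 fold change of -0.01 (adjusted p = 0.981 from the same test). Myf5 changed by 1.55 in the WT embryos (adjusted p = 0.00374 from the same test) and by 0.67 in the mutant embryos (adjusted p = 0.216 from the same test).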

The 191 DEGs upregulated in WT12 (Fig 3E, Fig 3K and 3L) included *Erbb4*, *Neurog2*, *Wnt7b*, *Wnt8b*, *Myf5*, and *Fgf9*, and the GO terms such as organ growth, connective tissue development, striated muscle development, muscle differentiation, and cartilage development (Fig 3F and S6 Table). The WT12-WT6 compartment of DEGs is the most interesting as it reveals developmental changes in the transcriptome that require EHMT2.

### EHMT2 suppresses variation of DEGs at the 6-somite stage

Looking at the heatmap displays (Fig 3I and 3K) of WT12-WT6 DEGs more closely we noticed that downregulation or upregulation of the DEGs did take place from the 6-to 12-somite stages in both WT and HOMO embryos even though we could only call the significant changes in the WT12-WT6 but not in HOMO12-HOMO6 comparisons. 

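Counting every gene called in WT12 versus WT6 and not in HOMO12 versus HOMO6, also where another contrast called it, 121 genes were decreased and 167 increased. In HOMO12 versus HOMO6, 112 of the decreased and 161 of the increased genes moved in the same direction, with a median log2 fold change of -0.72 against -1.41 in WT12 versus WT6 for the decreased and 0.86 against 1.47 for the increased genes. The genes were chosen for their change in the WT embryos, which favours a larger value there. The interaction of stage and genotype had a false discovery rate below 0.05 for 6 of the decreased and 8 of the increased genes.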

Interestingly, the HOMO6 embryos displayed a high level of variation (Fig 3I–3L), which could explain this discrepancy. We showed earlier that the samples are high-quality across the metrics of library size, duplication rate, mean sequence quality, sequence length and alignment rate (S1 Fig), and are homogeneous (S2A Fig) suggesting that sequence quality cannot explain the observed expression variability. The variation was mainly inter-embryo and the individual HOMO6 embryos showed global differences in the genes that “takes to develop normally” (Fig 3I and 3K). For example, embryo 2 showed globally reduced levels of the gene set in the ‘Down’ category but globally increased levels in the ‘Up’ category, therefore, it was more similar to WT12 embryos. 

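In HOMO6 embryo 2 of the Jx1 cross, the median log2 difference from the WT6 mean was -0.95 over the 96 genes decreased only in WT12 versus WT6 and 1.27 over the 166 genes increased only there. The WT12 mean itself lay at -1.35 and 1.41 from WT6 in these sets. Of the decreased genes, 36.5% were closer to WT6 than to WT12 in embryo 2, and of the increased genes 15.1%.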

Embryo 4 on the other hand, was more similar to WT6 embryos. 

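In embryo 4 the medians were -0.15 and 0.24, and 92.7% of the decreased and 80.1% of the increased genes were closer to WT6.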

Embryos 1 and 3 were in between those extremes. 

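In embryos 1 and 3 the medians were -0.47 and -0.42 for the decreased genes and 0.85 and 1.07 for the increased genes. To place every embryo between the stages, its log2 CPM over the 523 genes called in WT12 versus WT6 was projected on the line from the WT6 mean, set at 0, to the WT12 mean, set at 1, in the Jx1 cross. The positions of HOMO6 embryos 1 to 4 were 0.332, 0.663, 0.459 and 0.02, with a group mean of 0.368 ± 0.269 (SD, n = 4) against a SD of 0.0615 in WT6. In an exact permutation test of the absolute deviations, p was 0.114 for HOMO6 against WT6, and 0.429 in the 1xJ cross. The difference of the means from WT6 had p = 0.0571 in an exact two-sided permutation test, 0.2 after Benjamini-Hochberg adjustment over 7 comparisons of groups. Between the 1xJ embryos, HOMO6 lay behind WT6, with a difference of -0.313 (exact permutation p = 0.114, 0.267 adjusted). On the line from WT6 to WT12, HOMO12 embryos lay at 1.05 ± 0.0666, and the wild type 6-somite CONTROL embryos of the Jx1 cross, from wild type parents, at 0.408 ± 0.17. The smallest p of the 7 comparisons was that of PATHAPLO against these CONTROL embryos, with a difference of -0.319 and no overlap, 0.0431 to 0.152 against 0.182 to 0.596 (exact permutation p = 0.0286, 0.2 adjusted). On another line from the CONTROL embryos of the Jx1 cross to WT12, over 170 genes and drawn without the WT6 embryos, the SD was 0.388 in HOMO6 and 0.0657 in WT6. It was 0.251 in CONTROL, 0.215 in MATHAPLO and 0.0519 in PATHAPLO of that cross. The WT6 embryos lay at -0.518 to -0.378 on this line, below every CONTROL embryo (-0.33 to 0.281), and the HOMO6 mean was 0.00391. WT6 against CONTROL of the Jx1 cross was not among the comparisons tested.

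**Figure D1:**
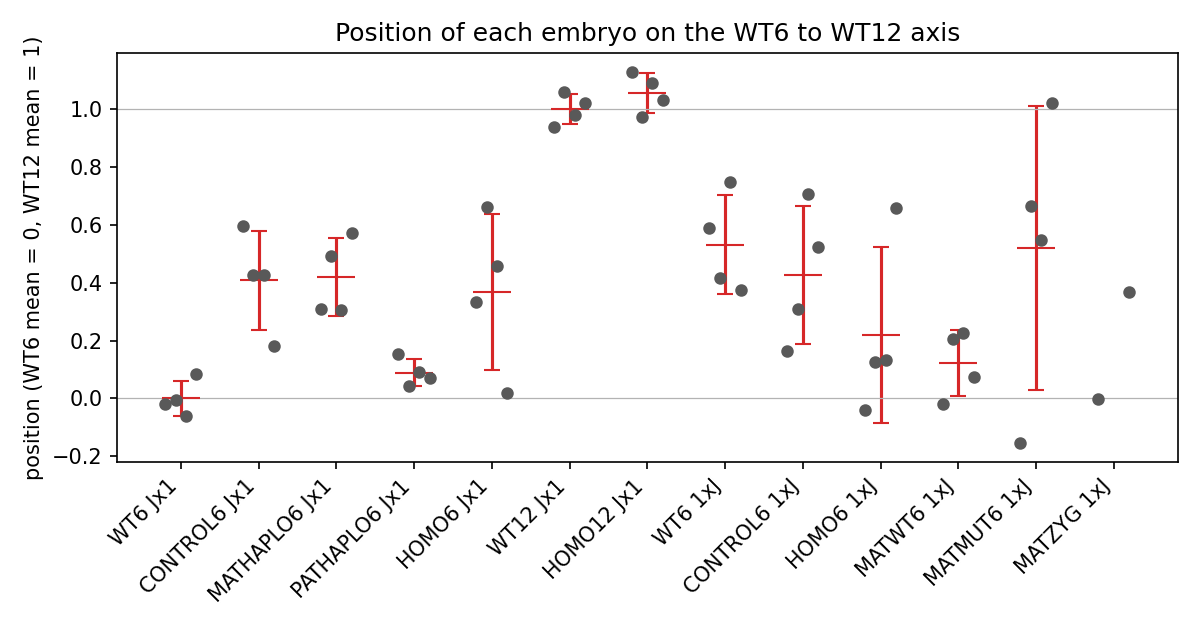
Position of every embryo between the 6-somite and the 12-somite wild type embryos of the Jx1 cross. Each point is 1 embryo, the horizontal bars are group means, and the vertical axis is the position (no unit) over 523 genes, with the WT6 mean of the Jx1 cross at 0 and the WT12 mean at 1. HOMO6 embryos of the Jx1 cross lie between 0.02 and 0.663, and MATMUT embryos between -0.154 and 1.02.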

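For the genes called in WT12 versus WT6 and not in HOMO12 versus HOMO6, the median standard error of the log2 fold change in fits of the compared groups alone was 0.251 in HOMO12 versus HOMO6 and 0.255 in WT12 versus WT6 for the decreased genes, and 0.244 and 0.214 for the increased genes. Over all genes tested it was 0.106 in HOMO12 versus HOMO6 and 0.09 in WT12 versus WT6. The model of all 48 embryos shares the spread between the groups, so its standard errors do not show the variation of 1 group. In that model, 8 of the decreased and 16 of the increased genes had a fold change past the minimum in HOMO12 versus HOMO6 with an adjusted p above 0.05, and 40 and 68 had an adjusted p below 0.05 with a fold change short of the minimum, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.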

We concluded that in the WT12-WT6 compartment the high variation in the HOMO6 samples prevented us from calling statistically significant developmental changes in the HOMO12-HOMO6 comparison.

To explore EHMT2-dependent variation in more detail, we performed a principal component analysis (PCA) of the upregulated 191 DEGs and downregulated 75 genes (Fig 4A and 4B) in the WT12-WT6 compartment, as defined in the Venn diagrams (Fig 3D and 3E). Whereas WT6, WT12, HOMO12 samples were tightly clustered in the first and second principal components, the HOMO6 samples were scattered in both directions. In contrast, we did not find such scattering of the HOMO6 samples in the PCA plot of the downregulated 240 DEGs (Fig 4C) from the intersection of WT6-HOMO6 and WT12-HOMO12 comparisons (Fig 3D). This suggests, that EHMT2 more strongly reduces the variation of DEGs, which “takes to develop normally” than those, which “takes to be normal”. 

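Over the 166 increased genes, the first principal component held 84% of the variance, and the mean distance of an embryo to the centre of its group on the first 2 components was 6.47 ± 5.01 (SD, n = 4) in HOMO6, 0.999 ± 0.68 in WT6, 0.954 ± 0.492 in WT12 and 1.65 ± 1.22 in HOMO12. In exact two-sided permutation tests of these distances, p was 0.0857 for HOMO6 against WT6, 0.0857 against WT12 and 0.114 against HOMO12, where 0.0286 is the smallest p that 4 embryos against 4 allow. Over the 96 decreased genes the distances were 2.74 ± 2.03 in HOMO6, 1.93 ± 1.25 in WT6, 0.981 ± 0.631 in WT12 and 0.475 ± 0.241 in HOMO12, with exact permutation p of 0.514, 0.229 and 0.114. On the first component the SD of the HOMO6 embryos was 8.91 over the increased and 3.55 over the decreased genes, and on the second 1.23 and 1.25.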

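Over the 227 genes decreased in WT at both stages, where the first component held 90.7% of the variance, the mean distance to the group's centre was 2.12 ± 1.09 (SD, n = 4) in HOMO6, 1.11 ± 0.482 in WT6, 1.23 ± 0.524 in WT12 and 0.724 ± 0.184 in HOMO12. The exact permutation p for HOMO6 was 0.143 against WT6, 0.2 against WT12 and 0.0286 against HOMO12. Distances in plots of different gene sets are not on a common scale and were not compared between them.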

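The coefficient of variation of each gene, the SD over the mean of the 4 embryos on DESeq2's variance stabilizing scale, was averaged over the genes of each section. Among the 4 groups of the Jx1 cross, HOMO6 had the largest mean in 10 of the 12 sections. The exceptions were the genes decreased only in WT12 versus HOMO12, with 1.32% in HOMO12 against 1.16% in HOMO6, and the genes increased only in HOMO12 versus HOMO6, with 1.57% against 1.23%. Over the genes increased only in WT12 versus WT6 the means were 2.39% in HOMO6, 1.23% in WT6, 0.962% in WT12 and 1.24% in HOMO12. The sections were defined on the same embryos and hold linked genes, so they are not independent. On the log2(CPM + 1) scale in place of the variance stabilizing one, the setting that moved this tally most, HOMO6 had the largest mean in 6 of the 12 sections.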

We calculated the coefficient of variation for each sample in the sections of the 4-way Venn diagrams (from Fig 3D and 3E) and found that the HOMO6 samples exhibited the greatest variability in 9 out of 12 comparisons (Fig 4D). This was true for the HOMO6 samples obtained in both the Jx1 and 1xJ crosses. In addition, Using MDSeq [31], we identified a set of genes, which are significantly (FDR < 0.05) differentially variable between the WT12 and HOMO6 embryos. 

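In the 1xJ cross the mean coefficient of variation was larger in HOMO6 than in WT6 in all 12 sections. Over all 18585 genes it was 1.12% in HOMO6, 0.918% in WT6, 0.694% in WT12 and 0.775% in HOMO12 of the Jx1 cross, and 1.18% in HOMO6 and 0.704% in WT6 of the 1xJ cross.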

The heatmap (Fig 4E) shows the Z-scores of those genes in the HOMO6, HOMO12, WT6 and WT12 embryos. Again, the HOMO6 embryos displayed the most heterogeneity. We showed earlier that the HOMO6 samples were the most variable among DEGs of the WT12-WT6 comparisons (Fig 3I and 3K). In addition, the HOMO6 samples were variable in the group of developmental genes, such as *Nodal*, *Lefty1*, and *Foxh1*, which were downregulated from the 6- to the 12-somite stage embryos but also belonged to the WT6-HOMO6 (Jx1) upregulated category (S5 Table). We found that, even though these genes exhibited tight regulation in WT6 embryos, albeit at different levels of expression, they showed variability in the HOMO6 Jx1 and 1xJ embryos (Fig 4F). 

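In the Jx1 cross, Nodal was at 1.63, 8.5, 8.41 and 0.602 CPM in WT6 embryos 1 to 4 and at 0.408, 0.0474, 0.199 and 0.768 in HOMO6 embryos 1 to 4. In the 1xJ cross it was at 0.18, 0.209, 0.234 and 0.739 CPM in WT6 and 6.75, 2.08, 1.04 and 0.385 in HOMO6. The SD over the mean was 89% in WT6 and 87.8% in HOMO6 of the Jx1 cross, and 78.3% and 112% in the 1xJ cross. For Foxh1 these were 21.3% and 50.8% in the Jx1 cross, where the levels were 40.6 ± 8.67 CPM (SD, n = 4) in WT6 and 15.5 ± 7.86 in HOMO6, and 22.5% and 49.7% in the 1xJ cross. Lefty1 had 99.4% and 117% in the Jx1 cross and 43.7% and 107% in the 1xJ cross, at levels of at most 0.404 CPM in HOMO6 of the Jx1 cross.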

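The spread of each embryo was measured as the root mean square of its log2 CPM differences from its group mean. Over the 262 genes called only in WT12 versus WT6 within 1 direction, it was 0.582 ± 0.25 (SD, n = 4) in HOMO6 and 0.427 ± 0.0375 in WT6 of the Jx1 cross, with 2 of the 4 HOMO6 embryos above every WT6 embryo (exact two-sided permutation test, p = 0.343, 0.343 after Benjamini-Hochberg adjustment over the 4 comparisons of this gene set). Against WT12 (0.274 ± 0.0188) all 4 HOMO6 embryos were above every WT12 embryo (exact permutation p = 0.0286, 0.114 adjusted), and against HOMO12 (0.297 ± 0.0372) 3 were (exact permutation p = 0.0857, 0.171 adjusted). In the 1xJ cross the spread was 0.606 ± 0.295 in HOMO6 and 0.436 ± 0.0996 in WT6 (exact permutation p = 0.286, 0.343 adjusted). Without HOMO6 embryo 4 the difference between HOMO6 and WT6 was 0.00126 in the Jx1 cross and -0.0769 in the 1xJ cross, where 3 embryos lie closer to their own mean than 4 by construction. Over the 227 genes decreased in WT at both stages it was 0.429 ± 0.0311 in HOMO6 and 0.402 ± 0.00582 in WT6 of the Jx1 cross (exact permutation p = 0.0857, 0.152 adjusted), and without HOMO6 embryo 2 the difference was -0.0188. Against WT12 (0.378 ± 0.0114) all 4 HOMO6 embryos were again above every WT12 embryo (exact permutation p = 0.0286, 0.114 adjusted), and against HOMO12 (0.351 ± 0.0772) 1 was (exact permutation p = 0.114, 0.152 adjusted). For HOMO6 and WT6 of the 1xJ cross the spread over these genes was 0.439 ± 0.0334 and 0.424 ± 0.0683 (exact permutation p = 0.743, 0.743 adjusted). On the variance stabilizing scale the difference between HOMO6 and WT6 of the Jx1 cross in these genes had p = 0.0286 in the exact permutation test, the call that the scale changed among these comparisons. Over all 18585 genes tested, the spread was 0.279 ± 0.06 in HOMO6 and 0.214 ± 0.0163 in WT6 of the 1xJ cross, with all 4 HOMO6 embryos above every WT6 embryo (exact permutation p = 0.0286, 0.0429 after Benjamini-Hochberg adjustment over 3 comparisons). This difference was 0.0647, and 0.0017 without HOMO6 embryo 4. In the Jx1 cross the spread over all genes was 0.272 ± 0.0444 and 0.233 ± 0.0175, with 3 HOMO6 embryos above every WT6 embryo (exact permutation p = 0.143, 0.143 adjusted). The Jx1 difference of 0.0396 was -0.00202 without HOMO6 embryo 2. The 6-somite CONTROL embryos of the same cross were compared after the values were seen. Against them, HOMO6 was higher over all genes by 0.0207 in the 1xJ cross (exact permutation p = 0.771). In the Jx1 cross it was higher by 0.0455 (exact permutation p = 0.114). From the scatter of the HOMO6 embryos in the heatmaps, the principal components and the coefficients of variation, the paper proposes that EHMT2 limits the variation of developmental gene expression at 6 somites.

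**Figure D2:**
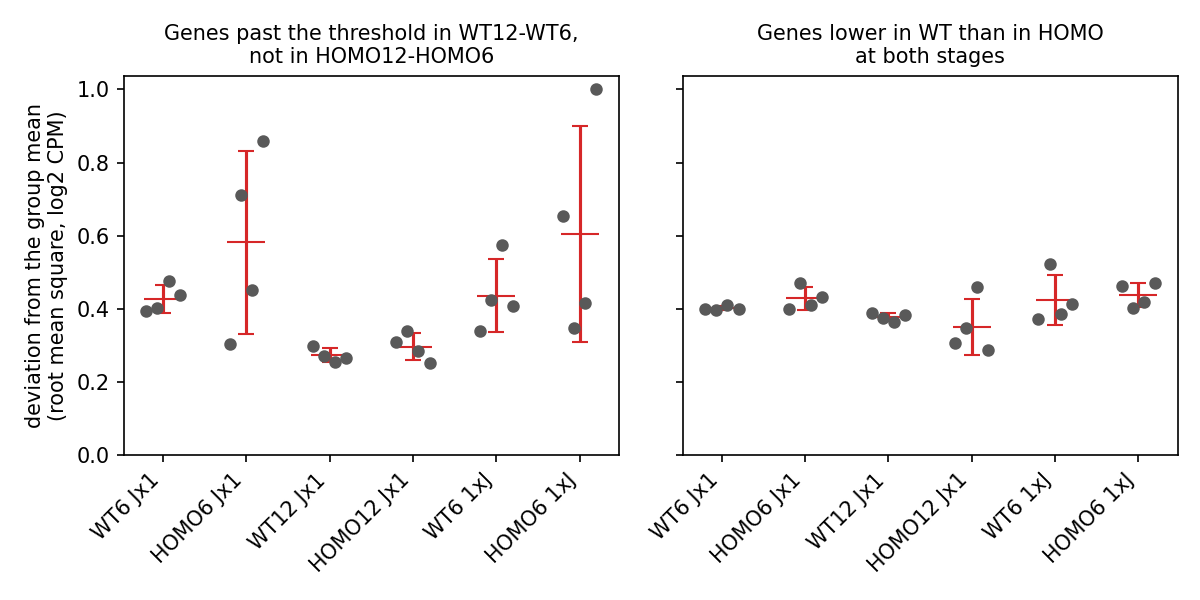
Spread of single embryos around their group mean over the 262 genes called only in WT12 versus WT6 within 1 direction (left) and the 227 genes decreased in WT at both stages (right). Each point is 1 embryo, the bars are group means, and the vertical axis is the root mean square log2 difference from the group mean. HOMO6 embryos of the Jx1 cross average 0.582 on the left and 0.429 on the right.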

In summary, our results suggest that EHMT2 suppresses the variation of developmental gene expression at the 6-somite stage.

**Fig 4:**
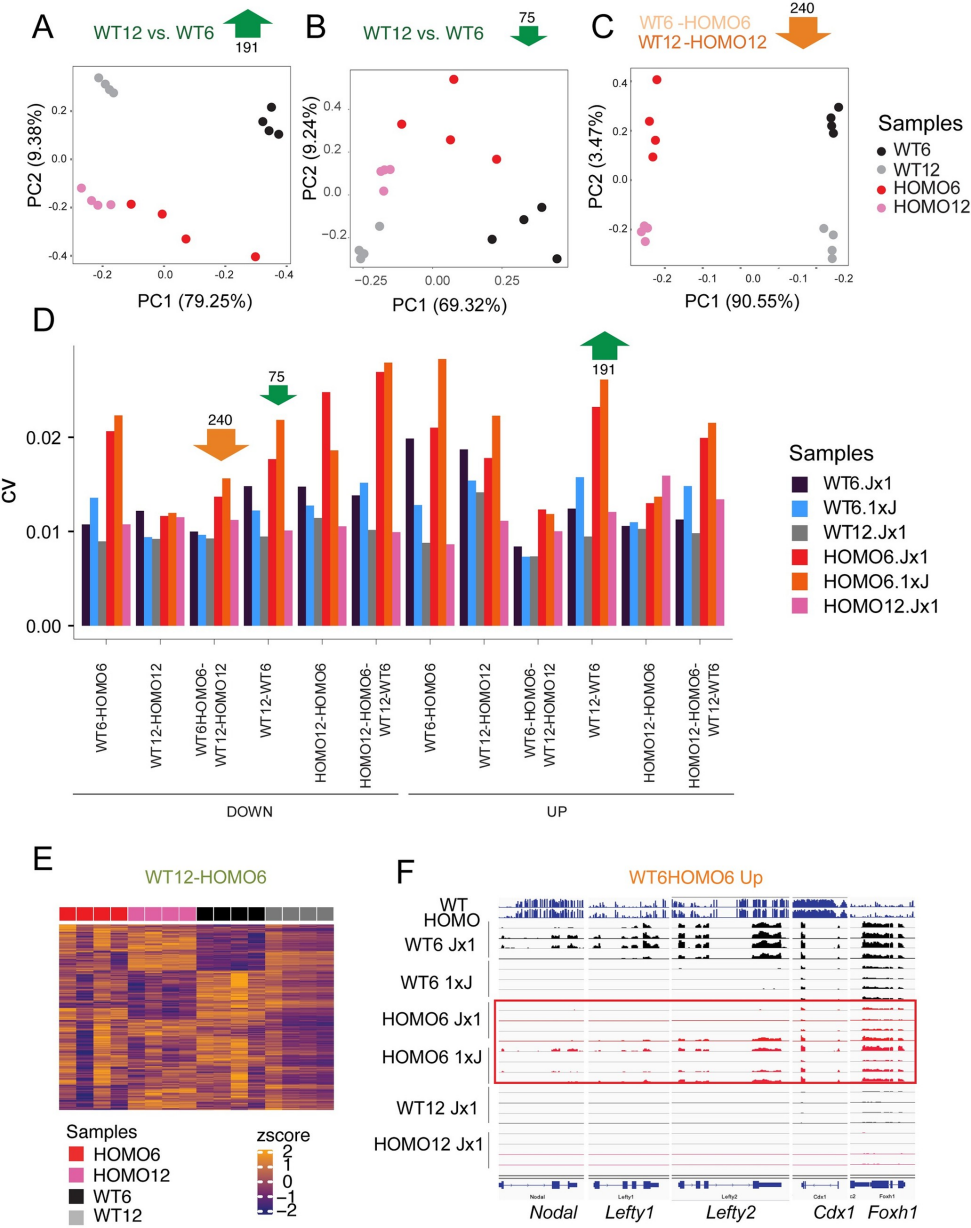
*Ehmt2* zygotic mutant embryos display an increased transcriptional variation. (**A-C**) Principal component analysis is shown for the samples marked to the right based on the DEGs derived from the four-way comparison as indicated at the top. (**D**) Bar graph displays the coefficient of variation in the samples (as color-coded to the right) in each comparison (as marked at the bottom). The HOMO6 and WT6 samples were analyzed in both the Jx1 and reciprocal 1xJ crosses. Note that the HOMO6 samples are the most variable. (**E**) Heatmap shows the z-scores of the genes that display the highest level of dispersion in the WT12-HOMO6 comparison based on MDSeq analysis. The HOMO6 samples are the most dispersed. (**F**) Variation is observed in a group of DEGs that belong to the WT6-HOMO6 comparison. IGV browser images of embryo samples are shown, four replicates in each condition as marked. The top two lanes are WGBS sequencing results.

### Transcriptomes of the *Ehmt2* maternal-zygotic mutant embryos resemble zygotic mutants, and the transcriptomes of parental haploinsufficient wild type embryos are normal

After characterizing the zygotic mutant embryos, we generated heatmaps (Fig 5A and 5B) that show the transcriptional profile of each transcript out of the 6 prominent compartments of the Venn diagrams (Fig 3D and 3E) across each sample of our study in the entire dataset (S2 Table). The categories of “what it takes to be normal” are seen at the top and the categories “what it takes to develop” are seen at the bottom. 

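On the line from WT6 to WT12, MATMUT embryos 1 to 4 lay at -0.154, 0.664, 0.548 and 1.02, and the MATWT embryos at 0.122 ± 0.115 (SD, n = 4). Embryo 1 was collected at 9 am on day 8 and the other 3 at 9 am on day 9. The difference of the means of MATMUT and MATWT was 0.398 (exact two-sided permutation test, p = 0.171, 0.3 after Benjamini-Hochberg adjustment).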

The MATMUT6 embryos displayed a highly variable pattern and resembled 12-somite embryos in the developmental comparisons (Fig 5A and 5B). The transcriptome of MATZYG mutant embryos was very similar to the HOMO embryos in the WT6-HOMO6 and WT12-HOMO12 contrasts while it resembled the 6-somite embryo in the WT12-WT6 and HOMO12-HOMO6 contrasts (Fig 5A and 5B). 

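The MATZYG embryos had 4 and 6 somites, so they were described one by one and not tested. Over the 383 genes called only in WT-HOMO contrasts, the root mean square log2 distance to the HOMO6 mean of the Jx1 cross was 0.872 for the 4-somite and 0.655 for the 6-somite embryo, against 2.62 and 2.44 to the WT6 mean. Over the 516 genes called only between the stages, the distances were 0.765 and 0.877 to WT6 and 1.02 and 0.548 to HOMO6, against 2.13 and 1.48 to WT12 and 2.28 and 1.62 to HOMO12. The MATZYG embryos are of the 1xJ cross. To the groups of that cross the distances over the 383 genes were 0.857 and 0.685 to HOMO6 and 2.58 and 2.35 to WT6. Over the 516 genes they were 0.841 and 0.609 to HOMO6 and 1.35 and 0.742 to WT6, so the 4-somite embryo lay closer to WT6 in the Jx1 cross and closer to HOMO6 in the 1xJ cross.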

Overall, the zygotic mutation dominated the transcription pattern over the maternal mutation in these rare MATZYG embryos. We also performed an unsupervised hierarchical clustering of the sample set based on the DE genes of the 4-way comparison and found that the samples are divided based on zygotic mutation. 

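Complete-linkage clustering of the 50 embryos by Euclidean distance over the 1056 genes gave 2 main clusters. All 12 HOMO embryos, of both crosses and stages, fell in 1 of them, and all 36 embryos with a wild type Ehmt2 allele in the other.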

The 12-somite samples were in distinct subclusters in the two major clusters. 

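Both MATZYG embryos were in the cluster of the HOMO embryos.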

MATZYG samples clustered with HOMO samples (Figs 5C and S2B). However, MATHAPLO, PATHAPLO and MATHET samples clustered with WT and CONTROL samples (Fig 5C).

**Fig 5:**
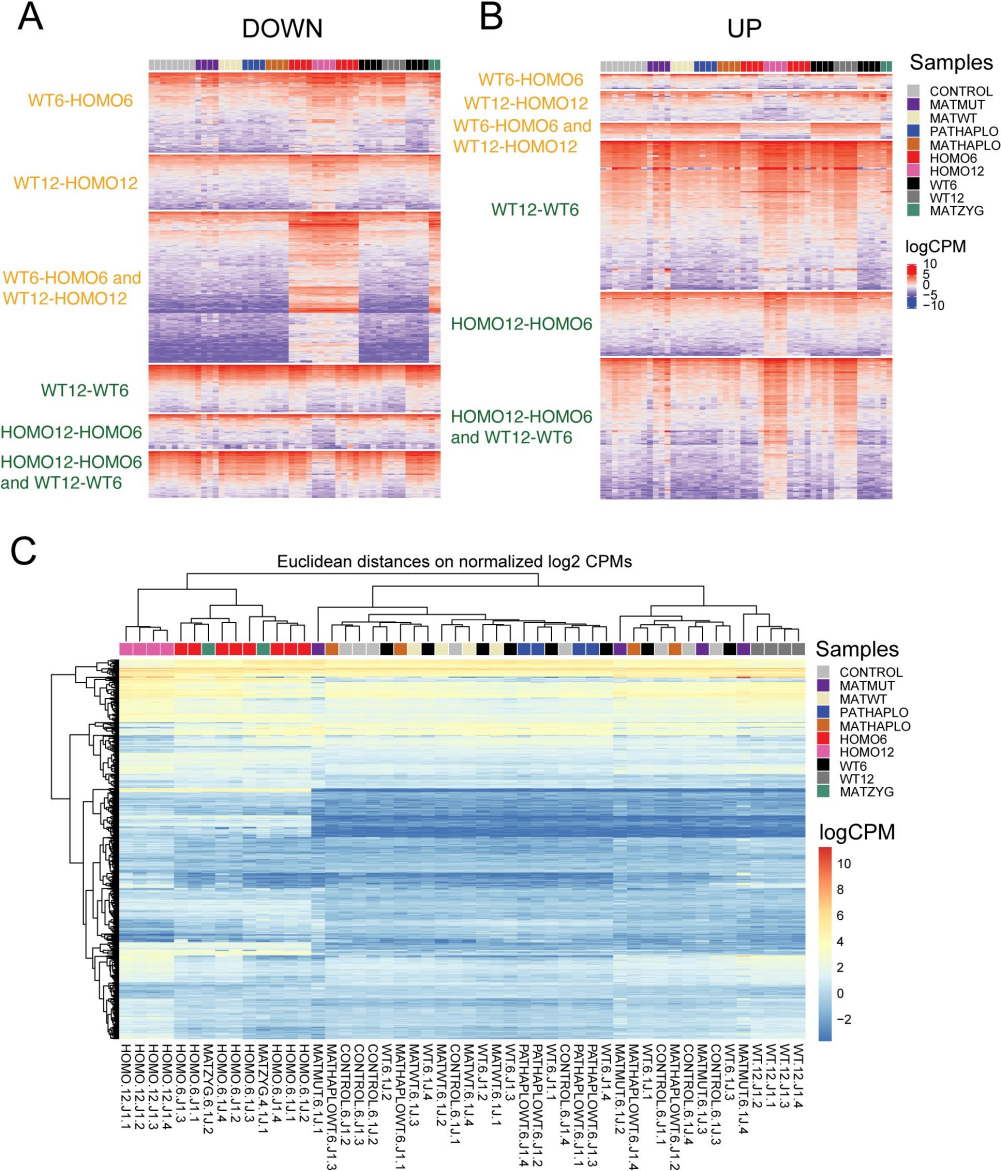
Transcriptomes of embryos with different *Ehmt2* genetic deficiencies. Heatmaps display gene expression values (logCPM) for the downregulated (**A**) and upregulated (**B**) genes from the compartments of the Venn diagrams in Fig 3D and 3E, as marked, representing the full dataset (Fig 1A and S2 Table). Four replicates are shown in the samples coded by color (to the right). (**C**) Heatmap displays the results of an unsupervised cluster analysis that calculates Eucledian distance between samples based on the DE genes identified in the four-way comparison displayed in the Venn diagrams in Fig 3D and 3E.

We identified DE genes using the relevant comparisons. 

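No gene was called in MATHAPLO versus CONTROL, although 1359 of the 18585 genes had an unadjusted p below 0.05, where 929 are expected by chance. In PATHAPLO versus CONTROL 1 gene was called, Gm2830 (ENSMUSG00000086567). Its log2 fold change was -1.91 (standard error 0.33, adjusted p = 0.0146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in 3 of the 8 fits that left out 1 embryo. The CONTROL embryos had 1.1, 1.56, 5.03 and 5.54 CPM of Gm2830 against 0.878 ± 0.0973 (SD, n = 4) in PATHAPLO. In WT6 versus CONTROL of the Jx1 cross 3 genes were called, all lower in WT6: Gm2830 again, Zic4, at 0.15 ± 0.0348 CPM in WT6 and 1.24 ± 0.317 in CONTROL (adjusted p = 0.0107 from the same test), and Adra1a with a log2 fold change of -1.46 (adjusted p = 0.0338 from the same test). Zic4 was called in 6 of the 8 fits and Adra1a in 3. WT6 versus CONTROL of the 1xJ cross gave no called gene, with 1289 genes at an unadjusted p below 0.05. In the fits that left out 1 embryo, the counts ran from 0 to 5 in MATHAPLO versus CONTROL, the 5 without MATHAPLO embryo 4, from 0 to 2 in PATHAPLO versus CONTROL, the 2 without CONTROL embryo 1, and from 1 to 7 in WT6 versus CONTROL of the Jx1 cross, the 7 without WT6 embryo 4.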

The MATHAPLO, PATHAPLO and WT (biparental haploinsufficient) samples only differed from the CONTROL samples, at a total 8, 7, and 4 DEGs (S5 Table) and these did not provide GO enrichment. We can say that the transcriptomes of all parental haploinsufficient embryos were normal, in agreement with the full potential of those embryos to develop to term and reproduce despite the initial slight developmental delay (Fig 1H).

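In simulated data with the size and spread of these libraries, 199 of 200 genes with a known change were recovered in WT6 versus HOMO6. The simulated changes were all well past the minimum fold change and set on genes above 1 CPM. Groups of 4 embryos can thus yield calls for large changes, and the recovery of smaller ones was not simulated. From the low numbers of called genes, the paper concludes that the transcriptomes of the parental haploinsufficient embryos were normal.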

### Maternal EHMT2 suppresses transcriptional variation in the embryos

To reveal the long-lasting effect of maternal EHMT2 depletion in the oocyte on the transcription regulation in postimplantation development, we compared MATMUT and control MATWT embryos at the 6-somite stage. A total of 190 DEGs were identified in this comparison (S5 Table). These DEGs were enriched in GO terms including erythrocyte development and homeostasis, myeloid cell homeostasis, regulation of mesoderm development, regionalization, endodermal cell differentiation, somite development (Fig 6A and S7 Table). 

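In MATWT versus MATMUT, 198 genes were called, 178 of them higher and 20 lower in MATMUT. The count rested on single embryos: without MATMUT embryo 4 it was 56, of which 40 were among the 198, and without MATMUT embryo 1 it was 387. In a fit of these 8 embryos alone, no gene was called, and 2448 of the 18585 had an unadjusted p below 0.05.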

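Among the called genes with no overlap between the groups, the increases of Hba-a1 and Hba-a2 in MATMUT were large but uncertain, since the genes are near-identical copies, and the largest decreases were in Mesp1, Ms4a7 and Mixl1. Of 23 erythroid genes, from a list that holds 10 general ones and 13 taken from the study's own text and tables, 20 were called in MATWT versus MATMUT, and none of them without MATMUT embryo 4. The log2 fold change of Mesp1 was 1.76 (standard error 0.53, adjusted p = 0.0294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of Mixl1 1.47 (standard error 0.38, adjusted p = 0.0114 from the same test). These were called in 4 and 6 of the 8 fits that left out 1 embryo.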

The variability of MATMUT samples observed in the heatmaps (Fig 5), prompted us to quantify variation in the MATMUT embryos. 

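On the variance stabilizing scale, the mean variance over the 178 genes higher in MATMUT was 0.606 in MATMUT and 0.0116 in MATWT, a ratio of 52.1, or 19.3 without MATMUT embryo 4. Over the 20 genes lower in MATMUT it was 0.101 and 0.0203, a ratio of 4.97. In each set all 4 MATMUT embryos lay farther from their group mean than every MATWT embryo (exact two-sided permutation test, p = 0.0286 in each, the smallest that 4 embryos against 4 allow). The genes were called from the same embryos, and the 198 calls fell to 56 without MATMUT embryo 4, so the choice of genes favours a large variance in MATMUT, and the test does not separate this from a difference between the groups. The median log2 difference of the 178 genes from the MATWT mean was 0.15, 1.73, 0.92 and 2.57 in MATMUT embryos 1 to 4.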

We calculated the average variance across genotypes and found that the variance was greater in the MATMUT embryos compared to the MATWT controls among both upregulated and downregulated DEGs (Fig 6B). The PCA for the downregulated genes (Fig 6C) showed greater scattering of the MATMUT samples than the MATWT samples in the first two principal components. Using MDSeq, we identified the set of genes, which were significantly (FDR < 0.05) differentially variable between the MATMUT and MATWT control embryos (S8 Table). The heatmap (Fig 6D) shows the Z-scores of the differentially variable genes in the MATMUT, and MATWT, embryos, among other samples of the current analysis. We performed a GO analysis on the set of differentially variable genes and displayed the ten most significant terms in the bubble plot (Fig 6E). Interestingly, the pathways again included erythrocyte homeostasis and differentiation and myeloid cell homeostasis (S7 Table). The most dispersed transcripts in the MATMUT embryos appeared to change developmentally between the 6-somite and 12-somite stages irrespective of mutant status (Fig 6D). This tells us that the maternal mutation increases the variation at a set of genes that change during normal development. 

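S8 Table, held here with all 213 genes but not all columns, lists the genes that the authors called differentially variable. Of the 213, 28 were called in WT12 versus WT6, all of them higher in WT12, and 116 (54.5%) had a false discovery rate below 0.05 there, against 29.9% of all tested genes. Of the genes called in MATWT versus MATMUT, 92 were also called in WT12 versus WT6, 88 of them higher in both MATMUT and WT12 and 4 lower in both.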

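Over all 18585 genes, the root mean square log2 difference of an embryo from its group mean was 0.35 ± 0.075 (SD, n = 4) in MATMUT and 0.227 ± 0.00908 in MATWT (exact two-sided permutation test, p = 0.0286, 0.0429 after Benjamini-Hochberg adjustment over 3 comparisons). This difference of 0.123 was 0.0575 without MATMUT embryo 1, the embryo that was collected a day earlier. From the genes that are variable in MATMUT and change between the stages, the paper concludes that the maternal mutation increases the variation of genes that change during normal development.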

We asked whether the increased transcriptional variation in MATMUT embryos occurred in the maternal allele. We found that the maternal allele was derepressed exclusively in 41% of those highly variable changes including imprinted genes, and in another 31% of those changes both alleles were derepressed, but the maternal allele was dominant (Fig 6F and 6G and S8 Table). 

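The share of allele-assigned reads on the maternal (129) allele was computed per gene and embryo where at least 20 reads were assigned, and the median over genes was taken per embryo. Over the autosomal genes of S8 Table it was 51.5, 68.7, 52.3 and 67.8% in MATMUT embryos 1 to 4 and 52.8 ± 0.823% (SD, n = 4) in MATWT, a difference of the means of 7.34 percentage points (exact two-sided permutation test, p = 0.371). Over all other autosomal genes the medians were 50.9, 67.7, 51.2 and 67.7% in MATMUT and 51.4 ± 0.0242% in MATWT, a difference of 8 points (exact permutation p = 0.429). On each autosome taken alone, the median share was between 61.5 and 68.4% in embryo 2 and between 64.4 and 68.4% in embryo 4. Against the MATWT mean, the maternal allele of S8 Table genes had a median log2 change of -0.22, 0.77, 0.13 and 1.21 in MATMUT embryos 1 to 4, and the paternal allele -0.18, -0.04, 0.13 and 0.30. Over the other genes these were -0.12, 0.32, -0.03 and 0.32 for the maternal and -0.08, -0.61, -0.02 and -0.62 for the paternal allele.

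**Figure D3:**
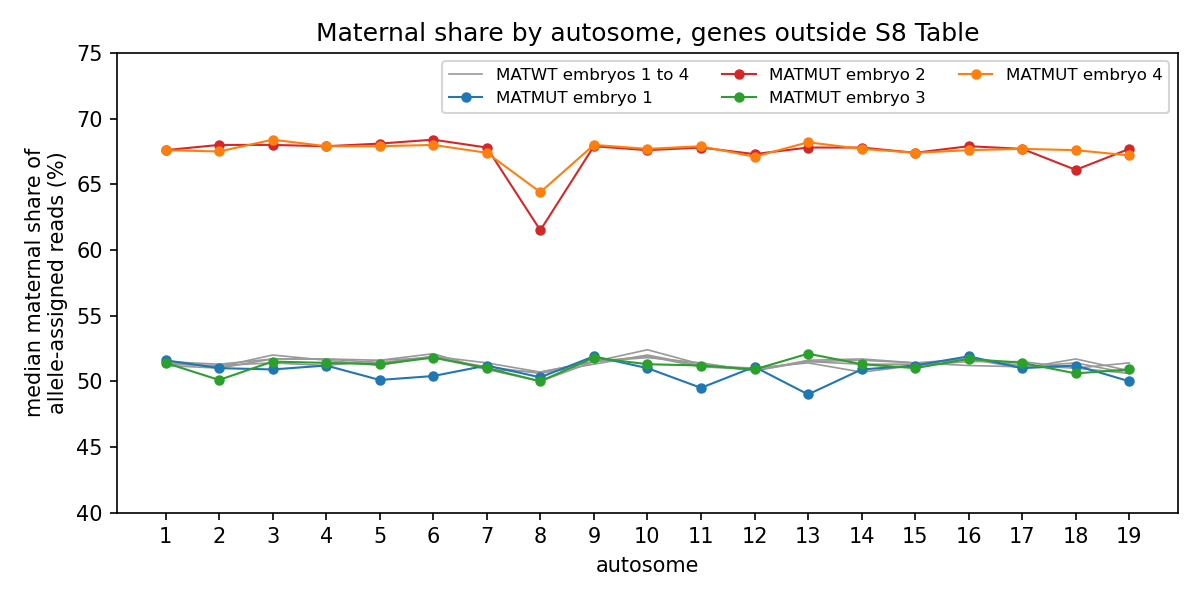
Median share of reads on the maternal (129) allele, per autosome, in the MATMUT and MATWT embryos. Each line is 1 embryo, the horizontal axis gives the autosome and the vertical axis the median percentage over its genes with at least 20 allele-assigned reads. MATMUT embryos 2 and 4 lie between 61.5 and 68.4% on every autosome, and the other 6 embryos between 49 and 52.4%.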

We display examples in Figs 6H and S5. The high variability of transcription in the maternal allele is consistent with a disturbance during MATMUT oogenesis due to the absence of EHMT2.

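From the larger share of the maternal allele in the variable transcripts, the paper proposes a disturbance during oogenesis in the absence of EHMT2. In the deposited counts the larger share was present in MATMUT embryos 2 and 4 and in genes inside and outside S8 Table alike, and absent in embryos 1 and 3.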

**Fig 6:**
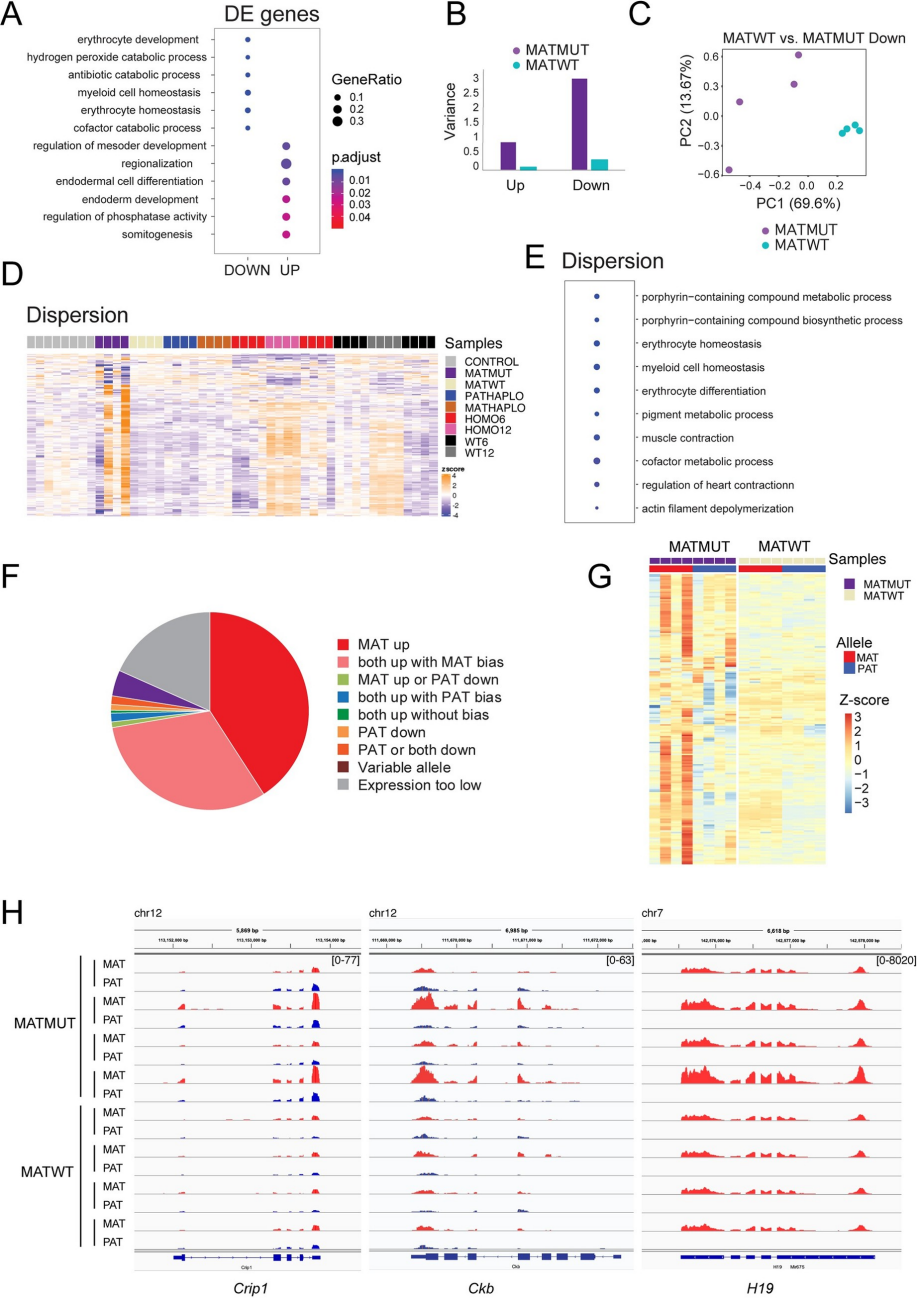
Maternal *Ehmt2* mutation results in an increased transcriptional variation. (**A**) Bubble plot from gene ontology analysis shows the most significantly enriched biological processes derived from the DEGs of MATZYG embryos compared to MATWT embryos. (**B**) Bar graph depicts the variance of DEGs identified between *Ehmt2*^mat−/+^ (MATMUT) embryos and control (MATWT) embryos at the 6-somite stage. (**C**) Principal component analysis of the DEGs downregulated in MATWT compared to MATMUT embryos. (**D**) Heatmap of the 500 genes that exhibit the highest level of dispersion in the MATMUT-MATWT comparison. The z-scores are displayed across the full set of samples. Note that most of these genes that are variable in MATMUT embryos show variation also between the 6- and 12-somite stages. (**E**) Gene ontology analysis depicts the biological processes derived from the most variable genes in MATMUT embryos. (**F**) The maternal allele is dominant in the highly variable transcripts in MATMUT embryos. Pie chart depicts the classes that are based on the proportion of changes that occur in the different parental alleles. (**G**) Heatmap displays that the variability of MATMUT transcripts is mainly in the maternally inherited allele. We obtained the variance stabilization transformed reads then plotted the gene-wise Z-scores for the 197 most variable genes in replicates of MATMUT and MATWT embryos. (**H**) IGV browser images are shown of examples for highly variable transcripts in the top classes. In MATMUT embryos *Crip1* is derepressed in both alleles, but the maternal allele is more derepressed than the paternal allele (both up with MAT bias), *Ckb* is derepressed in the maternal allele while the paternal allele does not change, and *H19* is derepressed in the maternal allele while the paternal allele stays silent (MAT up).

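Crip1 (ENSMUSG00000006360, mm10 chromosome 12 from 113146316 to 113153879) was at 3.29, 8.92, 3.6 and 8.51 CPM in MATMUT embryos 1 to 4 against 2.57 ± 0.0399 (SD, n = 4) in MATWT, a log2 fold change of -1.24 (standard error 0.21, adjusted p = 3.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its maternal allele had 1.52 ± 0.893 CPM in MATMUT against 0.631 ± 0.114 in MATWT, and its paternal allele 0.945 ± 0.258 against 0.377 ± 0.148. Ckb (ENSMUSG00000001270, chromosome 12 from 111669355 to 111672338) was at 14.4, 30.4, 14.9 and 29.6 CPM in MATMUT against 11 ± 0.594 in MATWT (log2 fold change -1.02, adjusted p = 3.25e-04 from the same test), with 2.96 ± 1.93 against 1.15 ± 0.311 CPM on the maternal and 1.04 ± 0.236 against 0.658 ± 0.191 on the paternal allele. H19 (ENSMUSG00000000031, chromosome 7 from 142575529 to 142578143) was at 1400, 2440, 2110 and 3820 CPM in MATMUT against 1500 ± 88.8 in MATWT (log2 fold change -0.70, adjusted p = 0.00108 from the same test), 99.4% of it from the maternal allele in both groups. The methylation of the alleles was not analysed here.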

### EHMT2 regulates the expression and variability of transposable elements

It is known that H3K9 methylation is required for suppressing transposable elements (TEs) in the genome. Such suppression has been shown in the male germ line and in ES cells [23,28,30,32,33]. We asked whether EHMT2 regulates TEs in the embryos at 6-and 12-somite stages. We first analyzed the relative expression of TE subfamilies. We plotted the number of TE subfamilies that are up- or downregulated by EHMT2 in a given TE family that shows changes in the four-way comparison (S9 Table and Fig 7A and 7B). 

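For the subfamilies, the uniquely mapped reads of all copies of a subfamily were summed, and the 1118 subfamilies with more than 1 CPM in at least 2 embryos were tested with a library size and TMM factor of their own, at a false discovery rate below 0.05 and without a minimum fold change. In WT6 versus HOMO6, 62 subfamilies were called, and 29 without WT6 embryo 3. Among them were 7 ERVK subfamilies lower and 8 higher in WT6, 2 lower and 2 higher of ERV1, 1 lower and 1 higher of ERVL, 2 lower and 1 higher of L1, and none of ERVL-MaLR, by the families that S9 and S10 Tables give, with 14 in a subfamily that the tables do not list. In WT12 versus HOMO12, 27 were called, of which ERVK made up 8 lower and 5 higher in WT12, ERV1 1 lower and 2 higher, ERVL-MaLR 1 higher and L1 1 lower.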

LTR class subfamilies that belong to the ERVK, ERVL-MaLR, ERV1, and ERVL families and the L1 LINE elements were the most numerous DE repeats between WT6-HOMO6 and WT12-HOM12 embryos. This was in agreement with the findings in 6.5 dpc *Ehmt2*^−/−^ zygotic mutant epiblasts [22]. 

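The direction of the subfamily changes depended on the scaling. With the subfamilies' own library sizes, 20 of the called subfamilies were lower and 42 higher in WT6 than in HOMO6. With the library sizes and TMM factors of the genes, the setting that moved this result most, 35 were lower and 4 higher, as the median log2 fold change of all subfamilies moved by -0.27. In that fit 13 ERVK subfamilies were lower and 3 higher in WT6, and in WT12 versus HOMO12 2 were lower and 5 higher in WT12. In WT12 versus WT6, 4 subfamilies were called, all lower in WT12, 1 without WT6 embryo 3 and 15 without WT6 embryo 4, and with the genes' scaling 1 was, although the median of all subfamilies moved by 0.17 towards WT12. In HOMO12 versus HOMO6, 3 were called, 2 of them higher in HOMO12, none in 5 of the 8 fits that left out 1 embryo (HOMO6 embryo 4 or any HOMO12 embryo), where 52 to 75 had an unadjusted p below 0.05, and with the genes' scaling 1, which was lower.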

We found that endogenous retroviral element (ERV) subfamilies were mainly suppressed by EHMT2 in WT6 embryos according to our WT6-HOMO6 comparison, they were developmentally derepressed according to the WT12-WT6 comparison (Fig 7).

**Fig 7:**
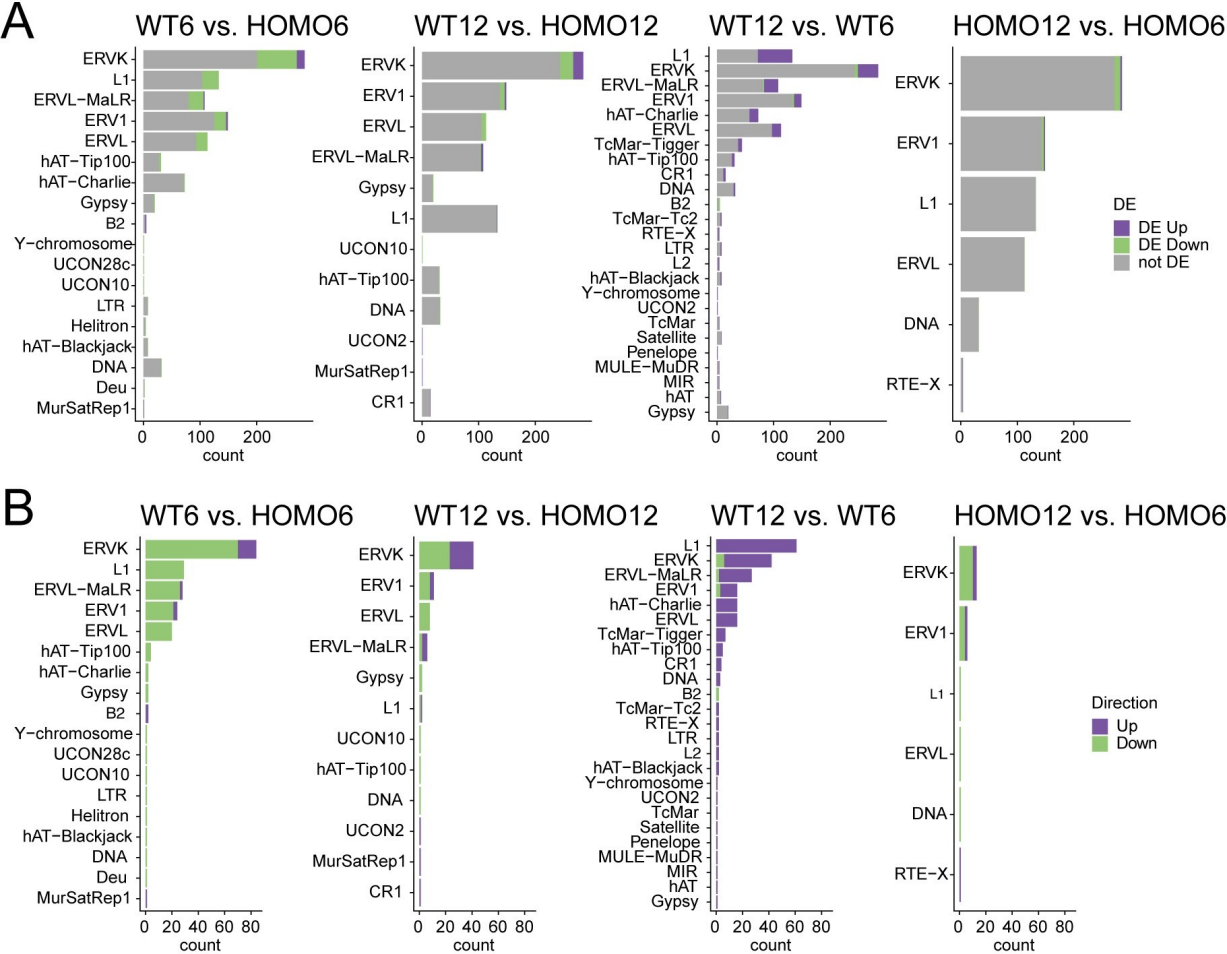
EHMT2 regulates transposable element subfamilies. (**A**) Bar charts depict the number of TE subfamilies that are up- or downregulated by EHMT2 in a given TE family (as written to the left) that shows changes in the contrasts indicated at the top. (**B**) Bar charts depict the number of TE subfamilies that are up- or downregulated by EHMT2 in a given TE family (as written to the left) that shows changes in the contrasts indicated at the top.

LTRs of class III retrotransposons ERVL-MaLR and ERVL serve as alternative promoter for initiating transcription specifically in 2-cell embryos at the time zygotic genome activation, and oocyte-specific transcripts initiate from ERVL-MaLR and ERVK LTRs during oocyte development [34–36]. Suppression of the 2-cell specific LTRs is associated with reduced H3K9me2, at least in ES cells [37] where suppression of class III ERVL LTRs depends on the catalytic activity of EHMT2 [33]. 

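The list of the oocyte and 2-cell transcripts that the paper names holds 24 genes, and 17 of them passed the filter on low counts. None was past the threshold between WT and HOMO embryos at either stage. Adjusted over the list alone, 5 had a false discovery rate below 0.05 in WT6 versus HOMO6, 3 of them higher in HOMO6, and 3 in WT12 versus HOMO12, 1 of them higher in HOMO12. The counts were the same when adjusted over all genes tested. The log2 fold changes ran from -1.05 to 0.65 at 6 somites and from -0.58 to 0.45 at 12 somites. The largest were those of Slc38a4, -1.05 (standard error 0.13, adjusted p = 3.16e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 6 somites and -0.58 at 12 somites (adjusted p = 8.6e-04 from the same test), both higher in the HOMO embryos. Plagl1 changed by -0.84 at 6 somites (adjusted p = 0.0226 from the same test). The 1xJ cross did not repeat these increases in HOMO6. There Plagl1 changed by 0.73 in WT6 versus HOMO6 (adjusted p = 0.0407 from the same test), higher in WT6. Slc38a4 changed by -0.14 (adjusted p = 0.403 from the same test). Of the list, 6 genes had a false discovery rate below 0.05 in that cross, 3 of them higher in HOMO6, and none was past the threshold. These are counts of whole genes, so a transcript that starts at a retrotransposon cannot be told from the gene's other transcripts.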

We found that the 2-cell and oocyte-specific RTL-driven chimeric transcripts (including *Spin1*, *Dnajc11*, Vdac2, *Nfil3*, *Pard3*, *Calr3*, *Abcb1b*, *Stk3*, *Ski*, *Zfp352*, *Zfp277*, *Eif1a*, *Dub1a*, *Slfn4*, *Gm10696*, *Tmem56*, *Tmem92*, *Tdpoz3-4*, *Dcc*, *Arg2*, *Plagl1*, *Impact*, *Slc38a4*) do not become derepressed in HOMO6 and HOMO12 embryos.

We identified differentially expressed (DE) repeats using uniquely mapped reads in our datasets and classified the DE repeats according to our four-way comparison (Fig 8A and 8B and S10 Table). We found that most DE repeats belong to the “what it takes to be normal” category. 

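Single copies of repeats were tested where more than 1 CPM was counted in at least 2 embryos, 539599 copies in all, with the same model and at a false discovery rate below 0.05 without a minimum fold change. Over the contrasts of the four-way comparison 2378 copies were called, 2251 of them (94.7%) in a WT-HOMO contrast and 143 in a contrast between the stages. In WT6 versus HOMO6 1587 copies were called and in WT12 versus HOMO12 1669. A fit of the compared groups alone, the setting that moved these counts most, called 323 and 1021. In simulated data with the counts of these libraries, 117 of 200 changed copies were recovered. The simulated changes were all well past the genes' minimum fold change, so even large changes of single copies were often not detectable at this depth.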

Repeats are downregulated (Fig 8A and 8C) or upregulated (Fig 8B and 8D) in the WT versus HOMO embryos. Specifically, 744 repeats showed downregulation in the intersection of WT12-HOMO12 and WT6-HOMO6 comparisons (orange arrow in Fig 8A), suggesting that these were suppressed by EHMT2 in the WT condition, irrespective of somite number. These belonged to many different repeat classes (S6A Fig). 

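Of the tested copies, 805 were called as lower in WT than in HOMO at both stages. Over the WT-HOMO contrasts together, 1558 copies were lower and 693 higher in WT. Among those whose embryos did not overlap between the groups, the 3 largest decreases were the same copies at both stages: a pair of MTC-int copies of the ERVL-MaLR family and an RLTR17 copy of the ERVK family, all on chromosome 2. The first MTC-int copy (mm10 chromosome 2 from 45700469 to 45701620) had no read in any WT6 embryo and 31.3 ± 4.53 CPM of the repeat counts (SD, n = 4) in HOMO6, at least 56.8-fold higher than the floor of 3 counts, and 32.5 ± 5.55 CPM in HOMO12, with no read in WT12. The adjusted p was 4.32e-10 at 6 somites from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.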

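In the other direction, 200 copies were higher in WT than in HOMO at both stages. The largest increase among the copies whose embryos did not overlap was at 12 somites that of a MurSatRep1 copy on chromosome 12 (mm10 19301581 to 19302574), with 2.59 ± 0.744 CPM (SD, n = 4) in WT12 and no read in HOMO12, at least 5.06-fold higher than the floor. At 6 somites it was that of an ETnERV-int copy on chromosome 1 (mm10 134405182 to 134405270), with 2.12 ± 1.32 CPM in WT6 and none in HOMO6 (adjusted p = 0.00342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).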

Unexpectedly, 265 TEs were upregulated in the intersection of WT12-HOMO12 and WT6-HOMO6 comparisons (orange arrow in Fig 8B), suggesting that these elements require EHMT2 for activation in the WT condition irrespective of somite number. These 265 repeats belonged predominantly to the LTR class (S6B Fig). Furthermore, 333 TEs showed downregulation in the WT12-HOMO12 but not WT6-HOMO6 comparison, and 308 repeats showed the opposite (Figs 8A and S6C). Also, 225 TEs showed upregulation in the WT12-HOMO12 but not WT6-HOMO6 comparison, and 405 repeats showed the opposite (Fig 8B). 

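By the classes of S9 and S10 Tables, 52.5% of the 200 copies higher in WT at both stages were LTR elements, 15% LINEs and 10% SINEs. Among all tested copies, 15.2% were LTR elements, 16.2% LINEs and 58% SINEs. Of the 805 copies lower in WT, 322 (40%) were LTR elements, 312 LINEs and 100 SINEs. The class was given for 196 of the 200 and 771 of the 805 copies.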

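Here, 447 copies were called as lower in WT12 than in HOMO12 and not at 6 somites, and 306 the other way round. These are differences in calling: the change itself was not tested for a difference between the stages.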

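For the copies higher in WT, 217 were called at 12 somites and not at 6, and 276 at 6 somites and not at 12.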

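Among the copies higher in WT6 than in HOMO6 and not called at 12 somites, 167 (60.5%) were SINEs, 64 LTR elements and 28 LINEs.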

SINE elements were frequently found in these 405 repeats (S6D Fig).

**Fig 8:**
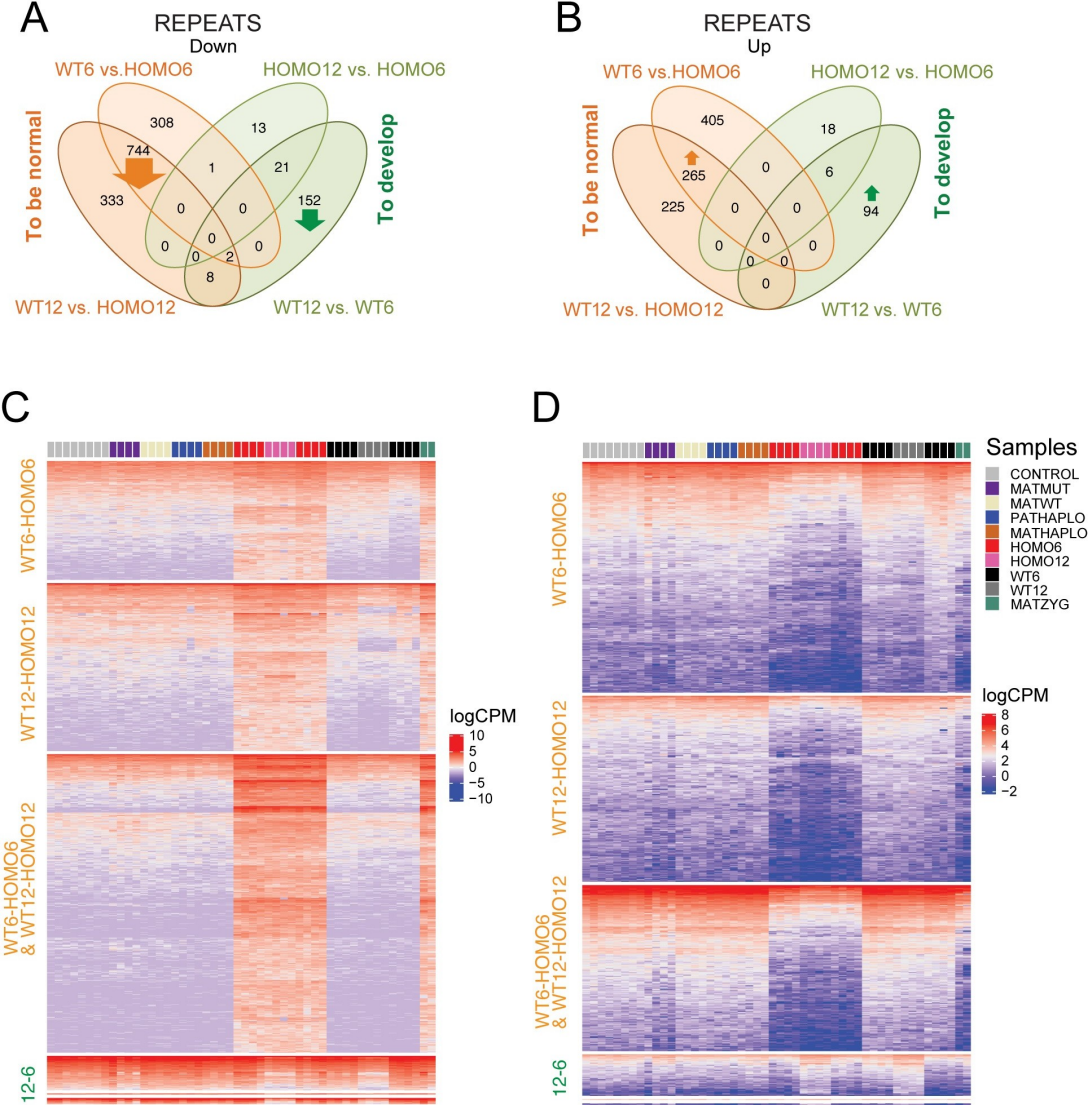
Four-way comparison of uniquely mapped transposable elements. (**A-B**) Venn diagram showing downregulated (**A**) and upregulated (**B**) repeats which were identified using uniquely mapped reads and were stratified according to the four-way comparison. (**C-D**) Heatmaps of downregulated (**C**) and upregulated (**D**) repeats as shown in the above Venn diagrams, with comparisons labeled to the left, samples indicated at the top and color codes shown to the right. The category labeled 12–6 contains WT12-WT6 and HOMO12-HOMO6 and their intersection. Note that most DE repeats are related to genotype. Note the variability of derepression in HOMO6 and MATMUT samples. Note that MATZYG embryos are most similar to HOMO6 embryos.

We next identified the DE repeats that belonged to the “what it takes to develop” category (Fig 8 and S10 Table). 

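Between the stages, 136 copies were called in WT12 versus WT6, 90 lower and 46 higher in WT12. Of the lower copies 44 were SINEs (48.9%) and 33 LTR elements, and of the higher copies 32 were LINEs (69.6%). With the library sizes and TMM factors of the genes the balance of the directions changed, with 47 lower and 58 higher, as the median log2 fold change of all copies moved by 0.15. The count depended on single embryos: in the fits that left out 1 of the 8 it ran from 25, without WT12 embryo 4, to 138, without WT6 embryo 4. With DESeq2's Wald test 713 copies were called. In HOMO12 versus HOMO6, 20 copies were called, 0 in 3 of the 8 fits that left out 1 embryo (HOMO6 embryo 4, HOMO12 embryo 1 or HOMO12 embryo 3), where 26196 to 38282 copies had an unadjusted p below 0.05, and 176 with DESeq2's Wald test.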

We found that 152 repeats (mostly SINEs located at intergenic regions) were suppressed and 94 repeats (mostly LINEs) were activated in WT12 compared to the WT6 condition (S6E and S6F Fig). It was interesting to note that the WT12-WT6 DE repeats displayed the greatest variation at the 6-somite stage, similar to WT12-WT6 DE genes (Fig 8D). This suggests that EHMT2 regulates variation not only of genes but also of TEs.

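Over the 136 copies, the root mean square log2 difference of an embryo from its group mean was 0.449 ± 0.138 (SD, n = 4) in HOMO6, 0.379 ± 0.0712 in WT6, 0.294 ± 0.03 in WT12 and 0.318 ± 0.012 in HOMO12. In exact two-sided permutation tests, p was 0.4 for HOMO6 against WT6, 0.0571 against WT12 and 0.0571 against HOMO12. In the 1xJ cross the spread was 0.423 ± 0.134 in HOMO6 and 0.334 ± 0.0602 in WT6 (exact permutation p = 0.314). Over the 805 copies lower in WT at both stages, where the WT embryos have few reads, it was 0.406 ± 0.0774 in HOMO6 and 0.279 ± 0.0155 in WT6 (exact permutation p = 0.0286) and 0.391 ± 0.0719 in HOMO12 (exact permutation p = 0.971 against HOMO6).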

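Over the 2235 copies called only in WT-HOMO contrasts, the root mean square log2 distance of the 4-somite and the 6-somite MATZYG embryo was 0.727 and 0.693 to the HOMO6 mean of the Jx1 cross, and 1.87 and 1.8 to the WT6 mean. Over the 127 copies called only between the stages it was 0.73 and 0.795 to WT6 and 0.955 and 0.598 to HOMO6, against 2.19 and 1.39 to WT12 and 2.15 and 1.36 to HOMO12.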

We noticed that similar to DE genes, the DE repeat profile of MATZYG mutant embryos resembled HOMO embryos in the WT6-HOMO6 and WT12-HOMO12 contrasts while it resembled the 6-somite embryo in the WT12-WT6 and HOMO12-HOMO6 contrasts (Fig 8C and 8D). Overall, the zygotic mutation dominated the transcription pattern over the maternal mutation in these rare MATZYG embryos (Fig 8C and 8D). The MATMUT6 embryos displayed a highly variable pattern of TEs (Fig 8D).

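Over the 136 copies called in WT12 versus WT6, the spread was 0.647 ± 0.239 (SD, n = 4) in MATMUT and 0.292 ± 0.0242 in MATWT, with every MATMUT embryo above every MATWT embryo (exact two-sided permutation test, p = 0.0286). Over all tested copies it was 0.497 ± 0.0593 in MATMUT and 0.438 ± 0.0506 in MATWT (exact permutation p = 0.2).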

### EHMT2 targets DNA methylation to suppress transcription from ERVKs over long distances and along multitudes of ‘passenger’ repeats

When we sorted the misregulated repeats by chromosomal location, we noticed large clusters of many kinds of repeats following the same misexpression pattern, for example of being derepressed in HOMO embryos (S10 Table). 

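Of the copies lower in WT6 than in HOMO6, 81.3% had another such copy within 10000 bases, against 4.72% on average and at most 7.11% in 100 random draws of as many tested copies. At 12 somites it was 83.1%, against at most 7.51% in the draws. Among the copies higher in WT it was 52.9% at 6 and 76.5% at 12 somites. Of the 805 copies lower in WT at both stages, 421 (52.3%) lay inside a tested gene and 378 (47%) inside a gene that was itself called in a WT-HOMO contrast, so their reads are not independent of the gene's.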

We often found that a cluster of misexpressed TEs follows the expression pattern of one ‘driver’ TE, which displays a DMR between WT and HOMO embryos. The result of this analysis is displayed in Fig 9A. We show TE-DMRs in WT and HOMO embryos and transcription along 10 kilobases before and after each TE. The ERVK subfamily contributed 70% of the 145 ‘driver’ DMR-TE-s (Fig 9B). One particular TE from the ERVK family, called RLTR17 alone made up 22% of the DMR TEs. However, not all RLTR17, but only a small fraction (18/1739) were hypomethylated in HOMO embryos. Activation of transcription that initiated at these DMR TE-s spanned long distances, even over hundreds of kilobases. One example is shown in Fig 9C, where transcription that matches the putative non-coding RNA Gm26760 initiates from an RLTR17 ERVK DMR in HOMO6 and HOMO12 samples. 

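Gm26760 (ENSMUSG00000097068, mm10 chromosome 15 from 92344359 to 92378088, + strand in the annotation) had 5 reads over the 4 WT6 embryos and 329 over the 4 HOMO6 embryos, a ratio of 71.2 after scaling (95% Clopper-Pearson counting interval 30.2 to 221), and at 12 somites 1 read over the 4 WT12 embryos and 388 over the 4 HOMO12 embryos, a ratio of 384 after scaling (95% Clopper-Pearson counting interval 68.5 to 15200). Inside the gene, 27 of 39 tested repeat copies were called as lower in WT6 than in HOMO6, and 28 as lower in WT12 than in HOMO12. Within the gene and 100 kb on either side, the copies called at 6 somites ran from 92344250 to 92394133. The first of them, singled out after the values were seen, was an RLTR16C_MM copy with the + strand at 92344250 to 92344839, the kind of repeat that the legend of Fig 9 names as the start. No RLTR17 copy was among them.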

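Gm13467 (ENSMUSG00000086830, mm10 chromosome 2 from 45747803 to 45751684, - strand in the annotation) had no read in any WT embryo, and 0.62 CPM in HOMO6 and 0.614 CPM in HOMO12, at least 5.09-fold and at least 5.04-fold higher than the floor of 3 counts. Within the gene and 100 kb on either side, 82 of the tested copies were called as lower in WT6 than in HOMO6 and 85 as lower in WT12 than in HOMO12, from 45696408 to 45772785. The first of them was the RLTR17 copy with the + strand at 45696408 to 45696958, at 19.3 ± 4.24 CPM of the repeat counts (SD, n = 4) in HOMO6 against no read in WT6.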

The second example (S7 Fig) is transcription matching the putative transcript Gm13467 which initiates in another RLTR17 ERVK DMR (S7A–S7C Fig). The third example is transcription that matches the putative transcript 4933436I20Rik, initiating from an RLTR17 ERVK DMR in HOMO6 and HOMO12 embryos (S8A–S8C Fig). These three putative long transcripts run through numerous ‘passenger’ DE repeats of many kinds (S10 Table and Figs 9C, S7C and S8C). 

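4933436I20Rik (ENSMUSG00000100580, mm10 chromosome 1 from 83659550 to 83911644, - strand in the annotation) had 1 read over the 4 WT6 embryos and 300 over the 4 HOMO6 embryos, a ratio of 324 after scaling (95% Clopper-Pearson counting interval 57.8 to 12900), and at 12 somites 1 read over the 4 WT12 embryos and 268 over the 4 HOMO12 embryos, a ratio of 265 after scaling (95% Clopper-Pearson counting interval 47.2 to 10500). Inside the gene, 67 of 134 tested copies were called as lower in WT6 than in HOMO6. With 100 kb on either side, 90 copies were called at 6 somites, 1 of them an RLTR17 copy, and 92 at 12 somites, and the last of those at 6 somites ended at 83933942.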

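The called copies around these genes lay on both strands. By the strand of the copy, 15 on the + and 17 on the - strand were lower in WT6 around Gm26760, 44 and 38 around Gm13467, and 49 and 41 around 4933436I20Rik. The tables hold a single count per copy, and the paper's methods name no strand for it, so these numbers do not give the direction of the reads.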

Interestingly, sequencing reads are only detectable in one direction along these long transcripts, in the + strand at Gm26760 and Gm13467, but only in the–DNA strand at 4933436I20Rik. Transcription, therefore, occurs along DE ‘passenger’ repeats but irrespective of the initial directionality of those ‘passenger’ repeats. These results collectively demonstrate that EHMT2 is an important regulator of TEs in the embryo and has high specificity to suppressing certain ERVKs in the embryo.

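Of 243 RLTR17 copies with enough unique reads to be tested, 17 were called as lower in WT6 than in HOMO6 and 18 as lower in WT12 than in HOMO12, 7% and 7.41%, against 0.206% and 0.232% of all tested copies. Of the 805 copies lower in WT at both stages, 301 were of the L1, 144 of the ERVL-MaLR and 123 of the ERVK family. From the methylation of the copies at the start of the long transcripts, the paper concludes that EHMT2 suppresses certain ERVK copies, and that other repeats change as passengers of their transcripts.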

**Fig 9:**
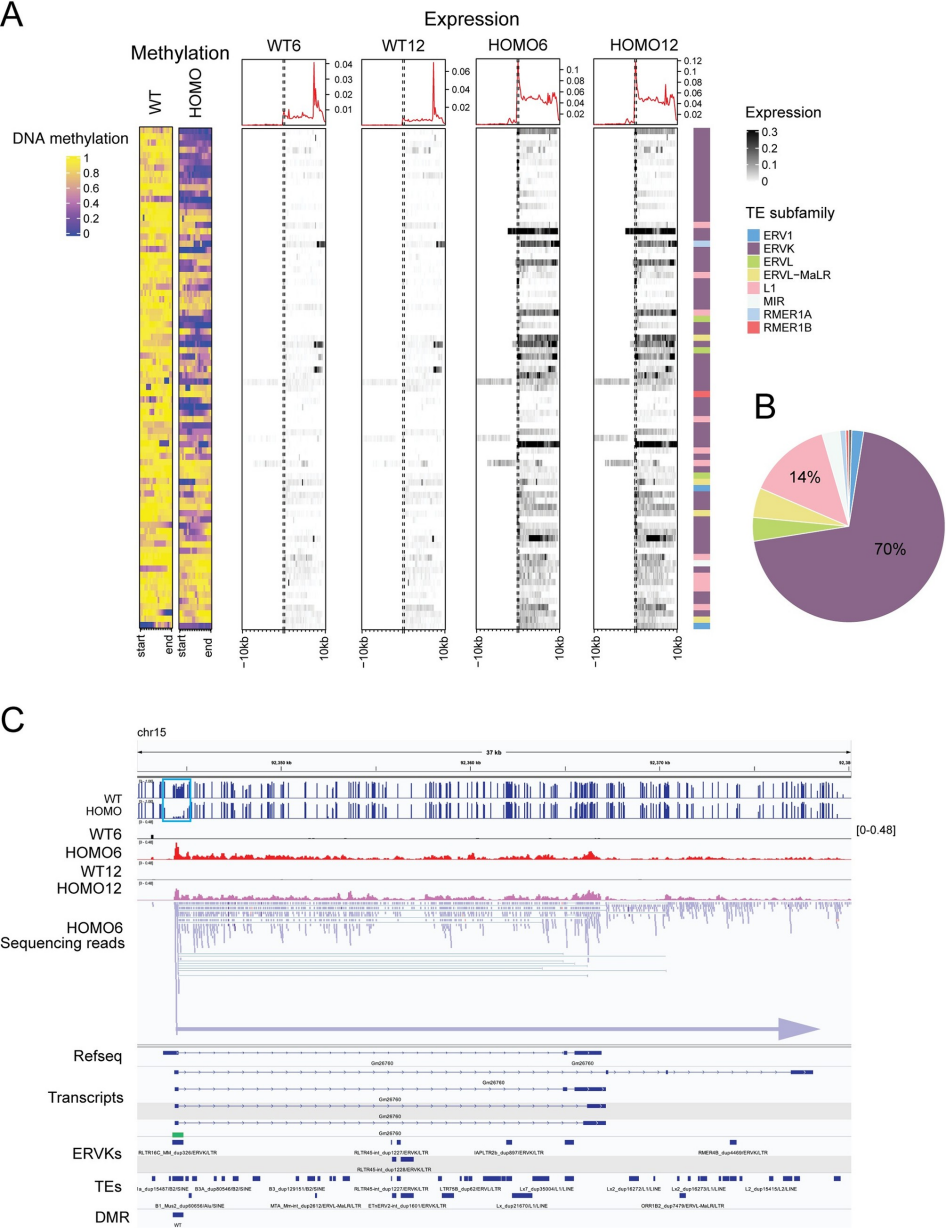
EHMT2 is required for DNA methylation targeting and suppression of transcription from transposable elements predominantly of the ERVK-class. (**A**) Heatmaps of differentially methylated TEs associated with differentially expressed long transcripts. DNA methylation is displayed at TE-DMRs in WT and HOMO embryos (to the left) and transcription is displayed along 10 kilobases before and after each TE in the embryos marked at the top. Normalized expression levels (logCPM) and the TE families are shown to the right. (**B**) Pie chart displays the proportion of DE repeat subfamilies associated with DNA methylation change using the color code as above. (**C**) Example for transcription initiation from an ERVK DMR in HOMO6 and HOMO12 embryos. IGV browser images of WGBS and RNAseq experiments are displayed in samples indicated to the left. The coverage is displayed for one WT6, HOMO6, WT12 and HOMO12 embryo, and the sequencing reads are displayed for one HOMO6 sample. Tracks of Refseq transcripts, putative transcripts, ERVKs, TEs, and DMRs are also included as marked to the left. A blue horizontal arrow indicates the long noncoding transcript in chr15 defined by sequencing reads (all blue) in the sense direction. It starts in an RLTR16C ERVK repeat (green rectangle), which is a DMR (turquoise rectangle), and it matches the putative transcript Gm26760. It encompasses multiple ‘passenger’ repeats, which also appear to be DE repeats, but which only display sequencing reads in the sense direction (blue) irrespective of their initial directionality.

## Discussion

Understanding the effect of developmental delay is challenging. Even though we showed clear consequences of EHMT2 deficiency, it is very hard to distinguish primary from secondary effects at a broader level, even using stage or age-matched comparisons. One theoretical solution would be to compare different genetic mutants that show identical developmental delay to attempt to control for delay-dependent secondary effects. However, if such control was found for EHMT2, the primary effects could have been different as well. We approached this problem from another angle. We considered that the developmental progress and potential of the embryo depends on the dose of EHMT2 not only in the embryo but also in the gametes. We compared embryos delayed in development due to the different *Ehmt2* deficiencies, and we compared them when they reached the same developmental stage. We found that the different severity of developmental delay corresponds to the extent of transcriptomic changes in the embryo. By comparing zygotic and maternal effects and parental haploinsufficiency effects side-by-side we asked whether delayed development correlates with changes in the transcriptome that could predict the outcome of survival. We found that the transcriptome of HOMO embryos, which invariably die, is robustly distinguishable from WT embryos that reach the same somite-stage at an earlier time point. However, the transcriptomes are not altered in developmentally matched wild type MATHAPLO, PATHAPLO and WT (biparental haploinsufficient) embryos compared to CONTROL embryos. This negative result is a significant finding and suggests that these embryos develop slowly but otherwise normally after they have overcome an initial delay. Such cases likely occur during human pregnancies, when the fetus would have a slower and longer gestation despite being genetically normal. MATMUT embryos, however, that lacked EHMT2 in the oocyte, suffered lasting effects into the 6-somite stage. DEGs involved in erythrocyte and myeloid cell homeostasis were not properly suppressed and genes involved in mesoderm development, endoderm development, somitogenesis, and regionalization were not properly activated. In addition, higher variability was observed for genes in the categories of erythrocyte and myeloid cell homeostasis. We speculate that embryos, which have less transcriptional variation at the 6-somite stage, have a better chance of proceeding through development. The zygotic mutation-specific pattern dominated over the maternal mutation pattern in the rare MATZYG embryos. We speculate that had they not inherited the mutant allele from the father, they would likely belong to those MATMUT embryos that are lightly affected and develop to term. Having little effect from the maternal mutation may be required for a MATZYG embryo to develop to the 6-somite stage.

The exact timing of the blockage that initiates the delay in the different *Ehmt2* deficiencies will require further experiments. The 6.25 dpc and 8.5 dpc stages are already delayed in HOMO embryos [22,23] and the blastocyst stage may already be delayed in MATMUT embryos [2,14]. To understand transcriptional changes in mutant embryos that are delayed in development we applied two different strategies that considered the progress of embryo development. We focused on the effects of EHMT2 in the embryo at 8.5–9.5 dpc using somite matched embryos of different genotypes. A previous RNAseq study of *Ehmt2*^*−/−*^ embryos at 8.5 dpc [23] identified 253 DEGs with elevated and 181 DE genes with reduced expression in the *Ehmt2*^*−/−*^ mutant embryos. The authors focused on those DEGs that required EHMT2 for suppression. The large number of genes that appeared to require EHMT2 for activation in WT embryos remained unexplained in that study. Our study provides an explanation for this class of DEGs. They reflect the developmental changes from the 6- to 12-somite stage in WT embryos, highlighting the usefulness of our three-way comparison. Recently, a large set of mutant mouse lines were analyzed at 9.5 dpc by applying a three-way concept. Mutant embryos were contrasted against somite-staged wild type embryos from a universal baseline developmental dataset [38]. This method improved the detection of real DEGs that are in direct response to the mutation. It also excluded false positive hits that corresponded to normal development. However, it did not allow detecting the changes that occur specifically during the development of the wild type but not the mutant embryo. Our 4-way comparison uniquely identified developmental DEGs that require EHMT2 for their precise suppression or precise activation in normal development between the 6- and 12 somite stages. The 75 DEGs that need EHMT2 for their precise suppression include genes, such as *Nanog*, *Mesp1*, *Nodal*, *Hnf1b*, that are related to gastrulation, whereas the 191 DEGs that require EHMT2 for their precise activation include genes, such as *Erbb4*, *Neurog2*, *Wnt7b*, *Wnt8b*, *Myf5*, and *Fgf9*, relevant for organ growth, connective tissue development, striated muscle development, muscle differentiation, and cartilage development. These findings are consistent with a role of EHMT2 in regulating the transition between gastrulation and tissue/organ specification.

Our results showed DNA methylation-mediated suppression of germ cell-specific transcripts requires EHMT2 in the embryo, in agreement with an RRBS experiment [23]. Our comparative analysis revealed in addition that EHMT2-dependent DNA methylation is specific to DE genes in the “what it takes to be normal” class, but not in the “what it takes to develop” class. This is consistent with the finding that developmental changes were more often up-regulations, being released from a suppressing mechanism directly or indirectly imposed by EHMT2. DNA methylation at TEs does not globally require EHMT2 in the embryo as it does in ES cells [23]. Similarly, maternal EHMT2 has very limited effect on DNA methylation in the oocyte and in 2-cell embryos as assessed by WGBS [2]. Our WGBS results also found that EHMT2 has a limited effect on DNA methylation at TEs globally. However, EHMT2 specifically targets certain ERVKs for DNA methylation and suppression in the embryo. ERVKs are young repeat elements with high CpG content, and are under dual control of DNA methylation and H3K9 methylation [39]. Here we also revealed a unique feature of EHMT2-regulated ERVKs. Transcription could initiate in HOMO embryos from such hypomethylated repeats, and extend to several hundred kilobases, encompassing a multitude of additional, similarly misexpressed ‘passenger’ repeats, which do not display DNA hypomethylation. We show that 1) the ‘passenger’ TEs can be called DE irrespective of their directionality but the sequencing reads can only be detected in the sense direction of the long ERVK-driven transcript; and 2) the sequencing reads go beyond the region defined by the ‘passenger’ TEs. This means that the ‘passenger’ TEs may not have sufficient ability to express themselves and may not be by themselves responsive to EHMT2-mediated suppression.

The oocyte- or 2 cell-specific chimeric transcripts driven by class III retrotransposon LTRs [33–37] did not become derepressed in HOMO6 and HOMO12 embryos. This suggests that EHMT2 is not required for suppressing retrotransposon-driven oocyte/2-cell specific transcripts in the 6–12 somite stage embryos. Those LTRs may need a specific activation mechanism which is not available in the 6–12 somite stage embryos. By globally profiling transposable elements in the embryo using the 4-way comparisons we found that certain TE subclasses correlate with genotype, while others correlate with developmental stage. Contrary to DEGs, differentially expression of TEs most often correlated with the genotype. We found that ERV subfamilies, especially ERVK, ERVL-MaLR, ERV1, and ERVL, were the most affected, similar to what was found in 6.5 dpc *Ehmt2*^−/−^ zygotic mutant epiblasts [22]. These results cumulatively suggest that ERVs require EHMT2 for suppression in the 6.5–8.5 dpc mouse embryos, and H3K9me2 is likely involved.

Transcriptional noise in general is an important property of normal development at times when major decisions are made toward cell fates, such as in the process of early gastrulation [40]. Epigenetic modifiers regulate the transcriptional noise that underlies the inevitable phenotypic variation [41,42]. Maternally deposited TRIM28 is essential to carry out this role during preimplantation [43]. TET1 and TET3 curb transcriptional noise at the 8-cell and blastocyst stages [44]. We found it interesting that EHMT2 specifically reduces the noise of genes that switch developmental programs between gastrulation and organ specification. We found that EHMT2 is important in reducing the variation of developmental genes after gastrulation at the 6-somite stage. One group of genes was unusual, being developmental genes, such as *Nodal*, *Lefty1*, Lefty2, *Cdx1*, and *Foxh1*, which are suppressed by the 12 somite stages but showed variable suppression in HOMO6 embryos. These genes play a role in breaking the symmetry, which is an essential event in the turning of mouse embryos and in development of organ asymmetries [45]. Our results are consistent with the existence of a biological process that curbs the noise of developmental genes after gastrulation. Our results also identify EHMT2 as the regulator of this process. Further experiments will address this finding at the single cell level. Such a role of EHMT2 was also detected at transposable elements that switched off or on between 6-and 12-somite stages. It will be interesting to find out the timing when the transcriptional variation of such developmental genes is initiated during embryogenesis. The high variability of transcription in the majority of MATMUT embryos in the maternal allele suggests that these changes are initiated by EHMT2 depletion during oogenesis and are inherited to the next generation in the form of an epigenetic change. While the changes we describe depend on EHMT2, and its SET domain, it remains to be formally established whether these effects, including the effects on variation, correlate with H3K9 dimethylation at the target loci. In summary, our work now establishes EHMT2 as a regulator of transcriptional noise after gastrulation in a developmental context.

## Methods and models

### Ethics statement

All animal experiments were performed according to the National Institutes of Health Guide for the Care and Use of Laboratory animals, with Institutional Care and Use Committee-approved protocols at Van Andel Institute (VAI).

### Mice

An *Ehmt2* conditional knockout mouse line (*Ehmt2*^fl/fl^) was generated in our laboratory by gene targeting in 129S1/SvImJ ES cells [24]. The floxed SET domain was removed to generate the *Ehmt2*^−(129S1)^ allele by crossing the *Ehmt2*^fl/+^ male with 129S1/Sv-Hprt^tm1(CAGcre)Mann/J^ transgenic mouse female [46]. *Ehmt2*^fl/fl^ and *Ehmt2*^+/−(129S1)^ mice were maintained on 129S1 background. We backcrossed the *Ehmt2*^−(129S1)^ allele to the JF1/Ms (JF1) mouse strain [26] for more than ten generations and obtained the *Ehmt2*^−(JF1.N10)^ allele, where most of the genome has been replaced by JF1 chromosomes during meiotic recombination events except the *Ehmt2* locus and its close neighbors (in the approximate interval of chr 17:34647146–35241746), as confirmed in the allele-specific expression analysis in 12-somite embryos [25].

*Ehmt2*^−/−^ and WT embryos were obtained by natural mating of *Ehmt2*^+/−^ females with *Ehmt2*^+/−^ males. Having *Ehmt2*^+/−^ mice in both 129S1 and JF1 background allowed us to collect samples from reciprocally crossed F1 hybrids. Crossing *Ehmt2*^*+/*−(JF1.N10)^ females with *Ehmt2*^*+/*−(129S1)^ males yielded *Ehmt2*^−(JF1.N10)/−(129S1)^ zygotic mutant and *Ehmt2*^+(JF1)/+(129S1)^ wild type embryos. The reciprocal cross resulted in *Ehmt2*^−(129S1)/−(JF1.N10)^ mutant and *Ehmt2*^+(129S1)/+(JF1)^ wild type (biparental haploinsufficient) embryos. Control *Ehmt2*^+(129S1)/+(JF1)^ embryos were obtained by crossing wild type 129S1 and JF1 male mice.

*Ehmt2*^+/− (JF1.N10)^ females were crossed with wild-type 129S1 males to generate maternal haploinsufficient wild type *Ehmt2*^+ (JF1)/+(129S1)^ embryos. *Ehmt2*^+/−(129S1)^ males were crossed with wild-type JF1 females to generate paternal haploinsufficient wild type *Ehmt2*^+(JF1)/+ (129S1)^ embryos. Control *Ehmt2*^+(JF1)/+ (129S1)^ embryos were obtained by crossing wild type JF1 female and 129S1 male mice.

*Ehmt2*^fl/fl^; Zp3-cre^Tg/0^ females were crossed with wild type JF1 males to generate *Ehmt2*^mat−/+JF1^ maternal mutant embryos. Their control came from crossing *Ehmt2*^fl/fl^ females with wild type JF1 males. *Ehmt2*^fl/fl^; Zp3-cre^Tg/0^ females were crossed with *Ehmt2*^*+/*−(JF1.N10)^ males to generate *Ehmt2*^mat−/zyg−(JF1)^ maternal-zygotic mutant embryos.

Embryos were dissected at 8.5 dpc and 9.5 dpc, and were genotyped for *Ehmt2* mutation status and for sex by PCR using their allantois as described [25].

### RNA isolation and sequencing

RNA was isolated from individual embryo samples using RNA-Bee (Tel-Test) extraction followed by isopropanol precipitation. Genomic DNA was removed with the DNA-free Kit (Ambion). Total RNA-seq libraries were prepared from 500 ng total RNA with the KAPA Stranded RNA-Seq Kit with RiboErase (Kapa Biosystems, MA), and were sequenced in the Illumina NextSeq 500 platform with paired-end 75 bp read length. We obtained at least 40 M reads for each embryo sample, and 20 M reads were uniquely aligned.

### RNAseq data analysis

Paired-end reads were aligned to the mm10 genome, using STAR (v 2.6.0c) [47] with parameters—outFilterType BySJout—outFilterMultimapNmax 20—alignSJoverhangMin 8—alignSJDBoverhangMin 1—alignIntronMax 1000000—alignMatesGapMax 1000000—outFilterMismatchNmax 999—twopassMode Basic—chimSegmentMin 20—alignIntronMin 20. Using the ensembl gtf file (version 82), read counts per transcript was generated using featureCounts (-P -s 1—primary -Q 20 –ignoreDup). Using the Ensembl gene annotation file (v82), counts per gene annotation were generated using featureCounts. Genes with at least CPM > 1 in at least 2 of the samples were retained for analysis.

Quality control: RNA-Seq reads were trimmed to remove low-quality and adapter bases using the TrimGalore v0.6.0 (https://github.com/FelixKrueger/TrimGalore) wrapper for CutAdapt v2.10 [48]. Alignment and read counting was done using STAR v2.7.8a [47] against the mm10 reference and GENCODE vM24 annotations [49]. The heatmaps were generated using pheatmap v1.0.12 [50] with TMM-normalized log2 CPM values calculated using edgeR v3.34.0 [51]. Sequence quality of the samples was determined after quality-trimming, parsed from FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) reports using the R package, ngsReports v1.4.2 [52]. In addition, the STAR v2.7.8a [47] alignment rates were also parsed against mm10 from the MultiQC v1.8 [53] output.

Differential expression was performed using edgeR [51] and differentially expressed genes were identified using the cutoff values of FDR < 0.05 and the absolute value of the logFC > 1.2. Venn diagrams were generated using http://bioinformatics.psb.ugent.be/webtools/Venn/. Enriched gene ontology terms were determined using the “clusterProfiler” package [54] in R. A term was defined as enriched applying the adj.pvalue < 0.05.

Principle component analysis was performed on DEGs using the prcomp function in R. The first two PC’s were plotted using the ggfortify package in R.

Group-wise average variance and coefficients of variation were calculated from normalized counts produced by the variance stabilizing transformation (VST) approach implemented in DESeq2 v1.32.0 [55]. A differential variability analysis was performed using MDSeq [31] to determine differentially variable genes within each comparison (WT12 vs WT6, HOMO12 vs HOMO6, WT6 vs HOMO6, and WT12 vs HOMO12). Differential variation was defined as a FDR.dispersion < 0.05 and a logFC > abs(1.5). Similarly, a gene was determined as differentially variable between the MATMUT and MATWT using MDSeq, and cutoff value of FDR dispersion < 0.05. The heatmap was generated using the Complexheatmap [56] package in R.

GO enrichment was performed on the differentially variable genes using the clusterProfiler [54] package. The most significant terms were plotted using the ggplot2 package in R.

To identify DE TE families, the TEtranscripts workflow was used [57]. Trimmed reads were aligned to mm10 using STAR v2.7.8a with GENCODE vM24 annotations and the parameters, “—winAnchorMultimapNmax 200” and “—outFilterMultimapNmax 100”. Gene and TE counts were obtained using ‘TEcount’ from TEtranscripts v2.2.1 [58] with a TE GTF curated by the TEtranscripts authors. Gene and TE counts were tested for DE using DESeq2 as described above.

Uniquely mapped reads were extracted (samtools view -f 255), featurecounts was used to count reads per repeatmasker [59] annotation, and differential repeat analysis was performed using edgeR.

### Whole genome bisulfite sequencing (WGBS)

WGBS analysis was used to map DNA methylation at 9.5 dpc. One sample contains DNA from two *Ehmt2* homozygous mutant embryos (one male and one female combined), and the control sample contains DNA from a wild type female embryo. In order to generate the whole genome libraries with bisulfite converted DNA, embryo DNA was sonicated to approx. 150 bp DNA fragments. Further, DNA was end repaired by using End-It- DNA End-Repair Kit (Epicentre) and linker ligated with T4 ligase (NEB). The linked ligated DNA was bisulfite converted using EZ DNA Methylation-Gold Kit according to manufacturer’s instructions (Zymo Research) and amplified with Pfu Turbo polymerase (Agilent). Sequencing was performed in the Illumina HiSeq 2500 platform at the Integrative Genomic Core at the City of Hope Cancer Center.

Pair-end reads were aligned to the mm10 genome using Biscuit and duplicates were marked using Picard’s MarkDuplicates. DNA methylation and genetic information were extracted using biscuit’s pileup and CpG beta values were extracted using vcf2bed. Significant DMR at the TSS +/- 1000 bp were determined using metilene with options–mode 2. A custom R script was used to determine genes that overlap with significant TSS +/-1000 bp locations. Differently methylated regions were de novo identified using metilene v0.2–8 with parameters–mode 2. A region was identified as differentially methylated when it contained at least 12 CpG-s and reached the Benjamini-Hochberg adjusted p-value of *P*< 0.05. Significant regions in the mm10 genome were annotated using Homers annotatePeaks.pl.

### Statistics

To detect variance in development we applied the Friedman non-parametric test. This was necessary because the sample sizes were small and normality checks showed that the assumption of normality had not been met.

## Supporting information

S1 Fig Read depth and quality control of the RNAseq results. FastQC analysis is shown. (**A**) Total reads, unique and duplicated reads are plotted for each embryo sample in the R1 direction. (**B**) Mean sequence quality is plotted for each embryo sample in the R1 direction. (**C**) Sequence length distribution is plotted for each embryo sample in the R1 direction. (**D**) Total reads, unique and duplicated reads are plotted for each embryo sample in the R2 direction. (**E**) Mean sequence quality is plotted for each embryo sample in the R2 direction. (**F**) Sequence length distribution is plotted for each embryo sample in the R4 direction.
(TIF) Click here for additional data file.

S2 Fig Sequencing homogeneity of the RNAseq results. (**A**) Heatmap displays the results of an unsupervised cluster analysis that calculates Eucledian distance between samples based on all transcripts. Sample types are color-coded and normalized log2 cpm values are color-coded as shown to the right. Sample IDs are given at the bottom. Note the uniformity of the dataset. (**A**) Heatmap displays the results of an unsupervised cluster analysis that calculates Eucledian distance between samples based on the top 1000 variable transcripts. Note the split of the HOMO and MATZYG samples from the remaining samples. Also note the high variability of the HOMO6, MATZYG6, and MATMUT samples.
(TIF) Click here for additional data file.

S3 Fig Stratifying DMRs. A WGBS experiment was performed comparing 9.5 dpc WT and HOMO embryos. DMRs were called and stratified into genomic elements as shown by colors. (**A**) DMRs that require EHMT2 for DNA hypermethylation. (**B**) DMRs that require EHMT2 for DNA hypomethylation.
(TIF) Click here for additional data file.

S4 Fig Identifying what it takes to be normal and what it takes to develop. Heatmaps display the DE genes from the respective segments of the 4-way Venn diagrams depicted in Fig 3D and 3E. Arrows indicated the direction of changes with the number of DE genes in those sections. Below the heatmaps IGV browser examples are shown for the DEGs that drive the GO term in those specific Venn segments. Samples are labeled at the top with the color code shown to the right. Expression values (logCPM) are shown according to the scale to the right. (**A-D**) What it takes to be normal. Changes occur in response to EHMT2 at both the 6-somite and 12-somite stages. (**E**-**H**) What it takes to develop. Developmental DEGs downregulated (**E**) or upregulated (**F**) between the 6-and 12-somite stages regardless of EHMT2. Other details are as explained in Fig 3.
(TIF) Click here for additional data file.

S5 Fig High variability of transcription is determined by the maternal allele in MATMUT embryos. IGV browser images of the maternal (MAT) and paternal (PAT) alleles are shown of each representative transcript that exhibit high variability in MATMUT embryos in four replicate samples per each genotype. The transcription profile of the maternal (MAT) and paternal (PAT) alleles are shown of each transcript in four replicate samples per each genotype. (**A**), Both alleles are derepressed in MATMUT embryos, and the maternal allele is more derepressed than the paternal allele (**B**) The control gene *Gapdh* shows no variation in MATMUT embryos. (**C**) The maternal allele is derepressed in MATMUT embryos while the paternal allele is unchanged. (**D**) The maternal allele of imprinted genes is derepressed in MATMUT embryos while the paternal allele remains silent.
(TIF) Click here for additional data file.

S6 Fig EHMT2-regulated repeat elements identified by the 4-way comparison. Uniquely mapped DE repeats were identified in the four-way comparison. (**A-F**) Heatmaps display the transcription level (logCPM) of those uniquely mapped repeats that are differentially expressed in the comparisons indicated at the top. Samples are shown by the color code to the right. The classification of each DE repeat is indicated in the pie charts underneath the respective heatmaps.
(TIF) Click here for additional data file.

S7 Fig Transcription initiates from a hypomethylatd ERVK in HOMO embryos. (**A**) Heatmap of differentially expressed TEs (as marked to the left) is depicted in the samples (as marked at the top) along a segment of chromosome 2. DNA methylation is displayed at TE-DMRs in WT and HOMO embryos (to the right). A long noncoding transcript is predicted (gray shading) by the synchronously misregulated ‘passenger’ repeats. It starts in an RLTR17 ERVK repeat (green rectangle), which is a DMR (turquoise rectangle), and it encompasses multiple ‘passenger’ repeats, which also appear to be DE repeats, irrespective of their initial directionality (strand). Blue vertical arrow indicates the long noncoding transcript that is defined by sequencing reads in the sense direction, as shown below. (**B**) Transcription initiates from an ERVK DMR in HOMO6 and HOMO12 embryos. One example is shown. IGV browser images of WGBS and RNAseq experiments are displayed in samples indicated to the left. The sequencing reads are displayed for the HOMO6 sample. Tracks of Refseq transcripts, putative transcripts, ERVKs, TEs, and DMRs are also included as marked to the left. Blue horizontal arrow indicates the long noncoding transcript that is defined by sequencing reads in the sense direction. It starts in an RLTR17 ERVK repeat (green rectangle), which is a DMR (turquoise rectangle), and it matches the putative transcript Gm13467. It encompasses multiple ‘passenger’ repeats, which also appear to be DE repeats, but which only display sequencing reads in the sense direction (blue) irrespective of their initial directionality. Part of the image is marked with black rectangle to be shown in more detail to the right. (**C**) Enlarged detail shows the initiation of the long noncoding transcript.
(TIF) Click here for additional data file.

S8 Fig Transcription initiates from a hypomethylatd ERVK in HOMO embryos in the minus DNA strand. (**A**) Heatmap of differentially expressed TEs (as marked to the left) is depicted in the samples (as marked at the top) along a segment of chromosome 1. DNA methylation is displayed at TE-DMRs in WT and HOMO embryos (to the right). A long noncoding transcript is predicted (gray shading) by the synchronously misregulated ‘passenger’ repeats. It starts in an RLTR17 ERVK repeat (green rectangle), which is a DMR (turquoise rectangle), and it encompasses multiple ‘passenger’ repeats, which also appear to be DE repeats, irrespective of their initial directionality (strand). Pink vertical arrow indicates the long noncoding transcript that is defined by sequencing reads in the antisense direction, as shown below. (**B**) Transcription initiates from an ERVK DMR in HOMO6 and HOMO12 embryos. One example is shown. IGV browser images of WGBS and RNAseq experiments are displayed in samples indicated to the left. The sequencing reads are displayed for the HOMO6 sample. Tracks of Refseq transcripts, putative transcripts, ERVKs, TEs, and DMRs are also included as marked to the left. Blue horizontal arrow indicates the long noncoding transcript that is defined by sequencing reads in the sense direction. It starts in an RLTR17 ERVK repeat (green rectangle), which is a DMR (turquoise rectangle), and it matches the putative transcript 4933436I20Rik. It encompasses multiple ‘passenger’ repeats, which also appear to be DE repeats, but which only display sequencing reads in the antisense direction irrespective of their initial directionality. Part of the image is marked with black rectangle to be shown in more detail below. (**C**) Enlarged detail shows the initiation of the long noncoding transcript.
(TIF) Click here for additional data file.

S1 Table Surviving pups with *Ehmt2* maternal mutation. (XLSX) Click here for additional data file.

S2 Table Summary of samples. (XLSX) Click here for additional data file.

S3 Table Differentially expressed genes in the three-way comparison. (XLSX) Click here for additional data file.

S4 Table Genome-wide DMRs identified in WGBS. (XLSX) Click here for additional data file.

S5 Table DEGs identified in the four-way comparison and in MATMUT, MATHAPLO and PATHAPLO embryos. (XLSX) Click here for additional data file.

S6 Table Gene ontology analysis of DEGs identified in the four-way comparison. (XLSX) Click here for additional data file.

S7 Table Gene ontology analysis of *Ehmt2* maternal mutant embryos by DEGs and dispersion. (XLSX) Click here for additional data file.

S8 Table Genes displaying significant dispersion in *Ehmt2* maternal mutant embryos. (XLSX) Click here for additional data file.

S9 Table The effect of *Ehmt2* mutation on repeat families. (XLSX) Click here for additional data file.

S10 Table The effect of EHMT2 on the expression and DNA methylation of uniquely mapped repeats. (XLSX) Click here for additional data file.

## References

[1] AncelinK, SyxL, BorenszteinM, RanisavljevicN, VassilevI, Briseno-RoaL, et al. Maternal LSD1/KDM1A is an essential regulator of chromatin and transcription landscapes during zygotic genome activation. eLife. 2016;5. doi: 10.7554/eLife.08851 ; PubMed Central PMCID: PMC4829419.26836306PMC4829419

[2] Au YeungWK, Brind’AmourJ, HatanoY, YamagataK, FeilR, LorinczMC, et al. Histone H3K9 Methyltransferase G9a in Oocytes Is Essential for Preimplantation Development but Dispensable for CG Methylation Protection. Cell Rep. 2019;27(1):282–93 e4. doi: 10.1016/j.celrep.2019.03.002 .30943408

[3] BaiL, YangL, ZhaoC, SongL, LiuX, BaiC, et al. Histone Demethylase UTX is an Essential Factor for Zygotic Genome Activation and Regulates Zscan4 Expression in Mouse Embryos. International journal of biological sciences. 2019;15(11):2363–72. doi: 10.7150/ijbs.34635 ; PubMed Central PMCID: PMC6775313.31595154PMC6775313

[4] BriciD, ZhangQ, ReinhardtS, DahlA, HartmannH, SchmidtK, et al. Setd1b, encoding a histone 3 lysine 4 methyltransferase, is a maternal effect gene required for the oogenic gene expression program. Development. 2017;144(14):2606–17. doi: 10.1242/dev.143347 .28619824

[5] CicconeDN, SuH, HeviS, GayF, LeiH, BajkoJ, et al. KDM1B is a histone H3K4 demethylase required to establish maternal genomic imprints. Nature. 2009;461(7262):415–8. Epub 2009/09/04. nature08315 [pii] doi: 10.1038/nature08315 .19727073

[6] DahlJA, JungI, AanesH, GreggainsGD, ManafA, LerdrupM, et al. Broad histone H3K4me3 domains in mouse oocytes modulate maternal-to-zygotic transition. Nature. 2016;537(7621):548–52. doi: 10.1038/nature19360 .27626377PMC6283663

[7] EymeryA, LiuZ, OzonovEA, StadlerMB, PetersAH. The methyltransferase Setdb1 is essential for meiosis and mitosis in mouse oocytes and early embryos. Development. 2016;143(15):2767–79. doi: 10.1242/dev.132746 .27317807

[8] InoueA, ChenZ, YinQ, ZhangY. Maternal Eed knockout causes loss of H3K27me3 imprinting and random X inactivation in the extraembryonic cells. Genes Dev. 2018;32(23–24):1525–36. doi: 10.1101/gad.318675.118 ; PubMed Central PMCID: PMC6295166.30463900PMC6295166

[9] JimenezR, MeloEO, DavydenkoO, MaJ, MainigiM, FrankeV, et al. Maternal SIN3A regulates reprogramming of gene expression during mouse preimplantation development. Biology of reproduction. 2015;93(4):89. doi: 10.1095/biolreprod.115.133504 ; PubMed Central PMCID: PMC4711907.26353893PMC4711907

[10] KimJ, ZhaoH, DanJ, KimS, HardikarS, HollowellD, et al. Maternal Setdb1 Is Required for Meiotic Progression and Preimplantation Development in Mouse. PLoS Genet. 2016;12(4):e1005970. doi: 10.1371/journal.pgen.1005970 ; PubMed Central PMCID: PMC4829257.27070551PMC4829257

[11] SankarA, LerdrupM, ManafA, JohansenJV, GonzalezJM, BorupR, et al. KDM4A regulates the maternal-to-zygotic transition by protecting broad H3K4me3 domains from H3K9me3 invasion in oocytes. Nat Cell Biol. 2020;22(4):380–8. doi: 10.1038/s41556-020-0494-z .32231309PMC7212036

[12] WassonJA, SimonAK, MyrickDA, WolfG, DriscollS, PfaffSL, et al. Maternally provided LSD1/KDM1A enables the maternal-to-zygotic transition and prevents defects that manifest postnatally. eLife. 2016;5. doi: 10.7554/eLife.08848 ; PubMed Central PMCID: PMC4829428.26814574PMC4829428

[13] YangL, SongLS, LiuXF, XiaQ, BaiLG, GaoL, et al. The Maternal Effect Genes UTX and JMJD3 Play Contrasting Roles in Mus musculus Preimplantation Embryo Development. Scientific reports. 2016;6:26711. doi: 10.1038/srep26711 ; PubMed Central PMCID: PMC4935995.27384759PMC4935995

[14] ZyliczJJ, BorenszteinM, WongFC, HuangY, LeeC, DietmannS, et al. G9a regulates temporal preimplantation developmental program and lineage segregation in blastocyst. eLife. 2018;7. doi: 10.7554/eLife.33361 ; PubMed Central PMCID: PMC5959720.29745895PMC5959720

[15] LiaoJ, SzaboPE. Maternal DOT1L is dispensable for mouse development. Scientific reports. 2020;10(1):20636. Epub 2020/11/28. doi: 10.1038/s41598-020-77545-6 ; PubMed Central PMCID: PMC7691351.33244015PMC7691351

[16] DodgeJE, KangYK, BeppuH, LeiH, LiE. Histone H3-K9 methyltransferase ESET is essential for early development. Mol Cell Biol. 2004;24(6):2478–86. doi: 10.1128/MCB.24.6.2478-2486.2004 .14993285PMC355869

[17] JonesB, SuH, BhatA, LeiH, BajkoJ, HeviS, et al. The histone H3K79 methyltransferase Dot1L is essential for mammalian development and heterochromatin structure. PLoS Genet. 2008;4(9):e1000190. doi: 10.1371/journal.pgen.1000190 ; PubMed Central PMCID: PMC2527135 Biomedical Research.18787701PMC2527135

[18] TachibanaM, UedaJ, FukudaM, TakedaN, OhtaT, IwanariH, et al. Histone methyltransferases G9a and GLP form heteromeric complexes and are both crucial for methylation of euchromatin at H3-K9. Genes Dev. 2005;19(7):815–26. doi: 10.1101/gad.1284005 .15774718PMC1074319

[19] DaxingerL, OeyH, IsbelL, WhitelawNC, YoungsonNA, SpurlingA, et al. Hypomethylation of ERVs in the sperm of mice haploinsufficient for the histone methyltransferase Setdb1 correlates with a paternal effect on phenotype. Scientific reports. 2016;6:25004. doi: 10.1038/srep25004 ; PubMed Central PMCID: PMC4845014.27112447PMC4845014

[20] SiklenkaK, ErkekS, GodmannM, LambrotR, McGrawS, LafleurC, et al. Disruption of histone methylation in developing sperm impairs offspring health transgenerationally. Science. 2015;350(6261):aab2006. doi: 10.1126/science.aab2006 .26449473

[21] TachibanaM, SugimotoK, NozakiM, UedaJ, OhtaT, OhkiM, et al. G9a histone methyltransferase plays a dominant role in euchromatic histone H3 lysine 9 methylation and is essential for early embryogenesis. Genes Dev. 2002;16(14):1779–91. doi: 10.1101/gad.989402 .12130538PMC186403

[22] ZyliczJJ, DietmannS, GunesdoganU, HackettJA, CougotD, LeeC, et al. Chromatin dynamics and the role of G9a in gene regulation and enhancer silencing during early mouse development. eLife. 2015;4. doi: 10.7554/eLife.09571 ; PubMed Central PMCID: PMC4729692.26551560PMC4729692

[23] AuclairG, BorgelJ, SanzLA, ValletJ, GuibertS, DumasM, et al. EHMT2 directs DNA methylation for efficient gene silencing in mouse embryos. Genome Res. 2016;26(2):192–202. doi: 10.1101/gr.198291.115 ; PubMed Central PMCID: PMC4728372.26576615PMC4728372

[24] ZengTB, HanL, PierceN, PfeiferGP, SzabóPE. EHMT2 and SETDB1 protect the maternal pronucleus from 5mC oxidation. Proc Natl Acad Sci U S A. 2019;116(22):10834–41. Epub 2019/05/16. doi: 10.1073/pnas.1819946116 ; PubMed Central PMCID: PMC6561192.31088968PMC6561192

[25] ZengTB, PierceN, LiaoJ, SzaboPE. H3K9 methyltransferase EHMT2/G9a controls ERVK-driven noncanonical imprinted genes. Epigenomics. 2021;13(16):1299–314. Epub 2021/09/15. doi: 10.2217/epi-2021-0168 .34519223

[26] KoideT, MoriwakiK, UchidaK, MitaA, SagaiT, YonekawaH, et al. A new inbred strain JF1 established from Japanese fancy mouse carrying the classic piebald allele. Mamm Genome. 1998;9(1):15–9. Epub 1998/01/22. doi: 10.1007/s003359900672 .9434939

[27] TranDA, BaiAY, SinghP, WuX, SzabóPE. Characterization of the imprinting signature of mouse embryo fibroblasts by RNA deep sequencing. Nucleic Acids Res. 2014;42(3):1772–83. doi: 10.1093/nar/gkt1042 ; PubMed Central PMCID: PMC3919614.24217910PMC3919614

[28] LeungDC, DongKB, MaksakovaIA, GoyalP, AppanahR, LeeS, et al. Lysine methyltransferase G9a is required for de novo DNA methylation and the establishment, but not the maintenance, of proviral silencing. Proc Natl Acad Sci U S A. 2011;108(14):5718–23. doi: 10.1073/pnas.1014660108 ; PubMed Central PMCID: PMC3078371.21427230PMC3078371

[29] TachibanaM, MatsumuraY, FukudaM, KimuraH, ShinkaiY. G9a/GLP complexes independently mediate H3K9 and DNA methylation to silence transcription. EMBO J. 2008;27(20):2681–90. doi: 10.1038/emboj.2008.192 ; PubMed Central PMCID: PMC2572175.18818694PMC2572175

[30] DongKB, MaksakovaIA, MohnF, LeungD, AppanahR, LeeS, et al. DNA methylation in ES cells requires the lysine methyltransferase G9a but not its catalytic activity. EMBO J. 2008;27(20):2691–701. doi: 10.1038/emboj.2008.193 ; PubMed Central PMCID: PMC2572176.18818693PMC2572176

[31] RanD, DayeZJ. Gene expression variability and the analysis of large-scale RNA-seq studies with the MDSeq. Nucleic Acids Res. 2017;45(13):e127. doi: 10.1093/nar/gkx456 ; PubMed Central PMCID: PMC5737414.28535263PMC5737414

[32] Di GiacomoM, ComazzettoS, SampathSC, SampathSC, O’CarrollD. G9a co-suppresses LINE1 elements in spermatogonia. Epigenetics & chromatin. 2014;7:24. doi: 10.1186/1756-8935-7-24 ; PubMed Central PMCID: PMC4177377.25276231PMC4177377

[33] MaksakovaIA, ThompsonPJ, GoyalP, JonesSJ, SinghPB, KarimiMM, et al. Distinct roles of KAP1, HP1 and G9a/GLP in silencing of the two-cell-specific retrotransposon MERVL in mouse ES cells. Epigenetics & chromatin. 2013;6(1):15. doi: 10.1186/1756-8935-6-15 ; PubMed Central PMCID: PMC3682905.23735015PMC3682905

[34] MacfarlanTS, GiffordWD, DriscollS, LettieriK, RoweHM, BonanomiD, et al. Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature. 2012;487(7405):57–63. doi: 10.1038/nature11244 ; PubMed Central PMCID: PMC3395470.22722858PMC3395470

[35] PeastonAE, EvsikovAV, GraberJH, de VriesWN, HolbrookAE, SolterD, et al. Retrotransposons regulate host genes in mouse oocytes and preimplantation embryos. Dev Cell. 2004;7(4):597–606. doi: 10.1016/j.devcel.2004.09.004 .15469847

[36] VeselovskaL, SmallwoodSA, SaadehH, StewartKR, KruegerF, Maupetit-MehouasS, et al. Deep sequencing and de novo assembly of the mouse oocyte transcriptome define the contribution of transcription to the DNA methylation landscape. Genome biology. 2015;16:209. doi: 10.1186/s13059-015-0769-z ; PubMed Central PMCID: PMC4582738.26408185PMC4582738

[37] MacfarlanTS, GiffordWD, AgarwalS, DriscollS, LettieriK, WangJ, et al. Endogenous retroviruses and neighboring genes are coordinately repressed by LSD1/KDM1A. Genes Dev. 2011;25(6):594–607. Epub 2011/03/02. doi: 10.1101/gad.2008511 ; PubMed Central PMCID: PMC3059833.21357675PMC3059833

[38] CollinsJE, WhiteRJ, StaudtN, SealyIM, PackhamI, WaliN, et al. Common and distinct transcriptional signatures of mammalian embryonic lethality. Nature communications. 2019;10(1):2792. doi: 10.1038/s41467-019-10642-x ; PubMed Central PMCID: PMC6594971.31243271PMC6594971

[39] OhtaniH, LiuM, ZhouW, LiangG, JonesPA. Switching roles for DNA and histone methylation depend on evolutionary ages of human endogenous retroviruses. Genome Res. 2018;28(8):1147–57. doi: 10.1101/gr.234229.118 ; PubMed Central PMCID: PMC6071641.29970451PMC6071641

[40] MohammedH, Hernando-HerraezI, SavinoA, ScialdoneA, MacaulayI, MulasC, et al. Single-Cell Landscape of Transcriptional Heterogeneity and Cell Fate Decisions during Mouse Early Gastrulation. Cell Rep. 2017;20(5):1215–28. doi: 10.1016/j.celrep.2017.07.009 ; PubMed Central PMCID: PMC5554778.28768204PMC5554778

[41] BlewittME, ChongS, WhitelawE. How the mouse got its spots. Trends Genet. 2004;20(11):550–4. Epub 2004/10/12. doi: 10.1016/j.tig.2004.08.011 .15475114

[42] WhitelawNC, ChongS, WhitelawE. Tuning in to noise: epigenetics and intangible variation. Dev Cell. 2010;19(5):649–50. doi: 10.1016/j.devcel.2010.11.001 .21074715

[43] MesserschmidtDM, de VriesW, ItoM, SolterD, Ferguson-SmithA, KnowlesBB. Trim28 is required for epigenetic stability during mouse oocyte to embryo transition. Science. 2012;335(6075):1499–502. Epub 2012/03/24. 335/6075/1499 [pii] doi: 10.1126/science.1216154 .22442485

[44] KangJ, LienhardM, PastorWA, ChawlaA, NovotnyM, TsagaratouA, et al. Simultaneous deletion of the methylcytosine oxidases Tet1 and Tet3 increases transcriptome variability in early embryogenesis. Proc Natl Acad Sci U S A. 2015;112(31):E4236–45. Epub 2015/07/23. doi: 10.1073/pnas.1510510112 ; PubMed Central PMCID: PMC4534209.26199412PMC4534209

[45] RobertsonEJ. Dose-dependent Nodal/Smad signals pattern the early mouse embryo. Seminars in cell & developmental biology. 2014;32:73–9. doi: 10.1016/j.semcdb.2014.03.028 .24704361

[46] TangSH, SilvaFJ, TsarkWM, MannJR. A Cre/loxP-deleter transgenic line in mouse strain 129S1/SvImJ. Genesis. 2002;32(3):199–202. doi: 10.1002/gene.10030 .11892008

[47] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. Epub 2012/10/30. doi: 10.1093/bioinformatics/bts635 ; PubMed Central PMCID: PMC3530905.23104886PMC3530905

[48] MartinM. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet journal. 2011;17(1):10–2.

[49] FrankishA, DiekhansM, FerreiraAM, JohnsonR, JungreisI, LovelandJ, et al. GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res. 2019;47(D1):D766–D73. Epub 2018/10/26. doi: 10.1093/nar/gky955 ; PubMed Central PMCID: PMC6323946.30357393PMC6323946

[50] KoldeR. Package ‘pheatmap.’. R Package. 2015.

[51] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. doi: 10.1093/bioinformatics/btp616 ; PubMed Central PMCID: PMC2796818.19910308PMC2796818

[52] WardCM, ToTH, PedersonSM. ngsReports: a Bioconductor package for managing FastQC reports and other NGS related log files. Bioinformatics. 2020;36(8):2587–8. Epub 2019/12/17. doi: 10.1093/bioinformatics/btz937 .31841127

[53] EwelsP, MagnussonM, LundinS, KallerM. MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics. 2016;32(19):3047–8. Epub 2016/06/18. doi: 10.1093/bioinformatics/btw354 ; PubMed Central PMCID: PMC5039924.27312411PMC5039924

[54] YuG, WangLG, HanY, HeQY. clusterProfiler: an R package for comparing biological themes among gene clusters. Omics: a journal of integrative biology. 2012;16(5):284–7. doi: 10.1089/omi.2011.0118 ; PubMed Central PMCID: PMC3339379.22455463PMC3339379

[55] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome biology. 2014;15(12):550. Epub 2014/12/18. doi: 10.1186/s13059-014-0550-8 ; PubMed Central PMCID: PMC4302049.25516281PMC4302049

[56] GuZ, EilsR, SchlesnerM. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics. 2016;32(18):2847–9. doi: 10.1093/bioinformatics/btw313 .27207943

[57] JinY, HammellM. Analysis of RNA-Seq Data Using TEtranscripts. Transcriptome Data Analysis: Methods and Protocols SpringerY Wang & MSun (Eds). 2018:153–67. doi: 10.1007/978-1-4939-7710-9_11 29508296

[58] JinY, TamOH, PaniaguaE, HammellM. TEtranscripts: a package for including transposable elements in differential expression analysis of RNA-seq datasets. Bioinformatics. 2015;31(22):3593–9. Epub 2015/07/25. doi: 10.1093/bioinformatics/btv422 ; PubMed Central PMCID: PMC4757950.26206304PMC4757950

[59] Smit AFA, Hubley R, Green P. http:// www.repeatmasker.org. RepeatMasker Open-40 2013–2015.

How the deposited data were processed for this re-analysis (not part of the article)

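RNA of single mouse embryos was measured in 50 libraries: 4 embryos in each of 12 groups, defined by the cross, the Ehmt2 genotype of the embryo and of its parents, and the somite number, and 2 MATZYG embryos. The groups, the replicate numbers and the sex of the embryos were taken from the labels of the samples. Gene symbols were taken from a table of identifiers, which gave a symbol for 46005 of the 46517 genes.

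The authors deposited raw counts, one per gene and embryo, one per repeat copy and embryo, and one per gene, embryo and parental allele. By the methods and the headers of the tables, the authors trimmed the reads, aligned them with STAR to mm10 and counted them with featureCounts v1.6.1. Reads with a mapping quality of at least 20 and without duplicates were counted on exons of an Ensembl annotation or on the copies of a RepeatMasker annotation. Reads on exons were counted on the sense strand. For the repeat copies the paper's methods name no strand. For the allele counts the authors first masked the positions that differ between the 129 and JF1 strains and assigned reads to a strain at these positions. The counts are whole numbers with different totals per embryo, which was checked, and carry no normalization. The identifiers of the tables were used as they are. Everything below was computed here from these counts.

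Genes were kept with more than 1 CPM in at least 2 of the 48 embryos outside MATZYG, library sizes were scaled by TMM, and one model with a mean per group was fitted to the 48 embryos with edgeR 4.0.16 (R 4.3.3; quasi-likelihood F test with legacy dispersions, as in the earlier release the paper names, 36 residual and 4.99 prior degrees of freedom, common dispersion 0.0146). Genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1.2 are named called genes. The same model was fitted to 539599 repeat copies with more than 1 CPM in at least 2 embryos, with their own library sizes, and to the sums of the unique reads of 1118 subfamilies, both called at an adjusted p below 0.05 without a minimum fold change. Standard errors are the absolute log2 fold change over the square root of F. Means and SD per group are of CPM with the TMM factors. Interactions of stage or cross with genotype were tested as contrasts of the same model.

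Comparisons of single values between groups of 4 embryos used exact two-sided permutation tests over the 70 assignments, for which 0.0286 is the smallest possible p. Benjamini-Hochberg adjustment over a family of comparisons was made only where an adjusted p is given. The other permutation p are unadjusted. The spread of an embryo is the root mean square over genes of its log2 CPM minus the mean of its group. Coefficients of variation and variances were taken on the scale of DESeq2 1.42.0's variance stabilizing transformation. The share of the maternal allele was taken over genes with at least 20 allele-assigned reads in the embryo. Ratios of low counts carry 95% Clopper-Pearson intervals, and a group without any read was set to a floor of 3 counts. Intervals and floors cover counting error only. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures matplotlib 3.10.9.

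The depth per embryo was 20337058 to 30219128 counts on genes and 4645106 to 6620619 on repeat copies. At this depth the test of genes recovered 199 of 200 simulated changes in WT6 versus HOMO6 and called 1 unchanged gene of the 18585, and that of subfamilies recovered 199 of 200 and called 9 unchanged ones of 1118. On 25000 repeat copies drawn at random it recovered 117 of 200 and called 7 unchanged copies. The simulated changes were all well past the genes' minimum fold change, so these rates do not cover smaller ones. Of 200 simulated comparisons, the permutation test of the spread called 100% with a doubled and 7% with an equal spread. The simulated genes were independent and every embryo of a group had the same spread. Over the genes called only in WT12-WT6, the real HOMO6 embryos of the Jx1 cross ran from 0.305 to 0.859. The simulated rates therefore do not give the power of the tests reported here.

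The genes named in the text were fixed by a rule written before the data were examined: every gene that the paper names in the sentence a passage belongs to, Ehmt2, and for each contrast the 3 genes or repeat copies with the largest absolute log2 fold change in each direction among the called ones whose embryos do not overlap between the groups. Genes outside this rule are marked where they appear. Of the genes under this rule, 2 are not reported here. Lists of 5 sex-linked, 18 paternally and 8 maternally expressed imprinted, 12 visceral endoderm, 3 decidua, 6 trophoblast and 10 general erythroid genes, and of 14 erythroid and 24 retrotransposon-driven genes from the paper, were also written down beforehand. None of the trophoblast genes passed the filter on low counts.

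Alternatives changed one choice at a time: DESeq2's Wald test, DESeq2's size factors in the edgeR model, no filter or a stricter filter on low counts, a fit of the compared groups alone, other thresholds, the replicate number as a block, a sex term, the library sizes of the genes for repeats, other scales for the spread, and each embryo left out in turn. Each contrast was also fitted for all 35 splits of its 8 embryos into groups of 4, for repeat copies with the trend of the dispersion estimated on 25000 copies drawn at random. In WT12 versus WT6 the deviations of same-numbered embryos from their group means were correlated across genes in all 4 pairs (0.13 to 0.363), but the numbers follow the sex of the embryos, and on autosomal genes 1 of the 4 correlations was above 0.1, so the numbers were not taken to pair the embryos.

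Not analysed here are the methylation data, for which no files were held, the differential variability test, whose software was not installed, the counts of multi-mapped reads per subfamily, which need the reads, and the GO enrichments. S4, S6 and S10 Tables and sheets of S5 Table were held in part, so no overlap with them was computed, and S8 Table was held with all 213 genes but not all columns.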

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

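Chosen only after the result was seen were the tests of the difference between the crosses, of the MATMUT embryos along the path between the stages, and of the sex-linked genes and the X-linked maternal share of MATMUT embryo 4. In 13 of 132 groups of 4 embryos and measures, 1 embryo lay far from the other 3, against 6.6 expected, since chance sets apart about 1 in 20 groups.

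In 2 of the 4 MATMUT embryos the maternal allele had a larger share of the reads over autosomal genes outside S8 Table: 67.68% in embryo 2 and 67.65% in embryo 4, against 50.86% and 51.21% in embryos 1 and 3. Tissue of the dam would have to bring 33.6% and 33.5% of the reads and the same share of maternal reads to the paternally expressed imprinted genes, whose median maternal share was 1.78% and 1.83%, which argues against it. A stronger response of the 129S1 allele, if shared by all MATMUT embryos, would show in embryo 1 too, which had 50.9%. A response that differs between embryos is not excluded by this value. With 2 maternal genomes and 1 paternal genome, 67.85% would be expected, close to the 67.7% of embryo 2. In embryo 4, 4 Y-linked genes were at a median of 49.9% of the other male embryos of the cross, and Xist was at 749 CPM, against a mean of 2.1 in those males and 1150 to 2090 in the females. The Y-linked value is lower than the 2 in 3 that 1 Y chromosome among 3 genomes would give, and for 2 of the 4 genes it lies within the range of the other males. A second X chromosome from a second maternal genome would give Xist RNA together with Y-linked reads. A mixture with a female embryo would give both too, but would bring reads of a paternal X chromosome, and the median maternal share of X-linked genes in embryo 4 was 100%, as in the other males of the cross, which argues against it. In embryo 2, a female, it was 72.73%, against 37.08 to 58.06% in the other females of the cross. Whether embryos 2 and 4 are triploid is therefore a hypothesis from these reads alone, and no count of chromosomes was available. A mislabelled sample was not tested, and the genotype of the mothers stays open as an untested biological explanation.

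The WT6-HOMO6 difference was not the same in the crosses: 3231 genes differed by a test of the difference itself (Jx1 minus 1xJ, 1734 higher and 1497 lower), 295 of them by more than 1.2. The labels give different collection times to the groups, so embryos at different points of the path from 6 to 12 somites were tested as the explanation. Of the 3231 genes, 85.3% went against the change from CONTROL6 to WT12, and of the 295, 88.5%, against 67.9% of all genes tested. This is what a difference in developmental progress would give. The parent that carried the mutation differs between the crosses too, and stays open as an untested biological explanation.

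The stage difference was not the same in the genotypes for 318 genes (HOMO12-HOMO6 minus WT12-WT6, 146 higher and 172 lower), 39 of them by more than 1.2. Among the 288 genes called in WT12-WT6 and not in HOMO12-HOMO6, 14 were among the 318. For a loss of calls to a larger standard error, 24 of the 288 had a fold change past 1.2 without an adjusted p below 0.05. This count cannot decide the question. The genes were chosen for having no call in HOMO12-HOMO6, which favours smaller changes there. The model also shares its estimate of the spread between the groups, so it cannot show a larger error in 1 of them. In fits of the compared groups alone, the median standard error over all genes was larger in HOMO12-HOMO6 (0.106) than in WT12-WT6 (0.09). No other technical explanation was tested for the 318 genes. The genotype and differences in progress within the 6-somite groups both stay open.

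Levels of erythroid genes set embryos apart 3 times. The mean log2 CPM of the erythroid genes that the paper names was -1.72 in CONTROL6 Jx1 embryo 4 (others 0.165 to 0.337) and 1.87 in HOMO6 1xJ embryo 4 (others -1.44 to -1.03), and that of the general erythroid genes was 2.54 in the latter (others 0.757 to 1.01). In the MATMUT embryos, where more embryonic blood was tested, 23 of 23 erythroid genes were highest in embryo 4. Differences in the amount of blood or in developmental progress may set the other embryos apart as well. The tables do not separate these, and the test was not made in those groups.

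The mean log2 CPM of visceral endoderm genes was 2.04 in CONTROL6 1xJ embryo 3 (others 3.71 to 3.93). A smaller remnant of extraembryonic tissue could give this. The test of such a remnant was made between WT12 and HOMO12, where the genes of the list other than the apolipoprotein genes had a median log2 fold change of 1.72, and not in CONTROL6. No biological explanation was tested.

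Depth set single embryos apart: gene counts of 24800000 in MATMUT embryo 3 (others 28600000 to 29300000), and repeat counts of 6260000 in CONTROL6 Jx1 embryo 3 (others 5810000 to 5880000), 4660000 in MATHAPLO embryo 1 (others 5400000 to 5540000) and 5520000 in MATMUT embryo 3 (others 5000000 to 5050000). Library sizes are scaled in the model, and no explanation was tested.

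The spread over the genes lower in WT at both stages set apart CONTROL6 1xJ embryo 4 at 0.368 (others 0.423 to 0.434), CONTROL6 Jx1 embryo 1 at 0.45 (others 0.386 to 0.393) and MATHAPLO embryo 1 at 0.47 (others 0.392 to 0.404). The maternal share set apart MATHAPLO embryo 1 over S8 Table genes, at 46.7% (others 48.0 to 48.2%), and CONTROL6 Jx1 embryo 4 over other genes, at 48.8% (others 48.7 to 48.8%). The gaps in the share are below 2 points, and no explanation was tested.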

How the results depend on the processing

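All alternatives below were chosen before the data were examined, except the quasi-likelihood method of edgeR 4, which was added after the values were seen. Where a value moved, the cause was not tested unless a reason is given. Between unchanged settings, a count is taken as kept when it stays within 1.5 times the reported one.

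The 6 larger gene contrasts (WT12-HOMO6, WT6-HOMO6, WT12-WT6, WT12-HOMO12 and HOMO12-HOMO6 of the Jx1 cross and WT6-HOMO6 of the 1xJ cross) kept their counts and the balance of their directions under DESeq2's Wald test, DESeq2's size factors, the filter of more than 1 CPM in at least 4 embryos, the fit of the compared groups alone, the replicate block, the sex term, a false discovery rate below 0.01 and the quasi-likelihood method of edgeR 4. With DESeq2's Wald test, for example, they were 596, 413, 533, 409, 390 and 377.

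Without a filter on low counts, which adds genes to the test, more genes were called: 1071 in WT12-HOMO6, 781 in WT6-HOMO6, 793 in WT12-WT6, 796 in WT12-HOMO12 and 834 in WT6-HOMO6 of the 1xJ cross, 3 in MATHAPLO-CONTROL and 1 in WT6-CONTROL of the 1xJ cross. The overlaps grew as well: 437 genes were lower and 39 higher in both WT12 and WT6 than in HOMO6, and 412 were lower in WT at both stages. Of the reported genes, 580, 380, 512, 400 and 365 were among those called without the filter in these 5 gene contrasts.

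Without the minimum fold change, which by construction adds genes with small changes, 3608 genes were called in WT12-HOMO6, 3540 in WT6-HOMO6, 5557 in WT12-WT6, 2568 in WT12-HOMO12, 3205 in HOMO12-HOMO6, 4864 in WT6-HOMO6 of the 1xJ cross, 7 in MATHAPLO-CONTROL, 3 in PATHAPLO-CONTROL, 52 in WT6-CONTROL of the Jx1 and 1 of the 1xJ cross, and 1704 in MATWT-MATMUT. The directions were then closer to balanced: 1937 lower and 1671 higher in WT12-HOMO6, against 394 and 197 with the minimum, 1848 lower and 1692 higher in WT6-HOMO6, against 350 and 46, 1418 and 1150 in WT12-HOMO12, against 337 and 68, 2517 and 2347 in WT6-HOMO6 of the 1xJ cross, against 286 and 89, 2872 and 2685 in WT12-WT6, against 196 and 327, 1545 and 1660 in HOMO12-HOMO6, against 143 and 242, and 1127 and 577 in MATWT-MATMUT, against 178 and 20. The overlaps of the three-way comparison were 727 lower and 438 higher in WT12 and WT6 than in HOMO6, and 914 lower and 949 higher in WT12 than in HOMO6 and WT6. Those of the four-way comparison were 702 lower and 527 higher in WT at both stages, and 900 lower and 1041 higher at 12 somites in both genotypes. At a false discovery rate below 0.01 with the minimum fold change, 0 genes were called in PATHAPLO-CONTROL, where 2225 had an unadjusted p below 0.05, 1 in WT6-CONTROL of the Jx1 cross and 114 in MATWT-MATMUT.

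The contrasts with few calls moved with the method. DESeq2's Wald test called 5 genes in MATHAPLO-CONTROL, 3 in PATHAPLO-CONTROL and 20 in WT6-CONTROL of the Jx1 cross, against 0, 1 and 3. The fit of the compared groups alone called 9 in PATHAPLO-CONTROL, 47 in WT6-CONTROL of the Jx1 cross and 0 in MATWT-MATMUT, where 2448 genes had an unadjusted p below 0.05. The quasi-likelihood method of edgeR 4 called 1 gene in MATHAPLO-CONTROL and 6 in WT6-CONTROL of the Jx1 cross, and the sex term 5 in the latter.

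The embryos share replicate numbers between groups. With the number as a replicate block, 594, 397, 530, 404, 385 and 379 genes were called in the 6 larger contrasts in the order above, 5 in WT6-CONTROL of the Jx1 cross and 186 in MATWT-MATMUT, and of repeat copies 1371 in WT6-HOMO6, 1484 in WT12-HOMO12, 124 in WT12-WT6 and 19 in HOMO12-HOMO6. Besides WT6-CONTROL, the block changed the call of Hoxa10 in WT12-WT6 and of Nr2f2 in HOMO12-HOMO6, which passed the threshold, and of no other gene named. In WT12-WT6, 8 of the 35 splits part every same-numbered pair. Of these the real split gave the most calls and the others 0. No paired analysis was possible for the MATZYG embryos, because there were 2 of them, of different somite numbers: no test was made, and their distances are values of single embryos.

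Repeat copies depended on the pooling of the groups. In fits of the compared groups alone, 323 copies were called in WT6-HOMO6, 270 lower and 53 higher in WT6, 1021 in WT12-HOMO12, 36 in WT12-WT6, 31 lower and 5 higher, and 0 in HOMO12-HOMO6, where 26503 copies had an unadjusted p below 0.05, and 245 were lower and 42 higher in WT at both stages. DESeq2's Wald test called 713 copies in WT12-WT6, and 176 in HOMO12-HOMO6, 128 lower and 48 higher in HOMO12, against 17 and 3. With all copies that have at least 10 counts over the embryos, 81 were called in WT12-WT6. With the library sizes and TMM factors of the genes, 47 were lower and 58 higher in WT12-WT6, against 90 and 46, while 1196 and 368 in WT6-HOMO6 and 1106 and 466 in WT12-HOMO12 stayed close to the 1111 and 476 and the 1252 and 417 reported.

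The subfamilies depended on the scaling in their number and their direction. With the library sizes and TMM factors of the genes, 39 were called in WT6-HOMO6, 35 lower and 4 higher in WT6, against 20 and 42 with their own. In WT12-HOMO12, 11 were called, 5 lower and 6 higher, against 16 and 11, and in WT12-WT6 and in HOMO12-HOMO6 1 each, both lower. At both stages 5 were lower and 4 higher in WT, against 8 each. The log2 fold changes of all subfamilies moved by a median of -0.27 in WT6-HOMO6, 0.01 in WT12-HOMO12, 0.17 in WT12-WT6 and -0.11 in HOMO12-HOMO6 between the scalings. The share of repeat counts in gene counts, which sets the difference between the scalings, was 21.9 ± 3% (SD, n = 4) in WT6 and 26 ± 5.56% in HOMO6 (exact permutation p = 0.286), and 24.5 ± 0.498% in WT12 and 24.2 ± 2.8% in HOMO12 (exact permutation p = 0.971), so the data do not decide between them. DESeq2's Wald test called 20 subfamilies in WT12-WT6.

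On the log2(CPM + 1) scale, HOMO6 had the largest mean coefficient of variation among the 4 groups of the Jx1 cross in 6 of the 12 sections, against 10, and 1 of the HOMO6 groups had it among the 6 groups in 6, against 10. Of the 1xJ groups, HOMO6 stayed above WT6 in 10 of 12. Over all genes called in WT12-WT6, whatever their call in HOMO12-HOMO6, the spread of HOMO6 minus that of HOMO12 was 0.287 with an exact permutation p of 0.0286, against 0.286 and 0.0857. On the variance stabilizing scale the spread of HOMO6 minus that of WT6 over the genes lower in WT at both stages was 0.093 with an exact permutation p of 0.0286, against 0.0268 and 0.0857. Over genes past both stage thresholds, HOMO12 lay at 1.17 between the stages, against 1.05. Over the 1056 genes of the four-way comparison, the distance of the MATZYG embryos to HOMO6 as a ratio to that to WT6 of the Jx1 cross was 0.567 and 0.336. It stayed below 1 with 1 minus the Pearson correlation (0.418 and 0.167) and over all genes (0.848 and 0.686). Over the 516 genes called only between the stages, the 4-somite embryo was farther from HOMO6 (1.02) than from WT6 (0.765). The 6-somite embryo was not (0.548 and 0.877).

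Each embryo of the compared groups was left out in turn, in 8 fits per contrast. The counts ran from 525 to 657 genes in WT12-HOMO6, 349 to 502 in WT6-HOMO6, 464 to 578 in WT12-WT6, 377 to 399 in WT12-HOMO12, 291 to 464 in HOMO12-HOMO6 and 331 to 559 (without HOMO6 embryo 4, 322 lower and 237 higher) in WT6-HOMO6 of the 1xJ cross. In MATHAPLO-CONTROL they ran from 0, in 4 fits with 1060 to 1372 genes at an unadjusted p below 0.05, to 5 (without MATHAPLO embryo 4), in PATHAPLO-CONTROL from 0, in 5 fits with 1397 to 2551 such genes, to 2 (without CONTROL embryo 1), and in WT6-CONTROL of the 1xJ cross they were 0 in all 8, with 797 to 2125 such genes. In WT6-CONTROL of the Jx1 cross they ran from 1 (without CONTROL embryo 1) to 7 (without WT6 embryo 4), and in MATWT-MATMUT from 56, without MATMUT embryo 4, to 387, without MATMUT embryo 1 (296 lower and 91 higher in MATWT). Repeat copies ran from 1074 to 1334 in WT6-HOMO6, 1174 to 1376 in WT12-HOMO12, 25 (without WT12 embryo 4) to 138 in WT12-WT6 and 0 (in 3 fits, without HOMO6 embryo 4, HOMO12 embryo 1 or HOMO12 embryo 3, where 26196 to 38282 had an unadjusted p below 0.05) to 33 (without HOMO6 embryo 2) in HOMO12-HOMO6, with 614 to 738 lower and 153 to 188 higher in WT at both stages. Subfamilies ran from 29 (without WT6 embryo 3, 18 lower and 11 higher in WT6) to 64 in WT6-HOMO6, 15 (without WT12 embryo 2) to 24 in WT12-HOMO12, 1 (without WT6 embryo 3) to 15 (without WT6 embryo 4) in WT12-WT6 and 0 (in 5 fits, without HOMO6 embryo 4 or any of the 4 HOMO12 embryos, where 52 to 75 had an unadjusted p below 0.05) to 4 in HOMO12-HOMO6, with 5 to 10 lower and 5 to 8 higher in WT at both stages. The overlaps of genes ran from 217 to 228 (lower in WT12 and WT6 than in HOMO6), 23 to 29 (higher), 70 to 109 (lower in WT12 than in HOMO6 and WT6), 90 to 156 (higher), 220 to 241 (lower in WT at both stages), 19 to 29 (higher), 54 to 86 (lower at 12 somites in both genotypes) and 123 to 188 (higher).

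The comparisons of the spread depended on single embryos, although 3 embryos also lie closer to their own mean than 4 by construction. Over the genes called only in WT12-WT6, the difference of HOMO6 ran from 0.00126 to 0.236 against WT6, 0.155 to 0.39 against WT12 and 0.132 to 0.367 against HOMO12, each lowest without HOMO6 embryo 4, and in the 1xJ cross from -0.0769, without HOMO6 embryo 4, to 0.268. Over the genes lower in WT at both stages it ran from -0.0188, without HOMO6 embryo 2, to 0.0539 against WT6, 0.00501 to 0.0776 against WT12 and 0.0322 to 0.154 against HOMO12, and in the 1xJ cross from -0.0281 to 0.089, with -0.0224, -0.00579 and -0.0281 without HOMO6 embryos 1, 3 and 4. Over all genes, the difference of HOMO6 against WT6 ran from -0.00202, without HOMO6 embryo 2, to 0.0603 in the Jx1 cross. In the 1xJ cross it ran from 0.0017, without HOMO6 embryo 4, to 0.0877. That of MATMUT against MATWT ran from 0.0575, without MATMUT embryo 1, to 0.142. A group of 3 against 4 cannot reach the smallest p of 4 against 4. The variance in MATMUT over that in MATWT ran from 19.3, without MATMUT embryo 4, to 72.9 for the genes higher in MATMUT, 3.81 to 6.18 for those lower, and 17.2 to 61.6 for all. The tally of the coefficients of variation ran from 8 to 10 of 12 sections among the 4 groups and 8 to 12 in the 1xJ cross, and stayed at 10 among the 6 groups. The difference of the maternal share between MATMUT and MATWT ran from 4.46 to 10.2 points over S8 Table genes and from 5.23 to 10.8 over the other genes.

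Of the 87 pairs of a gene and a contrast with a value in the text, 59 kept their direction and their side of the threshold in every fit. Under the settings other than leaving out an embryo, 9 values lost the call and 3 gained it. With an embryo left out, 62 lost it and 13 gained it. The sign reversed for 2 genes without a call: Lhx1 in WT6-HOMO6, -0.05 without HOMO6 embryo 2 (highest 0.13), and Fgf9 in HOMO12-HOMO6 (lowest -0.16), 0.05, 0.06 and 0.16 without HOMO12 embryo 4, HOMO6 embryo 1 and HOMO6 embryo 2. Gm13467 and Mesp1 are among the genes that the stricter filter on low counts leaves out, so it gives no value for them. Of the repeat copies named, the ETnERV-int copy lost its call in the fit of the compared groups alone (log2 fold change 6.55). No gene with a retrotransposon-driven transcript passed the threshold in WT6-HOMO6 or WT12-HOMO12 under any of these settings.

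The depth limits the single repeat copies most: in the simulated data, 58.5% of the changed copies were recovered, against 99.5% of the changed genes. The simulated changes were all well past the genes' minimum fold change.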

Differences from the paper's values

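In MATHAPLO-CONTROL, 0 genes were called, with 1359 at an unadjusted p below 0.05, against the paper's 8. Without the minimum fold change, 7 were called, within the range of the paper's value. None of the other alternatives set before the data were examined closed the gap: DESeq2's Wald test and the fit without MATHAPLO embryo 4 gave 5, no filter on low counts and the fit without CONTROL embryo 2 gave 3, the fit without MATHAPLO embryo 3 gave 4 and the rest 0 or 1.

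In PATHAPLO-CONTROL, 1 gene was called against the paper's 7. The fit of the 2 groups alone called 9, within the range of the paper's value, and the reported gene was not among them. The other alternatives set before the data were examined gave 0 to 3 and did not close the gap.

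Of the repeat copies in WT12-WT6, 90 were lower and 46 higher, against the paper's 152 and 94. With a filter of more than 1 CPM in at least 4 embryos, the number of lower copies was within 1.5 times the paper's value, and 52 were higher. No alternative set before the data were examined reached the number of higher copies: DESeq2's Wald test called more than the paper, 516 lower and 197 higher, and the others fewer.

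Of the repeat subfamilies, 62 were called in WT6-HOMO6, 27 in WT12-HOMO12, 4 in WT12-WT6 and 3 in HOMO12-HOMO6, against the paper's 204, 76, 218 and 23. The alternatives set before the data were examined that were run on subfamilies, which were DESeq2's Wald test (65, 27, 20 and 4), the library sizes and TMM factors of the genes (39, 11, 1 and 1) and each embryo left out, did not close the gaps. The paper's subfamily counts include multi-mapped reads, and those here unique reads only. Of the paper's subfamilies 21, 15, 2 and 2 were called here, and 142, 70, 159 and 23 had the paper's sign. In S9 Table 182 of the 204 are lower and 22 higher in WT6-HOMO6, and in WT12-WT6 13 are lower and 205 higher. Here 20 were lower and 42 higher in WT6-HOMO6, and with the library sizes and TMM factors of the genes 35 were lower and 4 higher, which is the paper's direction. In WT12-WT6 all 4 called subfamilies were lower, and the 1 called with the library sizes and TMM factors of the genes was lower too.

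The paper lists Lhx1 among the genes changed between WT12 and both HOMO6 and WT6. Here its log2 fold change was -1.08 and -1.12, short of the threshold, and past it in WT12-WT6 at -1.23 in the fit without WT12 embryo 1. The paper lists Hoxa10, Hoxa9, Nr2f2 and Uncx among the genes changed between the stages in both genotypes. Here each was called in 1 of the 2. Hoxa10 fell short in WT12-WT6 (1.19) and passed at 1.21 with the replicate block and with the sex term and in 2 of the 8 fits that left out an embryo, up to 1.45. Nr2f2 fell short in HOMO12-HOMO6 (1.19) and passed at 1.20 with the replicate block and in 4 of these 8 fits, up to 1.51. Uncx fell short in WT12-WT6 (1.15) and passed in 3 of them. Hoxa9 was not called in HOMO12-HOMO6 (1.17) in any of them.

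The paper describes the copies lower in WT12 than in WT6 as being for the most part SINEs, which here were the largest class with 48.9% of them. It places the reads at Gm13467 on the plus strand, and the annotation used here has the gene on the minus strand. The paper's text starts the transcript at Gm26760 in an RLTR17 copy, and the legend of Fig 9 in an RLTR16C copy. Here the first copy called there was of the subfamily RLTR16C_MM, and 0 RLTR17 copies were called.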

Other observations

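Chosen only after the results were seen were the tests of the axis fixed on the WT6 embryos, of the MATMUT embryos along the path between the stages and of the spread against the CONTROL6 embryos.

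Each contrast was also fitted for all 35 splits of its 8 embryos into 2 groups of 4, the real one included. For genes, 1 of the 35 splits, the real one, gave as many calls in WT12-HOMO6 (591, against at most 136 in another split), WT6-HOMO6 (396, at most 67), WT12-WT6 (523, at most 31), WT12-HOMO12 (405, at most 2), HOMO12-HOMO6 (385, at most 113), WT6-HOMO6 of the 1xJ cross (375, at most 176) and WT6-CONTROL of the Jx1 cross (3, at most 1). As many or more calls came from 35 splits in MATHAPLO-CONTROL, where 0 genes were called and 1359 had an unadjusted p below 0.05, and in WT6-CONTROL of the 1xJ cross, where 0 were called and 1289 had, from 3 splits in PATHAPLO-CONTROL (1 gene), and from 4 splits in MATWT-MATMUT, where the real split gave 198 and another 288. The 198 genes are therefore not told from the differences among these 8 embryos. For repeat copies, with the dispersion trend of a random part of the copies, the real split alone gave as many in WT6-HOMO6 (1593, at most 1 in another), WT12-HOMO12 (1677, at most 7), WT12-WT6 (138, others 0) and HOMO12-HOMO6 (20, others 0). For subfamilies it did in WT12-HOMO12 (27), WT12-WT6 (4) and HOMO12-HOMO6 (3), while in WT6-HOMO6 2 of the 35 splits gave as many, and another split gave more than the 62 of the real one.

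The larger spread of HOMO6 embryos in the genes called only in WT12-WT6 was tested against 2 explanations. A selection of genes by their lack of a call in the same HOMO embryos would not act on the 1xJ embryos, which took no part in it. There the spread of HOMO6 was 0.17 above that of WT6, with an exact permutation p of 0.286, which leaves the selection open. Embryos at different points of the path from 6 to 12 somites would spread along the axis between WT6 and WT12 and not off it: 64.2% of the spread of HOMO6 lay on the axis, against 5.7% in WT6, and with the axis removed the spread of HOMO6 was 0.891 times that of WT6 (exact permutation p = 0.171). The percentages were closer in the 1xJ cross, 70.6% in HOMO6 and 49.9% in WT6, and the ratio was 1.13 (exact permutation p = 0.171). The larger spread is thus consistent with differences in developmental progress among HOMO6 embryos, within or between litters, and the genotype as their source was not tested. The axis runs through the WT6 embryos, which was tested as the reason for their small spread along it. On an axis from CONTROL6 to WT12, over genes chosen without them, the SD of WT6 was 0.0657, as small as the 0.0615 on their own axis, while that of the CONTROL6 embryos, through which it runs, was 0.251, so the values argue against it. The SD of HOMO6 was 0.388 there, and the exact permutation p against WT6 was 0.0571. Between HOMO6 and WT6 of the 1xJ cross (0.421 and 0.278) it was 0.6. Against CONTROL6 of the same cross, which was compared after the values were seen, the spread of HOMO6 was higher by 0.109 (exact permutation p = 0.486) in the Jx1 cross and the difference was -0.00275 (exact permutation p = 0.971) in the 1xJ cross.

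The genes called in MATWT-MATMUT went with the change from CONTROL6 to WT12 in 81.8% of cases, against 53.5% of all genes tested, as they would if MATMUT embryos were further along the path. By the labels, MATMUT embryos 2 to 4 were collected a day later than embryo 1. A hypothesis of more embryonic blood was tested too: 23 of 23 erythroid genes tested were highest in MATMUT embryo 4, at 1.68 to 46.5 times the next MATMUT embryo, and in each it was above every WT12 embryo. The calls of 20 of them rest on this embryo: without it none of the 20 passed the threshold.

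The apolipoprotein genes higher in WT12 than in HOMO12 may come from more visceral endoderm or yolk sac left on the WT12 embryos. The 6 other visceral endoderm genes tested were all higher in WT12, at 0.47 to 3.08 with a median of 1.72, and 2 of them were called. Whether the dissection or the genotype is the source was not tested.

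Around Ehmt2, 129S1 DNA carried along with the mutant allele was tested as a source of differences between WT and HOMO embryos. Of 40 genes in the interval, 25% had an adjusted p below 0.05 in WT6-HOMO6, against 19% elsewhere (Fisher's exact p = 0.317). The number of genes is too small to tell them apart.

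Of the genes called in WT6-HOMO6, 10.9% lay on the X chromosome, of those in WT12-HOMO12 12.1%, and of those in WT6-HOMO6 of the 1xJ cross 12%, against 3.58% of the genes tested. Of the 5 sex-linked genes listed beforehand, 0 had an adjusted p below 0.05 in the 11 contrasts. Of the 18 paternally expressed imprinted genes, 12 had one in WT12-WT6, 9 in HOMO12-HOMO6, 4 in WT6-HOMO6 and 1 in WT12-HOMO12, and of the 8 maternally expressed ones 3, 1, 4 and 3. The 1 decidua gene tested had none in any contrast.

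The labels of CONTROL6 Jx1 embryos 2 and 4 disagree on their sex. Xist was at 3.53 CPM and Ddx3y at 44.8 CPM in embryo 2, and at 1610 and 0 CPM in embryo 4, which is the sex that 1 of the 2 labels gives each of them (male and female).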
